# Exploiting epigenetic targets to overcome taxane resistance in prostate cancer

**DOI:** 10.1038/s41419-024-06422-1

**Published:** 2024-02-12

**Authors:** Buse Cevatemre, Ipek Bulut, Beyza Dedeoglu, Arda Isiklar, Hamzah Syed, Ozlem Yedier Bayram, Tugba Bagci-Onder, Ceyda Acilan

**Keywords:** Urological cancer, Cancer therapeutic resistance, Chemotherapy, Apoptosis, Phenotypic screening

## Abstract

The development of taxane resistance remains a major challenge for castration resistant prostate cancer (CR-PCa), despite the effectiveness of taxanes in prolonging patient survival. To uncover novel targets, we performed an epigenetic drug screen on taxane (docetaxel and cabazitaxel) resistant CR-PCa cells. We identified BRPF reader proteins, along with several epigenetic groups (CBP/p300, Menin-MLL, PRMT5 and SIRT1) that act as targets effectively reversing the resistance mediated by ABCB1. Targeting BRPFs specifically resulted in the resensitization of resistant cells, while no such effect was observed on the sensitive compartment. These cells were successfully arrested at the G_2_/M phase of cell cycle and underwent apoptosis upon BRPF inhibition, confirming the restoration of taxane susceptibility. Pharmacological inhibition of BRPFs reduced ABCB1 activity, indicating that BRPFs may be involved in an efflux-related mechanism. Indeed, ChIP-qPCR analysis confirmed binding of BRPF1 to the ABCB1 promoter suggesting direct regulation of the ABCB1 gene at the transcriptional level. RNA-seq analysis revealed that BRPF1 knockdown affects the genes enriched in mTORC1 and UPR signaling pathways, revealing potential mechanisms underlying its functional impact, which is further supported by the enhancement of taxane response through the combined inhibition of ABCB1 and mTOR pathways, providing evidence for the involvement of multiple BRPF1-regulated pathways. Beyond clinical attributes (Gleason score, tumor stage, therapy outcome, recurrence), metastatic PCa databases further supported the significance of BRPF1 in taxane resistance, as evidenced by its upregulation in taxane-exposed PCa patients.

## Introduction

Prostate cancer (PCa) is the second most common malignancy among men worldwide, comprising 13.5% of all male cancer diagnoses [1]. In early stages of the disease, prostatectomy and radiotherapy are considered as the main therapeutic options. However, 20–30% of patients relapse after 5–10 years, and Androgen Deprivation Therapy (ADT) is currently the primary approach for advanced disease. Although the majority of patients initially respond to ADT, PCa relapse is frequently observed in a few years leading to progression to the castration-resistant PCa (CR-PCa) stage [2, 3]. The major treatment option for metastatic CR-PCa includes the use of taxanes (mainly docetaxel, followed by cabazitaxel). Nevertheless, despite the prolonged survival resulting from docetaxel (Dtx), most patients become refractory due to the development of resistance and succumb to PCa. Thus, it is crucial to find alternative options to overcome resistance and resensitize patients to taxanes.

One of the major factors that contribute to drug resistance is alterations in the epigenome of cancer cells. Not surprisingly, epigenetic modifiers have been targeted by numerous researchers, and several clinical trials are currently recruiting patients to study the efficacy of epigenetic modifiers in PCa, including but not limited to inhibitors of bromodomain and extra-terminal domain (BET), histone methyltransferases (HMT), DNA methyltransferases (DNMT), histone deacetylases (HDACs) or CBP/p300 histone acetyltransferases (HATs) [4–6]. More importantly, some of these studies test epi-drugs in CR-PCa and progressive patients either as monotherapy or in combination with other drugs, including Dtx [7, 8]. These studies show that epigenetic drugs have the potential to overcome chemotherapy resistance in tumors.

Taxane resistance has been extensively investigated, revealing multiple mechanisms involved, such as upregulated taxane-metabolizing enzymes, prosurvival pathways, altered microtubule regulatory proteins, EMT induction, and dysregulated non-coding RNAs, among other identified contributors [9–12]. Despite the involvement of multiple pathways in the resistance phenotype, the major underlying factor is the drug efflux mediated by the ABCB1 transporter.

In this study, we established two Dtx- and cabazitaxel (Cbz)-resistant CR-PCa cells (Du145 and 22Rv1) and initially characterized the transcriptomic changes in these cells using RNA-seq analysis. Indeed, ABCB1 was one of the top hits, whose expression was greatly elevated. Interestingly, there was no increase in the copy number of ABCB1 gene in 3 out of 4 resistant cell lines, indicating that the transcriptional activity of ABCB1 was altered during the resistance process. Therefore, under the light of new developments in the PCa continuum, we assessed the role of epigenetic modifiers for their efficacy to revert taxane resistance in CR-PCa and conducted an epi-drug screen to uncover the resensitizing factors. We were able to identify five different groups of modulators (CBP/p300, Menin-MLL, SIRT, PRMT5 and BRPF) that were able to effectively revert resistance, all of which were verified via further analyses. Of these, BRPF inhibitors were effective when combined with taxanes for the resistant, but not for the sensitive parental cells. Silencing BRPF proteins showed a similar phenotype, supporting the importance of BRPFs for resistance. BRPF inhibition reduced ABCB1 activity and gene expression, suggesting the involvement of BRPFs in drug efflux. We observed the occupancy of the ABCB1 promoter by BRPF1 through ChIP-qPCR analysis, providing strong evidence for the direct involvement of BRPF1 in the regulation of the ABCB1 gene. By performing RNA-seq analysis following BRPF inhibition, we identified the modulation of genes associated with the mTORC1 and UPR signaling pathways. Silencing these pathways mimicked BRPF inhibition and reverted resistance, potentially explaining how BRPFs may overcome taxane resistance. Furthermore, the co-targeting of ABCB1 and mTOR pathways enhanced the response to taxanes, providing evidence for the involvement of multiple pathways under the regulation of BRPF1. Lastly, our analysis of BRPF1 expression in pan-cancer and PCa databases demonstrated its significant association with various clinical attributes, including the upregulation observed in taxane-exposed PCa patients, suggesting BRPF1 as a potential biomarker for the progression of PCa.

## Materials and methods

### Generation of taxane-resistant prostate cancer cell models

Du145 (ATCC no. HTB-81) and 22Rv1 (ATCC no. CRL-2505) cells were maintained in RPMI-1640 medium (Gibco, 11875093) supplemented with 10% fetal bovine serum (Biowest, S1810) and 1% penicillin/streptomycin (Biowest, L0022). Cells were grown at 37 °C in a humidified atmosphere with 5% CO_2_ and routinely tested for mycoplasma contamination. Resistant clones were selected by culturing cells with docetaxel (Sigma-Aldrich, 01885) and/or cabazitaxel (Sigma-Aldrich, SML2487) for 72 h. A dose-escalation strategy was implemented, beginning at 1 nM, and doubled to reach 125 nM. After waiting for approximately 1–2 weeks for the remaining survived cells to recover, they underwent a passage before proceeding with the new dose. Cell viability experiments were set up to assess the establishment of resistance at two dose increments. Parental cells were passaged alongside as an age-matched appropriate control.

### CRISPR-Cas9

gRNA sequences were designed using the Benching software (https://www.benchling.com) and are listed in Sup. Table 1. LentiCRISPR v2 (Addgene #52961) plasmid DNA (2 µg) was digested with BsmBI-v2 (NEB, R0739) at 55 °C for 3 h. The digested vector was dephosphorylated (NEB Antarctic Phosphatase, M0289S) for 30 min, purified using the NucleoSpin Gel and PCR Cleanup kit (Macherey-Nagel™, 740609) and then ligated with annealed gRNA oligos. To produce lentivirus, Hek293T cells were co-transfected with 2500 ng of the cloned plasmid, 2250 ng of the packaging psPAX2 (Addgene 12260) plasmid, and 250 ng of the envelope pVSVg (Addgene, 14888) plasmid using FuGENE®6 (Promega, E2691). The following day, the cell culture medium was refreshed and for the next three days, the virus-containing supernatant was collected and subsequently precipitated using PEG (Sigma, P2139). Viruses further precipitated by centrifugation, then diluted with PBS, aliquoted, and stored at −80 °C. Transduction was carried out using Polybrene (8 µg/ml). Cells were selected with puromycin (Sigma P7255, 10 µg/mL) for 4 days, and knockout was confirmed by western blotting.

### shRNA cloning

shRNA sequences were designed using the Broad Institute GPP (https://portals.broadinstitute.org/gpp/public/) and are listed in Sup. Table 1. The pLKO.1 (Addgene #8453) lentiviral vector was digested (2 µg) with AgeI (NEB, R3552) and EcoRI (NEB, R3101). Transfection, lentivirus production, and transduction were performed as described for CRISPR-Cas9.

### Cell proliferation and doubling time analysis

#### Sulforhodamine B viability assay

Du145 (4 × 10^3^) and 22Rv1 (7.5 × 10^4^) cells were seeded on 96-well plates the day prior to drug exposure. Cells were fixed with a final concentration of 10% (w/v) TCA (Sigma, T6399) at 4 °C for 1 h, stained with 0.4% (w/v) SRB (Santa Cruz, sc-253615) for 30 min and subsequently washed with 1% acetic acid. Sulforhodamine B (SRB) dye was extracted using a 10 mM Trizma base (Sigma, T1503). Measurements were carried out at 564 nm using a microplate reader (Synergy H1 Hybrid reader, BioTek). Epigenetics Screening Library (Cayman, 11076) was used to uncover the epigenetic regulators of taxane resistance. Du145-P/R (4 × 10^3^) and 22Rv1-P/R (1 × 10^4^) cells were co-treated with compounds (5 μM) and IC_25_ values of taxanes for 72 h. Cell viability normalization was performed as a percentage with the formula: % Cell Viability = (Treated Cell Absorbance−blank/Untreated Cell Absorbance−blank) × 100.

#### Colony formation assay

Du145 (7.5 × 10^2^) and 22Rv1 (1 × 10^3^) cells were seeded on 12-well plates the day prior to taxane exposure. At the end of the treatment, the medium was replaced by drug-free medium, and the cells were cultured for an additional 10 days. The colonies were fixed with methanol (Merck, 1.06009) at −20 °C for 10 min, stained with 0.5% (w/v) crystal violet (Merck, 1.09218) at rt for 30 min and rinsed with tap water five times. Fluor was added to the wells to create a white background, and the wells were scanned to capture an image. Quantification was performed using ImageJ [13].

#### Calcein retention assay

Du145 (7.5 × 10^3^) and 22Rv1 (10 × 10^3^) cells were seeded on black 96-well plates the day prior to BRPF inhibitor exposure (5 µM, 24 h). Cells were then incubated with 125 nM calcein-AM (Invitrogen™, C1430) for 30 min at 37 °C in the dark. Images were acquired by an inverted fluorescence microscope (Leica DMI8). The BRPF1 inhibitors, namely OF1 (17124), PFI4 (17663), and GSK5959 (18123), were purchased from Cayman.

#### CellTiter-Glo® (CTG) luminescent cell viability assay

Du145 (4 × 10^3^) and 22Rv1 (7.5 × 10^3^) cells were seeded on 96-well plates the day prior to drug exposure. CellTiter-Glo Reagent (Promega, G7570) was added to the wells (1/10) and incubated for 30 min at 37 °C protected from light. Luminescent signal was detected by using a luminometer (Synergy H1 Hybrid reader, BioTek). Cell viability normalization was performed as a percentage with the formula: % Cell Viability = (Treated Cell RLU−blank/Untreated Cell RLU−blank) × 100.

#### Cell cycle analysis

Du145 (3 × 10^4^) and 22Rv1 (6 × 10^4^) cells were seeded on 12-well plates the day prior to treatments. Cells were washed with PBS and fixed for at least 3 h with 70% ethanol (Merck, 100983). Cells were washed with PBS, stained with 200 µL of Cell Cycle Reagent (Luminex Corporation, MCH100106) for 20 min at rt in the dark and analyzed by using the Muse Cell Analyzer with 5000 events.

#### Cell death analysis

Du145-DtxR (2 × 10^5^) cells were seeded on 6-well plates the day prior to drug treatments. Cells were harvested by trypsinization and analyzed for cell death mode using Annexin V & Dead Cell Kit (Luminex Corporation, MCH100105) and Caspase-3/7 Kit (Luminex Corporation, MCH100108). For annexin-v staining, cells were resuspended in 1% FBS containing PBS, and 100 µL of this suspension was mixed with 100 µL of annexin dye (final concentration was 250 cells/μL). The mixture was incubated for 20 min at rt and subsequently analyzed using the Muse Cell Analyzer with 5000 events. For the caspase 3/7 activity assay, 50 μL of cell suspension in 1× Assay Buffer was mixed with 5 μL of the Muse™ caspase-3/7 Reagent working solution (prepared by diluting Muse™ Caspase 3/7 Reagent at a 1:8 ratio in PBS). The mixture was thoroughly mixed, and the loosely capped tubes were incubated for 30 min in a 37 °C incubator with 5% CO_2_. After incubation, 150 μL of Muse™ Caspase 7-AAD working solution was added (prepared by diluting Muse™ Caspase 7-AAD at a 1:75 ratio in 1× Assay Buffer) to each tube, followed by incubation at rt for 5 min, protected from light. Subsequently, the samples were analyzed using the Muse Cell Analyzer with 5000 events.

#### qRt-PCR

Total RNA was extracted with NucleoSpin™ RNA Plus Isolation Kit (Macherey Nagel, 740984.50) and cDNA was synthesized from 1 µg total RNA using the M-MLV Reverse Transcriptase (Thermo Fisher Scientific, 28025013). cDNA (10 ng) was amplified using LightCycler 480 SYBR Green I Master mix (Roche Diagnostics, 04707516001). The reaction mixture (10 μL) contained 0.15 μM specific primers (listed in Sup. Table 1) for target genes and incubated at 95 °C for 5 min, followed by 40 cycles of 95 °C for 10 s, 60 °C for 30 s, and 72 °C for 30 s. β-Actin was used as reference control and qRt-PCR was run on the PikoReal Real-Time PCR System (Thermo Fisher Scientific). The relative fold change in gene expressions were measured with the 2^(−ΔΔCT)^ method.

#### DNA copy numbers by qPCR

To validate the genomic copy number increase of ABCB1, the 7q21.12 region was scanned as stated in [14]. Genomic DNA was extracted from 22Rv1 and Du145 cells using Nucleospin Tissue kit (Macherey Nagel, 740952.50) according to the manufacturer’s protocol. Using genomic DNA as a template (10 ng), the quantification of ABCB1 copy number was performed with LightCycler 480 SYBR Green I Master mix (Roche Diagnostics, 04707516001), using forward and reverse primers (0.15 μM each) covering intron 11 and exon 12 which produce 71 bp of PCR product. The reaction mixture (20 μL) was incubated at 95 °C for 5 min, followed by 40 cycles of 95 °C for 10 s, 55 °C for 30 s, and 72 °C for 30 s. ABCB1 genomic amplification primer sequences are listed in Sup. Table 1.

#### SDS-PAGE and western blotting

Proteins were extracted by RIPA lysis buffer (EcoTech Biotechnology, RIPA-100) containing cOmplete™ protease inhibitor cocktail (Merck, 11697498001), PMSF (Merck, 10837091001) and phosSTOP phosphatase inhibitor (Merck, 4906845001) at 4 °C for 30 min. Protein concentrations were determined using BCA assay (Thermo Fisher Scientific, 23225). The Laemmli sample buffer (Bio-Rad Laboratories, 1610747) and DL-Dithiothreitol (Sigma, D0632) were added to the proteins and boiled at 95 °C for 7 min. Proteins (20–30 µg) were subjected to SDS-PAGE and then transferred to PVDF membranes (Bio-Rad Laboratories, 1620177). The membranes were then blocked with 5% NFDM (Bio-Rad Laboratories, 1706404) at rt for 1 h and blotted with the following primary antibodies at 4 °C overnight: β-Actin (Abcam, ab8224), β-Tubulin (Abcam, ab6046), and MDR1/ABCB1 (Cell Signaling Technology, 13978). The membranes were washed with TBST and incubated with the HRP-conjugated secondary antibodies (Goat pAb to Rabbit and Mouse IgG, Abcam, ab205718, ab205719) for 1 h at rt. Signal was developed using Immobilon Forte Western HRP substrate (Millipore, WBLUF0100) and imaged by LI-COR Odyssey FC Imaging system (LI-COR Biosciences).

#### Cellular Thermal Shift Assay

PCa cells (3.5 × 10^5^) were treated with Dtx (62.5 nM), Cbz (32.5 nM), and BRPF inhibitors (5 µM) for 1 h at 37 °C and 5% CO_2_. Treated and untreated cells were centrifuged, and the pellet was resuspended with PBS containing cOmplete™ protease inhibitor cocktail (Merck, 11697498001) and 1 mM PMSF (Merck, 10837091001). The cell suspension was subsequently divided equally into 0.2 ml tubes, with 100 µL in each, and heated for 3 min at the indicated temperatures (44 °C, 46 °C, 48 °C, 50 °C, 52 °C) using the T100™ Thermal Cycler from Bio-Rad Laboratories. Cells were snap-frozen and thawed twice and centrifuged at 17.000 g for 15 min at 4 °C. The protein-containing supernatant was collected and subjected to SDS-PAGE and western blotting.

#### Histone extraction

Du145 (1 × 10^6^) cells were treated with BRPF inhibitors (5 µM, 1–24 h). Treated and untreated cells were lysed, and histones were extracted, as previously described [15]. The antibodies used were as follows: Acetyl-Histone H3 (Lys9) (Cell Signaling Technologies, 9649); Acetyl-Histone H3 (Lys18) (Cell Signaling Technologies, 13998); Acetyl-Histone H3 (Lys27) (Cell Signaling Technologies, 4353); Histone H3 (Abcam, ab18521) and the HRP-conjugated secondary antibody (Goat pAb to Rabbit, Abcam, ab205718).

#### RNA-sequencing and analysis

Analysis was performed to identify differentially expressed genes; (i) between Du145-DtxR and parental cells, (ii) Du145-CbzR and parental cells, (iii) siBRPF1 and siControl. The comparisons were made with at least 2 biological replicates per treated cell line. Each paired-end sample FASTQ file was assessed for adapter contamination using FastQC. None of the samples required adapter trimming. The sequencing data was aligned using STAR (transcriptome mapping) [16], to the GENCODE GRCH38 [17] Human reference transcriptome. Salmon [18] was used to quantify the STAR transcriptome BAM files based on the transcripts per million method. All samples achieved a mapping rate of greater than 85%, the data was assessed and summarised using MultiQC. In order to aggregate the transcript-level abundance to the gene-level the R package tximport [19] was used. The package DESeq2 [20] was used to analyze the gene-level count data, identifying differentially expressed genes for each of the three contrasts. Significant differentially expressed genes (DEGs) were defined as genes with a log-fold change > 1 (upregulated) or log-fold change < −1 (downregulated) and a false-discovery rate (FDR) adjusted *P*-value < 0.05. The significant results from the gene expression analysis were annotated using the Biomart database [21], to provide descriptions of gene function. Volcano, MA (base-2 log fold-change versus normalized mean counts), and log-fold change comparison plots generated using ggplot2 were used to visualize the gene expression analysis results.

#### ChIP-qPCR

Du145-DtxR cells were crosslinked with %1 formaldehyde (Sigma Aldrich, 818708) at rt for 10 min. Cross-linking was terminated by the addition of glycine (Sigma Aldrich, G7126) (125 mM, 5 min) and cell suspension was centrifuged at 1000 g for 5 min at 4 °C. Pellet was washed with cold PBS twice and resuspended in ChIP Lysis Buffer (50 mM HEPES; 1 mM EDTA; 140 mM NaCl; 1% Triton X-100; 0.1% Na-deoxycholate; 1% SDS; 1 mM PMSF; Protease Inhibitor Cocktail) and incubated on ice for 10 min. The released chromatin was sonicated with Bioruptor Plus sonicator (Diagenode) and was centrifuged at 10.000 g for 10 min at 4 °C. The supernatant containing the sheared chromatin (fragment sizes of 100–500 bp) was collected. The chromatin preparation was incubated with prewashed Dynabeads® (Thermo Fisher protein A magnetic beads, 10001D) at 4 °C for 30 min to avoid non-specific binding (preclearing). BRPF1 antibody (Abcam, ab259840), Anti-HA antibody (Biolegend, 901502) and a non-specific IgG antibody (Sigma Aldrich, PP64B) for negative control were incubated with magnetic beads in PBST for 1 h at rt. The magnetic bead-antibody complex and pre-cleared chromatin preparation was incubated overnight. The magnetic beads were washed with ChIP lysis buffer, low-salt buffer (0.1% SDS, 1% Triton-X 100, 2 mM EDTA, 20 mM Tris-HCl, 140 mM NaCl, pH 8.1), high salt buffer (0.1% SDS, 1% Triton-X 100, 2 mM EDTA, 20 mM Tris-HCl, 500 mM NaCl, pH 8.1), LiCl-containing buffer (0.25 M LiCl, 1% IGEPAL-CA 630, 1% deoxycholic acid, 1 mM EDTA, 10 mM Tris, pH 8.1), Tris-EDTA solution twice for 5 min, respectively. ChIP’ed DNA was eluted using an elution buffer containing 1% SDS (Bio-Rad, 1610418) and 0.1 M NaHCO_3_ (Merck, S6014) and reverse cross linked by incubating at 37 °C with RNase A (0.3 mg/ml) (Thermo Fisher Scientific, 12091039) and NaCl (Merck, S9888) (5 M) for 30 min, followed by addition of proteinase K (0.3 mg/ml) (Thermo Fisher Scientific, EO0492) at 65 °C for 1 h. DNA was purified by using the ChIP DNA Clean & Concentrator kit (Zymo Research, D5205). Primers were designed by using UCSC Genome (https://genome.ucsc.edu/) and Ensembl Genome Browser (https://www.ensembl.org/index.html) and primer sequences are listed in Sup. Table 1. For the quantitative and simultaneous analysis of immunoprecipitated DNA, qPCR was run on the LightCycler 480 (Roche). ChIP-qPCR results were calculated by % input method. To exogenously pull down BRPF1, BRPF1 was cloned with an HA tag. BRPF1 cDNA sequence was amplified from the GFP-BRPF1 plasmid (Addgene: 65382) and ligated into the lentiviral expression vector pLEX-305-C-dTAG (Addgene: 91798).

#### Analysis of clinical data

Pan-cancer analysis of whole genomes [22], The Cancer Genome Atlas Prostate Adenocarcinoma (TCGA-PRAD) [23] and Firehose Legacy, Fred Hutchinson CRC [24], Metastatic Prostate Adenocarcinoma (SU2C/PCF Dream Team, [25, 26]), and Metastatic Prostate Adenocarcinoma (MCTP) [27] datasets were accessed via cBioPortal [28, 29]. Statistical analysis using the unpaired t-test was conducted with Prism 8 (GraphPad Software, Inc.).

### Statistical analysis

All data were analyzed in Prism 8 (GraphPad Software, Inc.) and statistical tests were applied as described in the figure legends. Combination index (CI) values were calculated using CalcuSyn software (Biosoft) based on the method described by Chou and Talalay to assess the synergism [30].

## Results

### Establishment and characterization of Dtx and Cbz resistant PCa cells

Dtx and Cbz resistant cell lines (DtxR and CbzR, respectively) were generated from CR-PCa cell lines, Du145 and 22Rv1. The parental cells were allowed to grow for 24 h before being treated (72 h) with dose escalation (Sup. Figure 1A). Cell growth assays were performed to assess the acquired resistance, revealing a significant number of viable cells in the resistant compartments following taxane exposure (Sup. Figure 1B, C). The IC_50_ values of resistant cells were significantly higher than those of parental cells, exhibiting ~40–560 fold increase for DtxR and ~14–170 fold for CbzR (Table 1). We showed that these viability differences observed in cells were indeed associated with cell death, as evident by the significant increases in annexin-v and caspase 3/7 positive cells in parental cells (Sup. Fig. 1D). Even at higher doses, resistant cells did not display these apoptosis markers, thus reflecting the non-responder state in accordance with the viability assays. Next, we assessed the target engagement (TE) for tubulin, the primary target of taxanes, using Cellular Thermal Shift Assay (CETSA), which measures TE in intact cells by heating them and determining if taxanes stabilize the tubulin against thermal denaturation. As shown in Sup. Fig. 1E, a higher level of target engagement was observed in parental cells, indicating their ability to retain the drug compared to resistant cells. These findings suggest a potential inadequacy of taxane uptake in resistant cells, leading to a consequent lack of target engagement. In line with our findings, a study involving both sensitive and resistant cells, CETSA TE measurements correlated with taxane sensitivity and efficiently revealed the presence of acquired drug resistance [31].

**Table 1:** IC_50_ values and relative resistance of Dtx/Cbz resistant Du145 and 22Rv1 cells compared to parental cells.

Cell line	IC_50_ to Dtx (nM)	Relative resistance
Du145-P	0.45	1
Du145-DtxR	>250	>555.56
22Rv1-P	3.05	1
22Rv1-DtxR	>125	>40.98

Cell line	IC_50_ to Cbz (nM)	Relative resistance
Du145-P	1.48	1
Du145-CbzR	>250	>168.92
22Rv1-P	5.20	1
22Rv1-CbzR	72.98	14.03

Cells were incubated with increasing concentrations of Dtx/Cbz for 72 h prior to the CTG assay.

Interestingly, while the cells were cross-resistant against other chemotherapeutics such as paclitaxel and doxorubicin (Sup. Fig. 2A), they became more susceptible to platinum group drugs (Sup. Fig. 2B), suggesting that a common mechanism acted to detoxify drugs that are substrates of drug efflux pumps, at the expense of becoming more vulnerable towards other drugs. All these data have brought us to a point where we can elucidate the mechanism underlying taxane resistance in our well-characterized PCa cell models.

### Transcriptome profiles of taxane-sensitive and -resistant PCa cells

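Du145 is a prostate cancer cell line without androgen receptor signaling, and Du145-P denotes its parental cells. The paper derived Du145-DtxR and Du145-CbzR from it by exposures of 72 h to docetaxel or cabazitaxel, at doses that rose from 1 nM to 125 nM. RNA was sequenced from 2 libraries of each of the 3 lines, which the paper calls biological replicates. How the replicates were cultured is not stated in the paper's text, and each resistant line is a single derived line, so the p-values measure the spread between these libraries and not between independently selected lines. The authors aligned the paired-end reads with STAR to the GENCODE GRCh38 transcriptome, quantified them with Salmon and summed them per gene with tximport. The deposited table carries TPM in its name, but its columns hold estimated counts with totals of 30503493 and 30189070 in Du145-P, 27512386 and 27807729 in Du145-DtxR, and 30165639 and 30593578 in Du145-CbzR. These values were rounded to whole numbers, and genes with too few counts for a test were removed with filterByExpr, which left 18218 genes. All 6 libraries were scaled by TMM and fitted together in edgeR, and groups were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. Levels are given in CPM after this scaling. Standard errors are the log2 fold change divided by the square root of the test's F statistic. They are too small where a group has few counts. DEGs were called at the paper's thresholds, an adjusted p under 0.05 with a log2 fold change above 1 or below -1. When 100 genes were changed 4-fold in simulated libraries of this size, 87 were recovered, against 70 at 2-fold, and 18 of the unchanged genes were called. These counts used an adjusted p under 0.05 with no limit on the fold change, so they are not rates for DEGs. Where both libraries of a line had 0 counts, the fold is given as a lower bound against a floor of 3 counts over the line, which covers counting error only.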

We conducted a whole transcriptome analysis between taxane-sensitive and -resistant Du145 cells to unravel potential molecular mechanisms of resistance. 

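In Du145-DtxR, CP (ENSG00000047457, chromosome 3 of GRCh38 from 149162410 to 149221829), which encodes the ferroxidase ceruloplasmin of copper transport, was 187 ± 6.05 CPM (SD, n = 2) against 0.148 ± 0.0254 CPM (SD, n = 2) in Du145-P, a log2 fold change of 10.26 (standard error 0.12, adjusted p = 1.57e-13). The Du145-P libraries had 4 and 5 counts of CP, too few for this standard error to cover the counting error. KRTAP2-3, a keratin-associated protein, rose by 8.42 on the log2 scale (standard error 0.14, adjusted p = 2.50e-12), and GJA1, the gap junction protein connexin 43, by 5.93 (standard error 0.14, adjusted p = 2.44e-11). BCHE (ENSG00000114200, chromosome 3 from 165772904 to 165837462), which encodes butyrylcholinesterase, was 101 ± 9.25 CPM (SD, n = 2) in Du145-P and had 0 counts in both resistant lines, at least 1832-fold lower in Du145-DtxR (adjusted p = 8.40e-11) and at least 2079-fold lower in Du145-CbzR (adjusted p = 1.67e-10). SH3BGRL, a small thioredoxin-fold protein, was at least 953-fold lower in Du145-DtxR, and the death-associated protein kinase DAPK1 at least 484-fold lower. The sphingosine-1-phosphate receptor S1PR3 and the collagen gene COL5A1 were at least 255-fold and at least 176-fold lower. In Du145-CbzR, MMP1, the interstitial collagenase, was 39.5 ± 1.61 CPM (SD, n = 2) against 0.671 ± 0.199 CPM (SD, n = 2) in Du145-P, a log2 fold change of 5.87 (standard error 0.14, adjusted p = 5.10e-11). The receptor ligand NRG1 rose by 4.67 on the log2 scale (standard error 0.25, adjusted p = 3.45e-08). ZNF518B, a zinc finger gene, and TINAGL1, a matrix glycoprotein, had 0 counts in Du145-CbzR, at least 439-fold and at least 409.8-fold lower. SLFN11, which sensitizes cells to DNA-damaging drugs, had 1 count over both Du145-CbzR libraries against 40.4 ± 1.34 CPM (SD, n = 2) in Du145-P, a log2 ratio of -11.28 with a 95% counting interval from -16.58 to -8.80. TXNIP, an inhibitor of thioredoxin, also had 1 count over both libraries, a log2 ratio of -9.84 (95% counting interval from -15.14 to -7.36). In all, 1206 genes were higher and 2507 lower in Du145-DtxR than in Du145-P, and 682 were higher and 1435 lower in Du145-CbzR. With no limit on the fold change the numbers were close to even, 5660 higher and 5827 lower in Du145-DtxR and 4454 and 4790 in Du145-CbzR. With only genes of at least 1 CPM on average, the number higher in Du145-CbzR was 406.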

Among the differentially expressed genes (DEGs), the top 10 upregulated and downregulated genes in Du145-DtxR and Du145-CbzR cells are listed in Sup. Tables 2 and 3, respectively. The transcriptomic profile was further analyzed using gene set enrichment analysis (GSEA). The ranked gene sets were tested on the hallmark gene sets, which represent well-defined biologic states and processes (MSigDB, Broad Institute). 

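Genes of ER protein folding were higher in Du145-DtxR than in Du145-P. Of 22 ER chaperones and genes of ER-associated degradation (targets of ATF6 and XBP1), 22 were higher at an adjusted p under 0.05, with the same number when adjusted over the list alone, and 0 were lower by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. Camera gave ER chaperones adjusted p = 1.28e-11, and adjusted p = 0.253 with an estimated correlation. HSPA5, the main ER chaperone BiP, was 5273 ± 164 CPM (SD, n = 2) in Du145-DtxR and 734 ± 21.7 CPM (SD, n = 2) in Du145-P, a log2 fold change of 2.84 (standard error 0.05, adjusted p = 3.94e-12). HERPUD1, a component of ER-associated degradation, rose from 42.5 ± 1.22 CPM (SD, n = 2) to 288 ± 11.5 CPM (SD, n = 2). Most genes of the amino acid response driven by ATF4 were higher too. Of 30 measured, 27 were higher and 1, CEBPB, was lower (27 higher and 1 lower when adjusted over the list alone), with the stress transcription factor DDIT3 rising by 2.89 on the log2 scale (standard error 0.09, adjusted p = 1.63e-10) and the secreted glycoprotein STC2 by 2.40 (standard error 0.05, adjusted p = 8.59e-12). The list's call was lost when the correlation between its genes was estimated. Camera gave the ATF4 response adjusted p = 1.30e-08, and adjusted p = 0.384 with an estimated correlation. Among 26 genes of ribosome biogenesis and MYC targets, 25 were higher and 1, FBL, was lower (25 higher and 1 lower when adjusted over the list alone). Camera gave ribosome biogenesis adjusted p = 4.42e-08, and adjusted p = 0.273 with an estimated correlation. ODC1, which starts polyamine synthesis, rose by 1.90 (standard error 0.06, adjusted p = 1.73e-10), and DKC1, the pseudouridine synthase dyskerin, by 1.10 (standard error 0.05, adjusted p = 8.96e-09). Of 18 NF-kB targets, 17 were higher and 1, TNFAIP2, was lower (17 higher and 1 lower when adjusted over the list alone). Camera gave NF-kB targets adjusted p = 1.35e-05, and adjusted p = 0.253 with an estimated correlation. The adhesion molecule ICAM1 rose from 41.9 ± 3.53 CPM (SD, n = 2) to 404 ± 14.0 CPM (SD, n = 2), and the chemokine CXCL8 from 9.69 ± 0.620 CPM (SD, n = 2) to 100.4 ± 13.6 CPM (SD, n = 2). The E2F targets of DNA replication divided, with 10 of 24 higher, 2 lower (MCM2 and CCNE1) and 12 not passing the test (10 higher and 2 lower when adjusted over the list alone), and the list was not called. Camera gave the E2F list adjusted p = 0.175, and adjusted p = 0.861 with an estimated correlation. Within it, the replication licensing factor CDC6 rose by 0.80 (standard error 0.06, adjusted p = 3.54e-07) and the helicase subunit MCM2 fell by 0.39 (standard error 0.05, adjusted p = 2.55e-05). Of 24 mitotic genes, 18 were higher, cyclin A2 (CCNA2) rising by 0.74 among them (standard error 0.05, adjusted p = 1.31e-07), and 3 were lower (ESPL1, NUSAP1 and TOP2A, with 18 higher and 3 lower when adjusted over the list alone). Camera gave mitotic genes adjusted p = 0.0107, and adjusted p = 0.861 with an estimated correlation. Interferon response genes went the other way: 12 of 19 were lower and 2, RIGI among them, were higher (2 higher and 12 lower when adjusted over the list alone). Camera gave interferon genes adjusted p = 0.00966, and adjusted p = 0.431 with an estimated correlation. MX1, an antiviral GTPase, was 0.0738 ± 0.0524 CPM (SD, n = 2) in Du145-DtxR and 4.02 ± 0.241 CPM (SD, n = 2) in Du145-P. The lists were fixed in advance, and camera's p-values, at a preset correlation of 0.01, were adjusted over the lists of each comparison. Several lists share members with Sup. Table 4, which was chosen on these libraries (HSPA5, HERPUD1, DDIT3, ODC1 and ICAM1 among them), and are not independent of it. With an estimated correlation camera also tests on the few residual degrees of freedom of the fit, so a lost call does not by itself show correlated genes. Transcripts of the mitochondrial genome made up 8.91% and 9.48% of the counts in the Du145-DtxR libraries and 14.3% and 15.3% in those of Du145-P.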

The relative normalized enrichment scores (NES) demonstrated that MYC signaling, unfolded protein response (UPR), E2F and NF-κB signaling were the most significantly enriched gene sets in Du145-DtxR cells (Fig. 1A). The genes demonstrating core enrichment within these gene sets are listed in Sup. Table 4.

**Fig. 1:**
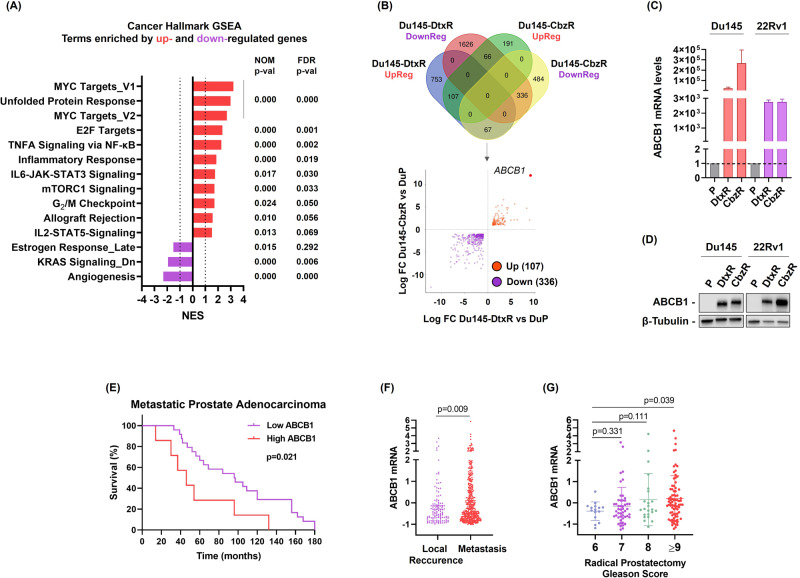
Upregulation of ABCB1 in taxane-resistant cells and its clinical relevance in advanced PCa. **A** Gene set enrichment (GSEA) analysis using hallmark gene sets from the MSigDB revealed the upregulation of genes involved in MYC signaling, unfolded protein response (UPR), NF-κB and E2F signaling (FDR < 0.05, and Log_2_FC ≥ 0.5 or ≤ −0.5). GSEA was performed using the h.all.v2023.1.Hs.symbols.gmt dataset in the MsigDB database. **B** DEGs (FDR < 0.05, and Log_2_FC ≥ 1 or ≤−1) from resistant cells were further distributed based on their expression changes in the same direction (up or down). The red and purple scatters indicate up- and downregulated DEGs, respectively, in resistant Du145 cells. **C** Expression levels of ABCB1 mRNA were determined by qRt-PCR. Data is the mean ± SEM. **D** ABCB1 protein expression levels in parental and taxane resistant PCa cells were determined by western blotting. **E** Comparison of patient survival based on ABCB1 expression levels using a Kaplan-Meier plot (Metastatic Prostate Adenocarcinoma, MCTP). **F** ABCB1 mRNA levels in clinical specimens (TCGA-PRAD) were investigated by using cBioPortal and its relationship with the occurrence of local recurrence and metastasis (Pan-cancer Analysis of Advanced and Metastatic Tumors, BCGSC); (**G**) and gleason score (Metastatic Prostate Adenocarcinoma, SU2C/PCF Dream Team) were shown as scatter plots. Uncropped western blot images corresponding to Fig. 1D were shown in Supplemental Material.

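Most of the tested genes of mitosis and of ribosome biogenesis were higher in Du145-CbzR than in Du145-P. Of 24 mitotic genes, 19 were higher and 2, BUB1B and TOP2A, were lower (19 higher and 2 lower when adjusted over the list alone). By camera, mitotic genes had adjusted p = 4.77e-05, and adjusted p = 0.649 with an estimated correlation. Cyclin B1 (CCNB1), which drives entry into mitosis, was 159 ± 3.97 CPM (SD, n = 2) in Du145-CbzR and 79.5 ± 3.33 CPM (SD, n = 2) in Du145-P, a log2 fold change of 1.00 (standard error 0.05, adjusted p = 2.62e-08). Of 26 genes of ribosome biogenesis and MYC targets, 17 were higher and 2 lower (18 higher and 2 lower when adjusted over the list alone). By camera, ribosome biogenesis had adjusted p = 0.00276, and adjusted p = 0.649 with an estimated correlation. The nucleolar protein NPM1 rose by 0.76 on the log2 scale (standard error 0.06, adjusted p = 6.64e-07), while GNL3, a nucleolar GTPase, fell by 0.41 (standard error 0.06, adjusted p = 8.02e-05). The replication genes under E2F were again divided: 12 of 24 were higher, 5 lower and 7 did not pass (13 higher and 5 lower when adjusted over the list alone), without a call for the list. By camera, the E2F list had adjusted p = 0.150, and adjusted p = 0.722 with an estimated correlation. Thymidine kinase (TK1) was 107 ± 4.72 CPM (SD, n = 2) against 60.5 ± 1.56 CPM (SD, n = 2) in Du145-P, and the helicase subunit MCM7 fell by 0.58 (standard error 0.05, adjusted p = 2.16e-06). MCM7 lies on 7q beyond ABCB1, where most genes were lower in Du145-CbzR. In contrast to the ER chaperones of Du145-DtxR, 10 of 22 were higher in Du145-CbzR and 4 lower (11 higher and 4 lower when adjusted over the list alone). By camera, ER chaperones had adjusted p = 0.159, and adjusted p = 0.649 with an estimated correlation. HSP90B1 rose by 0.97 (standard error 0.05, adjusted p = 4.14e-08). For the ATF4 amino acid response, 10 of 30 were higher and 10 lower (10 higher and 11 lower when adjusted over the list alone). By camera, the ATF4 response had adjusted p = 0.650, and adjusted p = 0.880 with an estimated correlation. NF-kB targets were higher in 4 of 18 cases and lower in 8 (4 higher and 8 lower when adjusted over the list alone). By camera, NF-kB targets had adjusted p = 0.444, and adjusted p = 0.649 with an estimated correlation. The larger TNFA signaling set of Sup. Table 4, chosen on these libraries, had 21 of 38 genes higher in Du145-CbzR and 10 lower. Interferon response genes were lower in this line too, 14 of 19, with 1, IRF9, higher (1 higher and 14 lower when adjusted over the list alone). By camera, interferon genes had adjusted p = 9.19e-04, and adjusted p = 0.649 with an estimated correlation. The transcription factor IRF7 fell by 3.15 (standard error 0.20, adjusted p = 1.53e-07) and the synthetase-like gene OASL by 2.23 (standard error 0.14, adjusted p = 1.53e-07). Of 22 genes of cholesterol synthesis, 15 were higher and 4 lower (16 higher and 5 lower when adjusted over the list alone). By camera, cholesterol synthesis had adjusted p = 0.00989, and adjusted p = 0.649 with an estimated correlation. Squalene synthase (FDFT1) rose by 0.69 (standard error 0.05, adjusted p = 2.38e-07), and CYP51A1 and INSIG1, which like MCM7 lie on 7q beyond ABCB1, fell by 0.84 and 0.96. The share of counts from the mitochondrial genome was 12.1% and 12.7% in Du145-CbzR.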

The enrichments of “MYC Targets_V1” and “E2F Targets” were also observed in Du145-CbzR cells, similar to Dtx-resistant cells. This suggests a potential involvement of MYC and E2F signaling pathways in mediating resistance mechanisms across different taxanes (Sup. Fig. 3). However, there is also some degree of variation in the underlying mechanisms within each cell. Therefore, we utilized a Venn diagram to identify the common gene pool specific to taxane resistance in both cells, categorizing the DEGs based on their expression changes (up or down) (Fig. 1B). 

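Set directly against each other, the resistant lines differed in the genes of ER folding and of the amino acid response, most of which were lower in Du145-CbzR. All 22 of 22 ER chaperones and degradation genes were lower in Du145-CbzR than in Du145-DtxR (22 when adjusted over the list alone), and 0 were higher by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. ER chaperones had adjusted p = 1.05e-10 by camera, and adjusted p = 0.283 with an estimated correlation. HSPA5 was 823 ± 7.28 CPM (SD, n = 2) in Du145-CbzR, a log2 fold change of -2.68 between the lines (standard error 0.05, adjusted p = 4.21e-12). Of 30 ATF4 targets, 27 were lower in Du145-CbzR (27 when adjusted over the list alone), and 0 were higher by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. The ATF4 response had adjusted p = 1.84e-09 by camera, and adjusted p = 0.343 with an estimated correlation. Asparagine synthetase (ASNS) had a log2 fold change of -2.11 (standard error 0.06, adjusted p = 5.28e-11), and its gene is on 7q beyond ABCB1. Ribosome biogenesis genes were lower in 22 of 26 cases and higher in 1 (1 higher and 23 lower when adjusted over the list alone). Ribosome biogenesis had adjusted p = 1.04e-05 by camera, and adjusted p = 0.343 with an estimated correlation. ODC1 had a log2 fold change of -1.59. NF-kB targets were lower in 15 of 18, and 1, TNFAIP2, was higher (1 higher and 15 lower when adjusted over the list alone). NF-kB targets had adjusted p = 3.99e-05 by camera, and adjusted p = 0.283 with an estimated correlation. ICAM1 differed by -5.21 (standard error 0.08, adjusted p = 6.41e-13) and CXCL8 by -4.20 (standard error 0.11, adjusted p = 3.47e-11). The 2 cell cycle lists fixed in advance were not called between the lines: 12 of 24 mitotic genes were higher in Du145-CbzR and 4 lower (13 higher and 4 lower when adjusted over the list alone). Mitotic genes had adjusted p = 0.342 by camera, and adjusted p = 0.887 with an estimated correlation. Of the E2F targets, 7 of 24 were higher and 8 lower (7 higher and 8 lower when adjusted over the list alone). The E2F list had adjusted p = 0.977 by camera, and adjusted p = 0.981 with an estimated correlation. The E2F and G2M genes of Sup. Table 4, chosen on these libraries as genes of sets enriched in Du145-DtxR, were lower in Du145-CbzR in 43 of 53 and 37 of 44 cases (camera, adjusted p = 5.70e-08 and 9.84e-08, and adjusted p = 0.2195 and 0.140 with an estimated correlation). Their choice as genes raised in the same Du145-DtxR libraries favours this direction, so these values are not independent evidence of it. Single genes separated the lines widely. SH3BGRL was at least 1573-fold and COL5A1 at least 701-fold higher in Du145-CbzR. In total 2219 genes were higher and 1587 lower in Du145-CbzR than in Du145-DtxR at the DEG thresholds.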

Our analysis revealed that 107 genes were commonly upregulated and 336 were downregulated in taxane resistant cells. 

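Higher in both resistant lines were the YAP targets ANKRD1 and CCN2, a nuclear ankyrin-repeat protein and a matricellular growth factor. ANKRD1 was 1011 ± 15.1 CPM (SD, n = 2) in Du145-DtxR and 549.6 ± 6.55 CPM (SD, n = 2) in Du145-CbzR against 98.9 ± 8.80 CPM (SD, n = 2) in Du145-P, and CCN2 rose by 1.57 and 1.39 on the log2 scale (adjusted p = 1.94e-10 and 1.07e-09). CDH1, which encodes the epithelial adhesion protein E-cadherin, was lower in both, at 1.40 ± 0.360 CPM (SD, n = 2) and 0.715 ± 0.0455 CPM (SD, n = 2) against 36.9 ± 2.90 CPM (SD, n = 2). Other genes moved in opposite directions: the matrix protein TNC rose by 3.02 in Du145-DtxR and fell by 1.79 in Du145-CbzR (adjusted p = 8.59e-12 and 1.38e-08), and the keratin KRT19 rose by 2.42 and fell by 2.38 (adjusted p = 1.86e-11 and 4.78e-10). COL5A1, at 0 counts in Du145-DtxR, was 38.7 ± 1.70 CPM (SD, n = 2) in Du145-CbzR and 9.71 ± 0.819 CPM (SD, n = 2) in Du145-P. At the DEG thresholds 198 genes were higher in both lines, 4.39 times the 45.1 expected if the calls were independent among the genes tested (Fisher's exact test, two-sided, p = 2.07e-76), and 624 were lower in both, against 197 expected (ratio 3.16, exact p = 3.44e-186). Opposite calls were also more frequent than this expectation, with 117 genes higher in Du145-DtxR and lower in Du145-CbzR against 95.0 expected (ratio 1.23, exact p = 0.0173). Those lower in Du145-DtxR and higher in Du145-CbzR numbered 121 against 93.9 (ratio 1.29, exact p = 0.00315). Of the 1435 genes lower in Du145-CbzR, 215 lie on 7q beyond ABCB1. Both comparisons use the same 2 Du145-P libraries, too few to give each comparison 2 of its own, so part of the excess may come from the shared control. In 50 simulations of unchanged groups set against these libraries the 2 comparisons had 0 calls in common by edgeR, a value for chance without any effect that says nothing of the shared control among the genes called here. Genes are not independent replicates. With a minimum of 1 CPM on average the shared counts were 126 higher and 390 lower. The excess of opposite calls was not significant for the former kind when only the lines compared were fitted (Fisher's exact p = 0.0697) nor for the latter without Du145-P replicate 1 (Fisher's exact p = 0.0687) or replicate 2 (exact p = 0.143).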

Notably, ABCB1 emerged as the gene with the highest transcriptional change in both resistant cells (Fig. 1B).

### ABCB1 overexpression in taxane-resistant PCa cells

The top transcriptional change took place for the ABCB1 gene, with a 10.3 and 12.9-fold (log_2_ scale) upregulation in Du145-DtxR and Du145-CbzR, respectively, compared to parental cells. 

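ABCB1 (ENSG00000085563), which encodes the drug efflux pump P-glycoprotein, lies on the minus strand of chromosome 7 of GRCh38 from 87503017 to 87713323. It was near the detection limit in Du145-P, with 7 and 14 estimated counts in the 2 libraries, against 12366 and 12292 in Du145-DtxR and 86512 and 83775 in Du145-CbzR. Its level was 454 ± 0.268 CPM (SD, n = 2) in Du145-DtxR, 2766 ± 61.3 CPM (SD, n = 2) in Du145-CbzR and 0.346 ± 0.168 CPM (SD, n = 2) in Du145-P. This is a log2 fold change of 10.35 (standard error 0.11, adjusted p = 1.38e-13) in Du145-DtxR and of 12.95 (standard error 0.11, adjusted p = 7.25e-15) in Du145-CbzR, and Du145-CbzR exceeded Du145-DtxR by 2.61 (standard error 0.05, adjusted p = 7.42e-12). The ABC transporters that export drugs, a list that includes ABCB1 and ABCB4, moved in both directions. Of 9 measured members, 3 were higher and 3 lower in Du145-DtxR (3 higher and 3 lower when adjusted over the list alone). Camera gave the ABC transporters adjusted p = 0.827, and adjusted p = 0.861 with an estimated correlation. In Du145-CbzR 4 were higher and 3 lower (4 higher and 3 lower when adjusted over the list alone). By camera, the ABC transporters had adjusted p = 0.360, and adjusted p = 0.649 with an estimated correlation. ABCC2, which exports conjugated drugs, fell by 2.55 on the log2 scale in Du145-DtxR (standard error 0.08, adjusted p = 3.42e-10) and rose by 1.03 in Du145-CbzR (standard error 0.07, adjusted p = 1.84e-07), and its relative ABCC3 fell by 1.33 in Du145-DtxR (standard error 0.05, adjusted p = 1.30e-09). Because the Du145-P level rests on few counts, the log2 fold change of Du145-DtxR was 9.92 without Du145-P replicate 1 and 10.94 without Du145-P replicate 2. This range is wider than the standard error of 0.11, which is too small for a group with so few counts. From the size of this increase in both lines, the paper singles out ABCB1 as the leading transcriptional change of resistance and went on to measure its transcript and protein in the resistant cells (Fig. 1C, D).

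**Figure D1:**
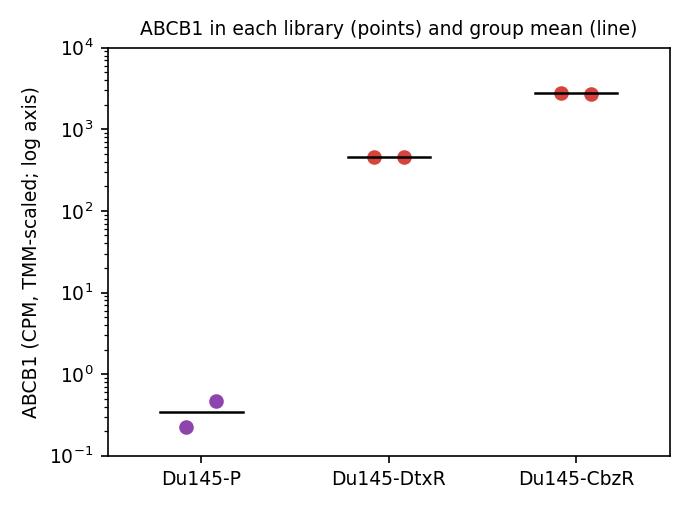
Level of ABCB1 in each library of Du145-P (purple) and of the resistant lines Du145-DtxR and Du145-CbzR (red), in CPM on a log axis. Points are libraries and lines are group means. The 2 Du145-P libraries sit below 1 CPM, with a mean of 0.346, and the means of the resistant lines are 454 and 2766 CPM.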

After validating the transcript expression of ABCB1 (Fig. 1C), we confirmed the corresponding protein upregulation in all taxane-resistant cells (Fig. 1D). The patient data analysis highlighted the clinical significance of ABCB1 expression, with ABCB1-high patients showing unfavorable outcomes in terms of overall survival (Fig. 1E). Furthermore, the analysis of advanced and metastatic tumors revealed a significant relationship between higher ABCB1 mRNA levels and an increased incidence of metastasis compared to patients with local recurrence (Fig. 1F). In another dataset of patients with metastatic disease, an association was observed between higher Gleason scores and increased ABCB1 mRNA expression (Fig. 1G). Taken together, these findings provide evidence supporting a potential relationship between ABCB1 expression and disease progression.

One of the potential causes for the increased expression of ABCB1 is gene amplification. Therefore, we examined ABCB1 gene copy numbers in all PCa cell lines. ABCB1 amplification was evident only in Du145-CbzR cells (Sup. Figure 4). The reason for such upregulation of ABCB1 could also be via promoter activation, indicating possible epigenetic regulations. The absence of amplification in 3 out of 4 cells has led us to consider the possibility of epigenetic regulation, which also drove us to screen these cells with an epidrug library to reveal their vulnerabilities (Fig. 2).

**Fig. 2:**
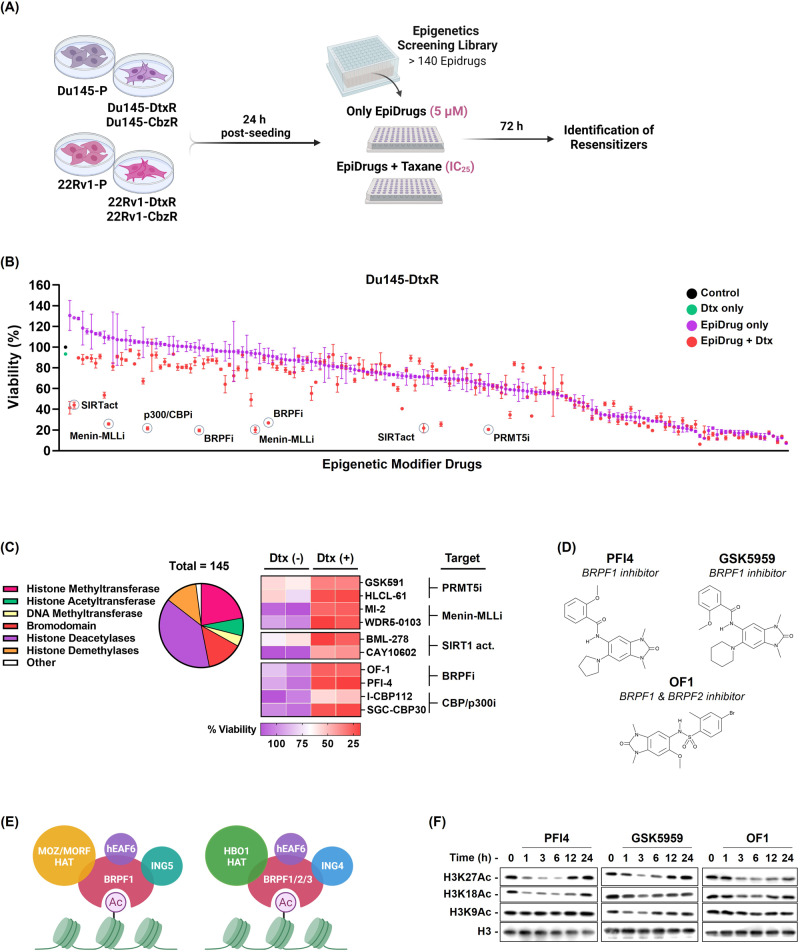
Epigenetic drug screening reveals vulnerabilities for taxane-resistant PCa cells. **A** Schematic view of the epidrug library screening. The figure was generated using BioRender software. **B** Screening of 145 targeted drugs to identify epigenetic modulators capable of overcoming taxane resistance was performed using the SRB assay and the result obtained in Du145-DtxR cells is shown representatively. Purple dots show the cell viabilities upon the standalone use of each epidrugs, while the red dots indicate the cell-killing effect of their combination with Dtx. Re-sensitizers ranked in the top 5 groups are highlighted in circles. **C** Pie Chart illustrates the epigenetic proteins targeted by the small molecules (epidrugs) in the library. Epidrugs were screened for resistance reverter activity which resulted in the identification of 5 classes of epigenetic targets (PRMT5, Menin-MLL, SIRT1, BRPF, and CBP/p300) that induced the most pronounced resensitization when applied to resistant cells. **D** Molecular structure of BRPF inhibitors. **E** Cartoon representation of the BRPF family and (**F**) demonstration of the efficacy of BRPF inhibition on histone acetylation by western blotting. Uncropped western blot images corresponding to **F** were shown in Supplemental Material.

To assess the importance of ABCB1 expression in taxane resistance, we used siRNA to target ABCB1 in resistant Du145 cells (Sup. Fig. 5A, B). However, we encountered difficulties in achieving effective knockdown of ABCB1 using the same siRNA in resistant 22Rv1 cells. Therefore, we proceeded to knock out ABCB1 expression in these cells (Sup. Fig. 5C, D). The inhibition of ABCB1 expression in all resistant cells resulted in decreased survival at the doses of taxanes that showed minimal cytotoxicity in the previous results, highlighting the significance of ABCB1 expression in mediating taxane resistance (Sup. Fig. 5E–H). Additionally, the cells were treated with epothilone B (Epo B), a tubulin targeting drug which is not an ABCB1 substrate. Resistant cells exhibited similar viability curves to parental cells upon Epo B exposure, providing further evidence that the observed difference between the resistant and parental cells was predominantly dependent on ABCB1 (Sup. Fig. 5I, J).

### Episensitization of taxane-resistant PCa cells

Targeting epigenetic modulators in PCa holds promise with numerous pre-clinical studies supporting its potential. For instance, Asangani et al. demonstrated that the combination of BET inhibitors with AR antagonists can overcome resistance mechanisms in metastatic CR-PCa models [32]. Xu et al. observed that chemotherapy-resistant PCa cells displayed elevated levels of acyl-CoA and acetylated proteins, making them more sensitive to HDAC inhibition (TSA/SAHA) compared to their parental counterparts [33]. Gupta et al. showed that LSD1 inhibition with HCI-2509 enhanced the response of Dtx-resistant PCa cells to the treatment, leading to a reduction in c-MYC levels [34]. Not surprisingly, with all these studies and accumulated knowledge, the FDA has approved eight small molecules targeting DNA methylation, histone methylation, and histone deacetylation for cancer treatment based on their effectiveness in various solid and hematologic malignancies [35]. Leveraging this trend and the established effectiveness of epidrugs, we performed an epigenetic drug library screen to uncover potential targets and vulnerabilities in taxane-resistant PCa cells (Fig. 2A). The epigenetic drug library has 145 compounds including a majority of currently available agonists and antagonists of epigenetic regulatory enzymes. The top 5 classes of epigenetic targets that induced the most pronounced resensitization when applied to resistant cells were identified as CBP/p300, BRPF, Menin-MLL, PRMT5, and SIRT1 (Fig. 2B, C). The efficacy of the epigenetic drugs was further validated using cell viability assays at different concentrations, revealing a restoration in taxane susceptibility with increasing doses of epidrugs (Sup. Fig. 6). However, subsequent investigation showed that expressing SIRT1 did not have a significant impact on resensitization of taxane-resistant cells. (Sup. Fig. 7A, B). Additionally, silencing CBP, a well-known transcriptional coactivator with histone acetyltransferase activity, resulted in a complete loss of colony-forming ability of cells, indicating their essentiality for PCa cell survival (Sup. Fig. 7C). On the other hand, our laboratory has ongoing studies on Menin-MLL and PRMT5, which are being investigated in detail and will be reported separately. Therefore, the findings from our epigenetic drug library screen led us to prioritize BRPF proteins as a potential target for overcoming taxane resistance in PCa. We also identified a knowledge gap regarding the functions of BRPF epiregulators and the efficacy of BRPF inhibitors (Fig. 2D) in cancer drug resistance, which drove us to highlight these proteins as promising and novel targetable epiregulators in this context.

### Targeting BRPF epiregulators in taxane-resistant PCa cells

The BRPF epigenetic reader family (BRPF1, BRPF2, and BRPF3) acts as scaffolds for assembling HAT complexes of MOZ/MORF and HBO1 families with ING5 and Eaf6, carrying these to chromatin via its bromodomain [36] (Fig. 2E). Both BRPF2 and BRPF3, despite their high sequence similarity to BRPF1, have a preference for forming complexes with HBO1 instead of MOZ and MORF, suggesting a distinct functional behavior of BRPF1. Moreover, BRPF1 directs histone acetylation towards H3 instead of H4, indicating its pivotal role in controlling the substrate specificity of HBO1 [37]. In fact, we observed that treatments with BRPF inhibitors altered the global H3K18, H3K27, and, to some extent, H3K9 acetylation levels, providing evidence of the intracellular activities of these compounds (Fig. 2F). BRPF1 is known to be indispensable for embryonic development [38, 39]; however, its involvement in cancer, with the exception of limited studies, remains poorly characterized.

We validated these hits by screening each BRPF inhibitor in a wider dose range and confirmed the resensitizing effect as resistant cells became more responsive to taxanes with increasing doses of these inhibitors (Fig. 3A and Sup. Fig. 8A). Additionally, the observed effect was found to be synergistic, as evident by combination index (CI) values (Fig. 3B). These findings were further supported by colony formation assays, where individual use of either of the drugs had minimal to negligible impact. However, when the two drugs were combined, they effectively eliminated most of the cells (Fig. 3C). Interestingly, parental cells did not show any increased sensitivity to epidrug treatments indicating that BRPF inhibitors have the potential to selectively target resistant cells (Sup. Fig. 8B). To confirm whether the growth inhibition observed in response to the drug combinations was due to cell death, we assessed apoptotic markers. Combining taxanes and epidrugs resulted in increased annexin-v staining and caspase 3/7 activation compared to using either drug alone (Fig. 3D). Furthermore, the G_2_/M arrest of resistant PCa cells by BRPF inhibitors provides further support for the restoration of taxane sensitivity (Fig. 3E and Sup. Fig. 8C). Lastly, increased BRPF1 expression was found to be associated with elevated expression of the cell growth indicator, mKI67, in patients with metastatic PCa, providing evidence for its role in promoting cellular proliferation pathways (Fig. 3F).

**Fig. 3:**
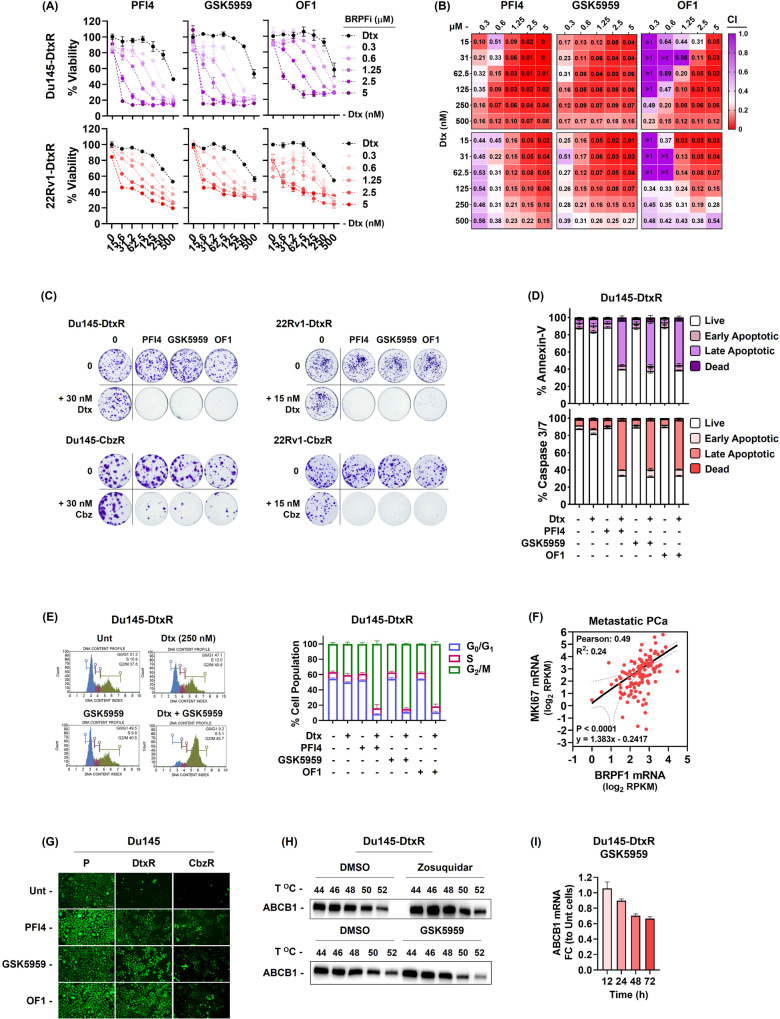
Restoration of taxane susceptibility by BRPF Inhibition. **A** Validation dose-response curves of BRPF inhibitors (PFI4, GSK5959 and OF1) on Dtx-resistant cells. Cells were co-treated with indicated drugs (Dtx; 1–250 nM and BRPF inhibitors; 1.25–5 µM) and the results were obtained by SRB viability assay (72 h). The data is expressed as mean ± SEM. **B** Heat map representation of the Combination Index (CI) values, with red color indicating a synergistic effect. CI was calculated using the CalcuSyn software. **C** Clonogenic images were obtained by treating cells with indicated drugs for 72 h and the colony formation ability was analyzed 10–15 days after drug exposure. **D** Flow cytometry analysis of cell death (48 h) and (**E**) cell cycle distribution (24 h) in resensitized Du145-DtxR cells. **F** The expression of BRPF1 showed a positive correlation with MKi67 expression in metastatic PCa. **G** Calcein retention assay was performed in the absence or presence of BRPF inhibitors (5 µM, 24 h). **H** CETSA for in-cell ABCB1 engagement. Western blots showing thermostable ABCB1 following indicated heat shocks (44 °C, 46 °C, 48 °C, 50 °C and 52 °C) in the presence of Zosuquidar (5 µM) and GSK5959 (5 µM) in Du145-DtxR cells. **I** The expression of ABCB1 was evaluated by qRt-PCR at the indicated time points following treatment with GSK5959 (5 µM). P parental, R resistant. Uncropped western blot images corresponding to **H** were shown in Supplemental Material.

Based on the apparent role of ABCB1 in taxane response (Sup. Figure 5), it is reasonable to speculate that these inhibitors could interfere with its function. To test this, we performed calcein efflux assay with BRPF inhibitors. Despite reduced calcein accumulation in resistant cells due to high ABCB1 expression, green fluorescence significantly increased with all BRPF inhibitors, supporting their potential role in inhibiting ABCB1 function (Fig. 3G, Sup. Figure 8D). It could be assumed that these epidrugs can be effective by binding to ABCB1. To investigate the potential binding of BRPF inhibitors with ABCB1, we performed CETSA against ABCB1. Zosuquidar, a known inhibitor of ABCB1, was used as a positive control and not surprisingly, it showed an ABCB1-binding compared to DMSO (Fig. 3H). On the other hand, BRPF inhibitors did not cause any thermal shift, therefore we concluded as they do not engage with ABCB1 physically (Fig. 3H, Sup. Figure 8E). The restoration of taxane sensitivity in resistant cells might be attributed to downstream mechanisms rather than direct binding to ABCB1. Indeed, a time-dependent decrease in the expression of ABCB1 was observed upon treatment with GSK5959 (Fig. 3I). Additionally, the lack of cytotoxic effects observed in RPE-1 cells upon treatment with BRPF inhibitors provides promising evidence for their potential therapeutic application (Sup. Figure 8F). The differential response to epidrug treatments between sensitive and resistant cells can be attributed to the expression of ABCB1. Indeed, knocking out ABCB1 in the resistant cells abolished the effectiveness of BRPF inhibitors, suggesting that the effect of BRPF inhibitors is dependent on the presence of ABCB1 (Sup. Fig. 9).

In order to investigate whether the effect of BRPFi can be recapitulated using gene targeting, we employed both CRISPR-guided knockout and siRNA-mediated silencing strategies. Several attempts to generate BRPF knock out cells failed, as resistant cells did not survive following introduction of targeted gRNAs indicating that the activity of BRPF1 gene became essential for the resistance phenotype. On the other hand, short-term depletion, as in the case of RNA interference, was applicable. The colony formation assay showed that knockdown of BRPF1 suppressed the ability to form colonies (Sup. Figure 10A). However, this effect was observed to be more intense in resistant cells, once again showing the essentiality of BRPF1 in resistant cells. Indeed, stable and specific knock-down of BRPF1 led to a higher number of apoptotic cells in Dtx-resistant cells (Sup. Fig. 10B, C).

While not as pronounced as the effect seen with pharmacological inhibition, knockdown of BRPF1 also led to the resensitization of cells to taxanes (Fig. 4A, B). We also noted a decrease in ABCB1 expression upon BRPF1 knockdown (Fig. 4C). The observed decrease in ABCB1 expression with both pharmacological and genomic suppression implies a potential role of BRPF1 in transcriptional regulation. In order to test whether BRPF1 directly regulates ABCB1 expression, we analyzed the enrichment of BRPF1 on the promoter of ABCB1 in Du145-DtxR cells using ChIP assay. We found that, in comparison with IgG and gene desert region controls, BRPF1 was indeed enriched at the promoter region of ABCB1 (Fig. 4D). To eliminate potential off-target effects of the endogenous BRPF1 antibody, HA-ChIP was performed using exogenous expression of BRPF1, once again showing enrichment at the ABCB1 promoter, further supporting BRPF1-mediated regulation of the ABCB1 gene.

**Fig. 4:**
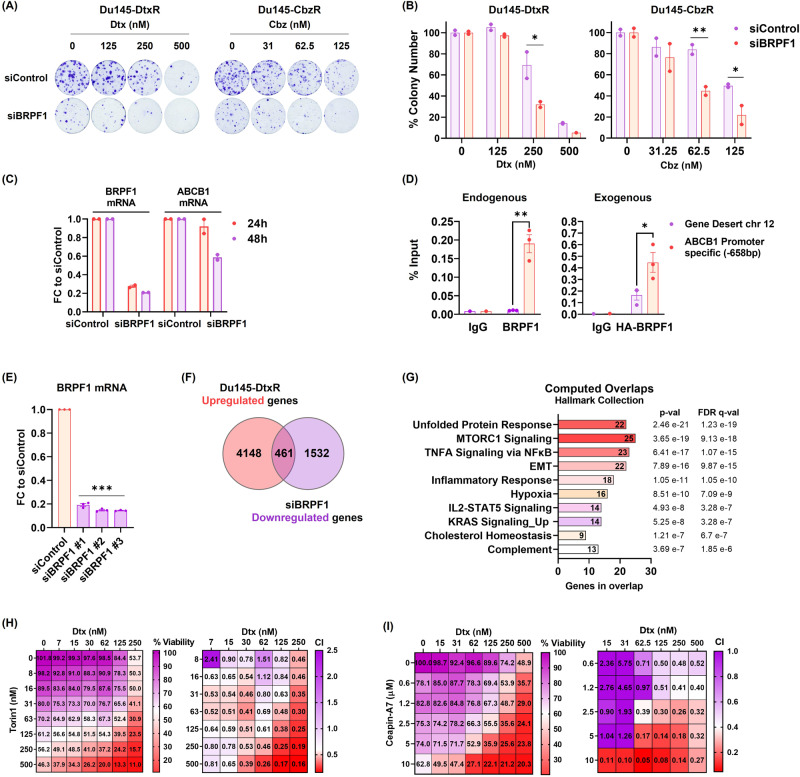
BRPF1 regulates ABCB1 expression and interferes with multiple signalings in resistant cells. **A** Taxane response of siBRPF1 treated resistant cells evaluated by colony formation assay. Representative images and (**B**) quantifications are shown. **C** The expression of ABCB1 was evaluated by qRt-PCR at the indicated time points following treatment with siBRPF1 in Du145-DtxR cells. **D** ChIP-qPCR showing BRPF1 enrichment at the *ABCB1* promoter in Du145-DtxR cells expressing endogenous BRPF1 (left panel) and exogenous HA-tagged BRPF1 (right panel). BRPF1 enrichment at a control region (*Chr12 gene desert*) is also shown. Data are shown as percentage of ChIP input; dots represent individual biological replicates; bars represent mean replicates. **E** BRPF1 mRNA levels of RNA-seq samples from siControl and siBRPF1 in Du145-DtxR cells. **F** Venn diagram showing the number of genes (intersection, 461) whose expression decreased after silencing of BRPF1 among genes with increased expression in Du145-DtxR cells (vs Du145-P). **G** Computed overlaps of the 461 genes in the Hallmark Collection of GSEA (MSigDB) database. **H** The efficacy of Torin1 (mTORC1/2 inhibitor, 8–500 nM) on Du145-DtxR cells was determined by CTG assay and represented as a heat map. **I** The efficacy of Ceapin-A7 (ATF6α inhibitor, 0.6–10 µM) on Du145-DtxR cells was determined by SRB assay and represented as a heat map. The Combination Index (CI) was calculated using the CalcuSyn program. Statistical significance denoted as *p < 0.05, **p < 0.01, and ***p < 0.0001.

To understand the molecular mechanisms behind BRPF1-mediated reversion of drug resistance, we wanted to examine the transcriptome of siBRPF1 treated Dtx-resistant cells (Fig. 4E). 

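Du145-DtxR cells were transfected with siRNA against BRPF1 (siBRPF1) or a control siRNA (siControl) for 24 h, and RNA was taken 48 h after the change of medium, as the sample labels give it. The transcript of the target, BRPF1 (ENSG00000156983, chromosome 3 of GRCh38 from 9731729 to 9748019), a scaffold and reader protein of histone acetyltransferase complexes, was 8.61 ± 0.386 CPM (SD, n = 3) with siBRPF1 and 30.3 ± 0.813 CPM (SD, n = 3) with siControl. This is a log2 fold change of -1.82 (standard error 0.10, adjusted p = 1.79e-06), or 0.284 of the control level (95% interval from 0.246 to 0.328). The siControl libraries ranged from 29.4 to 31.0 CPM and the siBRPF1 libraries from 8.19 to 8.96 CPM. Genes that fell further included KIAA1191, from 111 ± 3.94 CPM (SD, n = 3) to 25.0 ± 2.20 CPM (SD, n = 3) (standard error 0.09, adjusted p = 1.01e-06), the proteasome assembly chaperone PSMD10, from 34.2 ± 0.692 CPM (SD, n = 3) to 7.41 ± 0.899 CPM (SD, n = 3), and UMAD1, which fell by 2.41 on the log2 scale (standard error 0.12, adjusted p = 1.38e-06). TMEM59L fell by 2.52 (standard error 0.22, adjusted p = 3.36e-05). Higher with siBRPF1 were the receptor tyrosine kinase MET, at 169 ± 23.8 CPM (SD, n = 3) against 58.0 ± 12.2 CPM (SD, n = 3), and IGFBPL1, at 143 ± 1.65 CPM (SD, n = 3) against 49.8 ± 1.52 CPM (SD, n = 3), with log2 fold changes of 1.54 and 1.53 (adjusted p = 6.09e-05 and 1.38e-06). At the DEG thresholds 77 genes were higher and 524 lower with siBRPF1, and with no limit on the fold change 1820 were higher and 2369 lower. There were 3 libraries per condition, all made from the 1 resistant line, at 16667821 to 16841668 estimated counts with siControl and 16988496 to 17306262 with siBRPF1. Their table also carries TPM in its name and holds estimated counts, and it was analysed on its own in the way described for the parental and resistant lines, with 15704 genes tested. The mitochondrial genome gave 13.5% to 16.6% of the counts with siControl and 11.4% to 15.1% with siBRPF1, and replicate 3 of each condition stood apart from the others on the second principal component, which held 20.0% of the variance. In simulated libraries of this size, 94 of 100 genes changed 4-fold and 87 of 100 changed 2-fold were recovered, and 10 unchanged genes were called. These counts again used the adjusted p alone, with no limit on the fold change. Without a filter on low counts the number higher with siBRPF1 was 138, and with DESeq2's shrunken fold changes, chosen after the values were seen, 27 genes were higher and 176 lower.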

We limited the gene pool of interest by filtering the upregulated genes whose expression was previously determined in resistant cells (relative to parental cells) but showed an opposite direction of regulation after siBRPF1 treatment (Fig. 4F and Sup. Fig. 11). 

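Among genes higher in Du145-DtxR than in Du145-P and lower with siBRPF1 were ANKRD1, which fell from 943 ± 32.5 CPM (SD, n = 3) to 287 ± 13.8 CPM (SD, n = 3) in the siRNA experiment, the chemokine gene CXCL8, which fell by 0.97 on the log2 scale (standard error 0.09, adjusted p = 6.10e-05), and LOX, the matrix cross-linking lysyl oxidase, which fell by 1.09 (standard error 0.15, adjusted p = 4.20e-04). In the reverse direction, lower in Du145-DtxR and higher with siBRPF1, were the interferon-induced genes MX1 (log2 fold change 1.05 with siBRPF1, adjusted p = 0.0474) and IFIT1 (log2 fold change 0.77, adjusted p = 7.86e-04). CDH1 was lower in both comparisons, at 0.508 ± 0.249 CPM (SD, n = 3) with siBRPF1 against 3.59 ± 1.39 CPM (SD, n = 3). At an adjusted p under 0.05 with no limit on the fold change, 5425 of the 15596 genes tested in both experiments were higher in Du145-DtxR and 2347 were lower with siBRPF1, and 572 were in both groups. Independent calls would share 816 (ratio 0.701, two-sided Fisher's exact test, p = 6.64e-32). Similarly 324 genes were lower in Du145-DtxR and higher with siBRPF1, against 576 expected (ratio 0.563, exact p = 2.65e-45). Shared directions were more frequent than independence gives, with 994 genes higher in both comparisons against 630 (ratio 1.58, exact p = 3.01e-77) and 1236 lower in both against 746 (ratio 1.66, exact p = 1.48e-115). Genes are not independent replicates, so these p-values are too small to the extent that genes move together. Without a filter on low counts the ratio for genes up in Du145-DtxR and down with siBRPF1 was 1.03 (Fisher's exact p = 0.419). That setting adds genes with too few counts for a call, which lowers the expected number. With a log2 fold change above 1 or below -1 in both, 32 such genes (ratio 1.00, exact p = 0.926), 11 of the reverse kind (ratio 1.43, exact p = 0.247), 8 higher in both (ratio 1.75, exact p = 0.137) and 265 lower in both (ratio 4.94, exact p = 2.28e-127) were left. Leaving out siControl replicate 2 or siBRPF1 replicate 1 gave 356 or 337 genes up in Du145-DtxR, down with siBRPF1, 185 or 175 genes down in Du145-DtxR, up with siBRPF1, and 538 or 512 genes up in Du145-DtxR, up with siBRPF1. The former also gave 784 genes down in Du145-DtxR, down with siBRPF1.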

Among the pathways/signal transductions in which a total of 461 genes overlaps in the GSEA (MSigDB) database (Hallmark Collection), mTORC1 and Unfolded Protein Response (UPR) have emerged as the most significant overlaps (Fig. 4G and Sup. Table 5). 

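Most ER folding genes that passed the test were lower with siBRPF1. Of 22 ER chaperones and degradation genes, 14 were lower and 1, the disulfide isomerase PDIA4, was higher (1 higher and 15 lower when adjusted over the list alone). For ER chaperones, camera gave adjusted p = 5.02e-04, and adjusted p = 0.251 with an estimated correlation. HSPA5 fell from 2904 ± 69.6 CPM (SD, n = 3) to 1602 ± 92.6 CPM (SD, n = 3) (standard error 0.08, adjusted p = 4.04e-05) and the chaperone HYOU1 from 896 ± 23.3 CPM (SD, n = 3) to 502 ± 13.7 CPM (SD, n = 3) (standard error 0.07, adjusted p = 3.43e-05). EDEM1, which directs misfolded proteins to degradation, fell by 1.11 on the log2 scale (standard error 0.11, adjusted p = 6.19e-05). In the amino acid response, 15 of 30 genes were lower and 1, the tRNA synthetase TARS1, was higher (3 higher and 17 lower when adjusted over the list alone). For the ATF4 response, camera gave adjusted p = 0.00206, and adjusted p = 0.251 with an estimated correlation. The transcription factor ATF4 fell from 458 ± 43.5 CPM (SD, n = 3) to 267 ± 16.0 CPM (SD, n = 3), and DDIT4, an inhibitor of mTORC1, from 120.3 ± 15.5 CPM (SD, n = 3) to 57.7 ± 0.801 CPM (SD, n = 3). TRIB3, a pseudokinase induced by ER stress, fell by 0.91 (standard error 0.09, adjusted p = 7.02e-05). Of the 108 genes of Sup. Table 5 that were matched in the data, out of 110 listed, 108 passed at an adjusted p under 0.05 in the direction of the table in Du145-DtxR and 97 in both comparisons. These included 21 of 22 for the unfolded protein response, 23 of 24 for mTORC1 signaling and 16 of 16 for hypoxia. The table was chosen on these libraries and is not independent evidence of direction. It holds HSPA5, HYOU1, EDEM1, ATF4, DDIT4 and TRIB3, so the ER and ATF4 lists above are not independent of it. Sets chosen on the resistance libraries alone moved in both directions with siBRPF1. For the unfolded protein response genes of Sup. Table 4, 18 of 44 were lower and 9 higher (9 higher and 20 lower when adjusted over the list alone). For the UPR genes, camera gave adjusted p = 0.181, and adjusted p = 0.518 with an estimated correlation. For those of mTORC1 signaling 18 of 58 were lower and 14 higher (15 higher and 19 lower when adjusted over the list alone). For the mTORC1 genes, camera gave adjusted p = 0.928, and adjusted p = 0.954 with an estimated correlation. From the overlap of genes raised in resistance and lowered by siBRPF1, the paper names mTORC1 and the unfolded protein response as the most significant pathways. It then inhibited them with Torin1 and Ceapin-A7 (Fig. 4H, I). From the restored response to Dtx it proposes that BRPF1 may modulate ABCB1 expression through both pathways. In these libraries ABCB1 was 165 ± 20.7 CPM (SD, n = 3) with siBRPF1 and 171 ± 15.2 CPM (SD, n = 3) with siControl. Its log2 fold change was -0.06 (standard error 0.10, adjusted p = 0.725 by edgeR's quasi-likelihood test), so no decrease was called. The paper reports a decrease of ABCB1 by RT-qPCR after siBRPF1. It also reports lower ABCB1 expression after a BRPF inhibitor, and enrichment of BRPF1 at the ABCB1 promoter by ChIP-qPCR.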

Torin1 (an inhibitor of mTORC1/2) and Ceapin-A7 (an inhibitor of ATF6α, which is one of three main UPR sensors) were used to assess the essentiality of these pathways in reversing resistance. Administration of the inhibitors restored the sensitivity of resistant cells to Dtx, while having no effect on the response of sensitive cells, mimicking the effect observed with BRPF inhibitors (Fig. 4H, I and Sup. Fig. 12). These observations suggest that BRPF1 may exert a regulatory role in modulating ABCB1 expression through its interaction with the UPR and mTORC1 signaling pathways. Indeed, the combination of ABCB1 silencing and mTOR inhibition enhances the sensitization of cells to taxanes, suggesting a mechanism involving multiple downstream pathways regulated by BRPF1 (Sup. Fig. 13). These results indicate the involvement of diverse mechanisms in overcoming taxane resistance. The combined targeting of ABCB1 and mTOR pathways may act through complementary mechanisms, such as inhibiting drug efflux and modulating intracellular signaling cascades, ultimately leading to the restoration of drug sensitivity.

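Of 24 E2F targets of DNA replication, 15 were higher with siBRPF1 (15 when adjusted over the list alone), and 0 were lower by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. For the E2F list, camera gave adjusted p = 1.66e-06, and adjusted p = 0.141 with an estimated correlation. The helicase subunit MCM4 was 339 ± 8.37 CPM (SD, n = 3) against 238 ± 1.46 CPM (SD, n = 3) with siControl. Of 24 mitotic genes, 8 were higher and 1, the kinase AURKA, was lower (11 higher and 1 lower when adjusted over the list alone). For mitotic genes, camera gave adjusted p = 0.00123, and adjusted p = 0.141 with an estimated correlation. The kinesins KIF23 and KIF11, which act in cytokinesis and in spindle assembly, rose by 0.63 on the log2 scale (standard error 0.08, adjusted p = 3.19e-04) and by 0.60 (standard error 0.09, adjusted p = 7.16e-04). STMN1, which encodes the microtubule-destabilizing protein stathmin, rose from 102 ± 9.15 CPM (SD, n = 3) to 226 ± 10.3 CPM (SD, n = 3), a log2 fold change of 1.15 (standard error 0.09, adjusted p = 1.59e-05). The list of tubulins and microtubule regulators to which it belongs was not called, with 6 of 15 higher and 2 lower (6 higher and 3 lower when adjusted over the list alone). For tubulins, camera gave adjusted p = 0.164, and adjusted p = 0.767 with an estimated correlation. Interferon response genes were higher in 8 of 18 cases (11 when adjusted over the list alone), and 0 were lower by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. For interferon genes, camera gave adjusted p = 0.00123, and adjusted p = 0.141 with an estimated correlation. IFIT1, which binds viral RNA, was 16.0 ± 1.33 CPM (SD, n = 3) against 9.34 ± 0.755 CPM (SD, n = 3). Few marker genes of androgen receptor-positive prostate cells were measurable. Of 3 tested, 2 were lower with siBRPF1 (3 when adjusted over the list alone), and 0 were higher by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. For these markers, camera gave adjusted p = 0.0680, and adjusted p = 0.251 with an estimated correlation. SLC45A3 fell by 0.56 (standard error 0.12, adjusted p = 0.00558) and STEAP2 by 0.37 (standard error 0.12, adjusted p = 0.0479). Sup. Table 6 lists 59 genes lower in Du145-DtxR and higher with siBRPF1. Of these, 58 passed in that direction in Du145-DtxR, 47 with siBRPF1 and 46 in both, with 9 of 10 for the mitotic spindle, 7 of 8 for the G2M checkpoint and 2 of 5 for the androgen response. The table was chosen on these libraries, so its tally is not independent evidence. It holds IFIT1, STMN1, MCM2 and ESPL1, so the interferon, tubulin, E2F and mitotic lists above are not independent of it.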

Upon examining the functional clusters of upregulated genes with siBRPF1 treatment, it was reasonable to observe the emergence of gene sets related to PCa, such as “androgen response” or “mitotic spindle” and “G_2_M checkpoint”, given the mechanism of action of taxanes (Sup. Fig. 11). Comprehensive studies are needed to investigate the significance of these genes in taxane resistance (Sup. Table 6).

We analyzed publicly available clinical data and initially performed a pan-cancer analysis. We divided the patients into low and high BRPF1 expression groups using the median values determined by the cBioPortal (Fig. 5). Our findings demonstrated a significant decrease in the overall survival of patients exhibiting high levels of BRPF1 expression (Fig. 5A). Further analysis of the specific cancer types revealed higher BRPF1 expression in lymphoma, while lower expression levels were observed in hepatobiliary, pancreatic, and prostate cancers (Fig. 5B). In the analysis of sample types, we observed a higher expression of BRPF1 in local recurrence and metastasis (Fig. 5C). This finding was further supported by the increased BRPF1 levels observed in patients with tumors compared to those without tumors (Fig. 5D). Moreover, BRPF1 expression might be a potential recurrence indicator, as higher expression was observed in patients upon recurrence (Fig. 5D). Supportingly, its expression was found to be elevated in metastatic samples (Fig. 5D). These findings suggest that despite being categorized in the low BRPF1 group, the expression of BRPF1 in PCa may be implicated in disease progression. Indeed, we found a significant association between BRPF1 expression levels and PCa progression, with higher expression levels being correlated with increasing Gleason score and tumor stage (Fig. 5E). BRPF1 expression also seems to reflect therapy outcome, as patients with higher expression levels tend to have a poorer response to treatment and more progressive disease (Fig. 5F). Additionally, it is noteworthy that an increase in BRPF1 expression was observed in patients who were exposed to taxane (Fig. 5F), further emphasizing its potential relevance in therapy outcome and disease progression. Overall, these data highlight the clinical significance of BRPF1 expression as a potential biomarker for PCa progression.

**Fig. 5:**
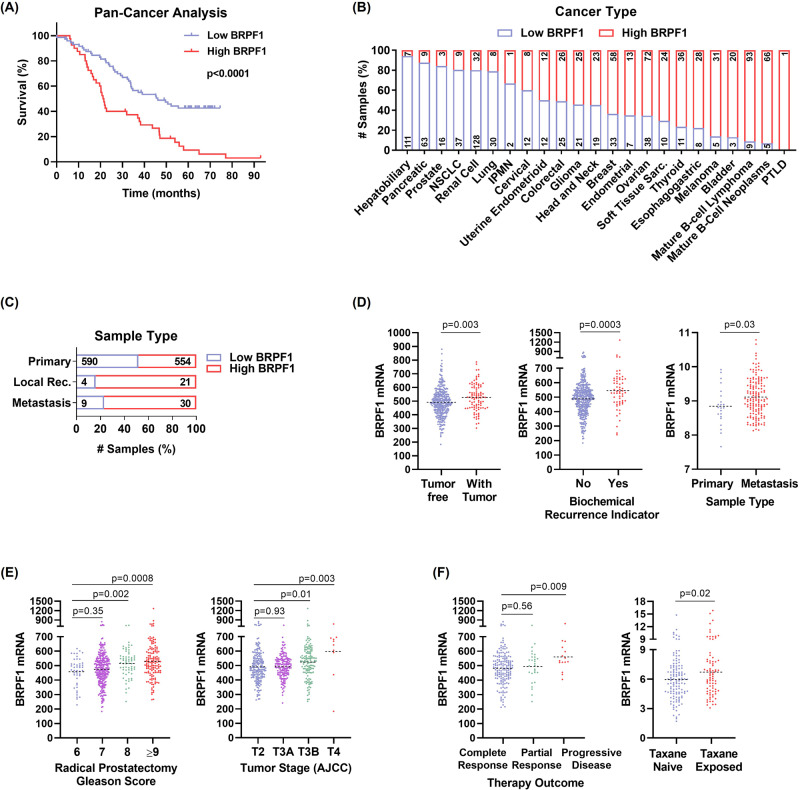
Clinical significance of BRPF1 expression. **A** BRPF1 mRNA levels were analyzed in the Pan-Cancer Analysis dataset (ICGC/TCGA, Nature 2020) from cBioPortal. Kaplan-Meier plot showing the comparison of patient survival based on BRPF1 expression levels. The patients were classified into Low BRPF1 and High BRPF1 groups based on the expression median. The distribution of BRPF1 expression (**B**) across different cancers and (**C**) sample types. The numbers within the column bars correspond to the sample size. **D** BRPF1 mRNA levels in clinical PCa specimens were examined for their correlation with neoplasm status (Prostate Adenocarcinoma, TCGA, PanCancer Atlas), recurrence (Prostate Adenocarcinoma, TCGA, Firehose Legacy), sample type (Prostate Adenocarcinoma, Fred Hutchinson CRC, Nat Med 2016) (**E**) Gleason score (Prostate Adenocarcinoma, TCGA, Firehose Legacy), tumor stage (Prostate Adenocarcinoma, TCGA, Firehose Legacy), (**F**) therapy outcome (Prostate Adenocarcinoma, TCGA, Firehose Legacy), and taxane exposure status (Metastatic Prostate Adenocarcinoma, SU2C/PCF Dream Team, PNAS 2019). The results were presented as scatter plots.

The analysis of BRPF gene expression in our isogenic cells indicated minimal changes overall, with variations observed among PCa cells and taxanes (Sup. Fig. 14A). The lack of observed increase in BRPF1 expression in our cells, unlike in patient tissues, could potentially be attributed to the developed drug resistance that has become chronic in cells. Nevertheless, there could be differences in BRPF activities between resistant and parental cells, which warrants further investigation. If this was indeed associated with a chronic state, our hypothesis was that PCa parental cells may acutely increase BRPF expression following taxane exposure, as supported by the observation of BRPF1 upregulation in PCa patients (Fig. 5F). Indeed, the treatment with Dtx resulted in a significant increase in the expression of BRPF1 (Sup. Fig. 14B). In addition, we also observed an upregulation of ABCB1 expression following Dtx treatment (Sup. Fig. 14B).

Our findings provide the first evidence for (i) the potential of BRPF inhibitors to overcome taxane resistance and (ii) the regulatory role of BRPF1 through direct modulation of ABCB1 expression at the promoter level. Additionally, we showed that BRPF1 may indirectly regulate ABCB1 expression by interfering with UPR and mTORC1 signaling pathways. The graphical abstract summarizing the study is depicted in Fig. 6.

**Fig. 6:**
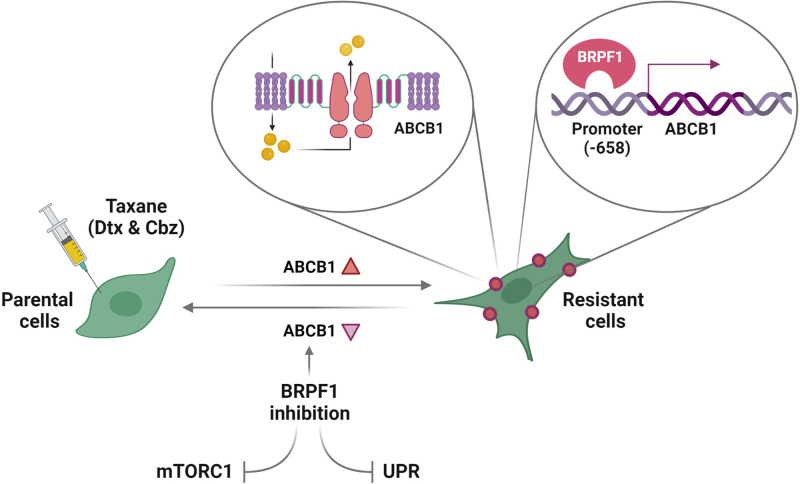
Graphical abstract. The figure illustrates the major findings of the study.

## Discussion

In this study, we searched for novel epigenetic targets for taxane-resistant CR-PCa treatment. A set of Dtx and Cbz resistant cell lines were derived by pulse selection (Sup. Fig. 1A). The cells became less responsive to taxanes, exhibited increased IC_50_ values (Table 1) and survival (Sup. Fig. 1B, C) and less apoptosis (Sup. Fig. 1D). Not surprisingly, we observed less microtubule engagement of taxanes in drug-resistant cells (Sup. Fig. 1E), which can be a result of; i. acquired mechanisms that prevent drug accumulation and thus prevent target engagement or ii. tubulin mutations. To elucidate the possible mechanisms falling into the first group, we performed RNA-seq analysis (Fig. 1A, B) and detected ABCB1 upregulation in all taxane resistant cells (Fig. 1C, D). Inhibition of ABCB1 expression by using siRNA or gRNA resensitized the resistant cells (Sup. Fig. 5A–H). Furthermore, by using Epothilone B we showed that the observed difference between the resistant and parental cell lines was ABCB1-dependent (Sup. Fig. 5I, J). The upregulation of ABCB1 emerges as a frequent and common mechanism underlying Dtx or Cbz resistance in PCa, as highlighted by previous studies characterizing taxane-resistant PCa cells generated through a similar approach to ours [40–45]. Only one of the resistant lines (Du145-CbzR) exhibited copy number amplification (Sup. Fig. 4). Lombard et al. demonstrated the activation of the ABCB1 amplicon in taxane-resistant PCa cells and proposed its involvement in resistance beyond ABCB1 alone [43]. Their RNA-seq analysis revealed coordinated overexpression of ABCB1-amplicon genes. Among them, targeting the highly overexpressed gene RUNDC3B, in addition to ABCB1, resulted in reduced cell viability and enhanced sensitivity of cells to taxane. This study, along with others as reviewed by Genovese et al., has demonstrated that there is an overexpression or amplification of the genomic region (7q21.12) in taxane-resistant cells [46]. 

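Around ABCB1 at 7q21.12, genes on the side toward the centromere were higher in Du145-CbzR than in Du145-P and those on the other side were lower. ELAPOR2, on chromosome 7 of GRCh38 from 86876906 to 87059654, was 339 ± 8.70 CPM (SD, n = 2) against 44.8 ± 1.79 CPM (SD, n = 2), a log2 fold change of 2.92 (standard error 0.05, adjusted p = 7.03e-12). CROT, a peroxisomal carnitine acyltransferase (from 87345664 to 87399794), was 64.3 ± 0.378 CPM (SD, n = 2) against 10.8 ± 0.0935 CPM (SD, n = 2) (log2 fold change 2.57, standard error 0.07, adjusted p = 1.55e-10). TMEM243 (from 87196160 to 87220587) and the noncoding RNA gene TP53TG1 (from 87322943 to 87345560) rose by 2.44 (standard error 0.07, adjusted p = 3.44e-10) and 2.74 (standard error 0.10, adjusted p = 1.32e-09), and the transcription factor DMTF1 by 2.10 (standard error 0.06, adjusted p = 2.60e-10). ABCB4, the phospholipid transporter next to ABCB1 and its closest paralog (from 87401696 to 87480435), was 6.97 ± 0.754 CPM (SD, n = 2) against 0.0992 ± 0.0943 CPM (SD, n = 2), and the pseudogene HNRNPA1P9, which lies inside ABCB1 (from 87521461 to 87522410), was 1.45 ± 0.114 CPM (SD, n = 2) against 0 counts, at least 29.4-fold higher (adjusted p = 7.84e-06). The assignment of reads between ABCB1 and these sequences is Salmon's estimate, and its error is not in the values. RUNDC3B, which overlaps ABCB1 (from 87627548 to 87832296), fell by 0.92 (standard error 0.28, adjusted p = 0.0173), a call that was lost by DESeq2 (adjusted p = 0.0833) and without Du145-P replicate 1 (0.0571), Du145-P replicate 2 (0.0614) or Du145-CbzR replicate 1 (0.128). The mitochondrial carrier SLC25A40 fell by 1.05 and the synaptic adhesion gene ADAM22 by 1.51. Of 13 neighbours of ABCB1 tested, 7 were higher and 6 lower (7 higher and 6 lower when adjusted over the list alone), and the list as a whole was not called. By camera, the neighbours had adjusted p = 0.325, and adjusted p = 0.649 with an estimated correlation. The same break extended along the arm. From GNAI1 to CROT, 14 of 15 tested genes were higher, with a median log2 fold change of 2.44, and from 87833568 to 158956747, beyond ABCB1, 365 of 445 were lower and 7 higher. Both intervals were drawn after the values were seen.

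**Figure D2:**
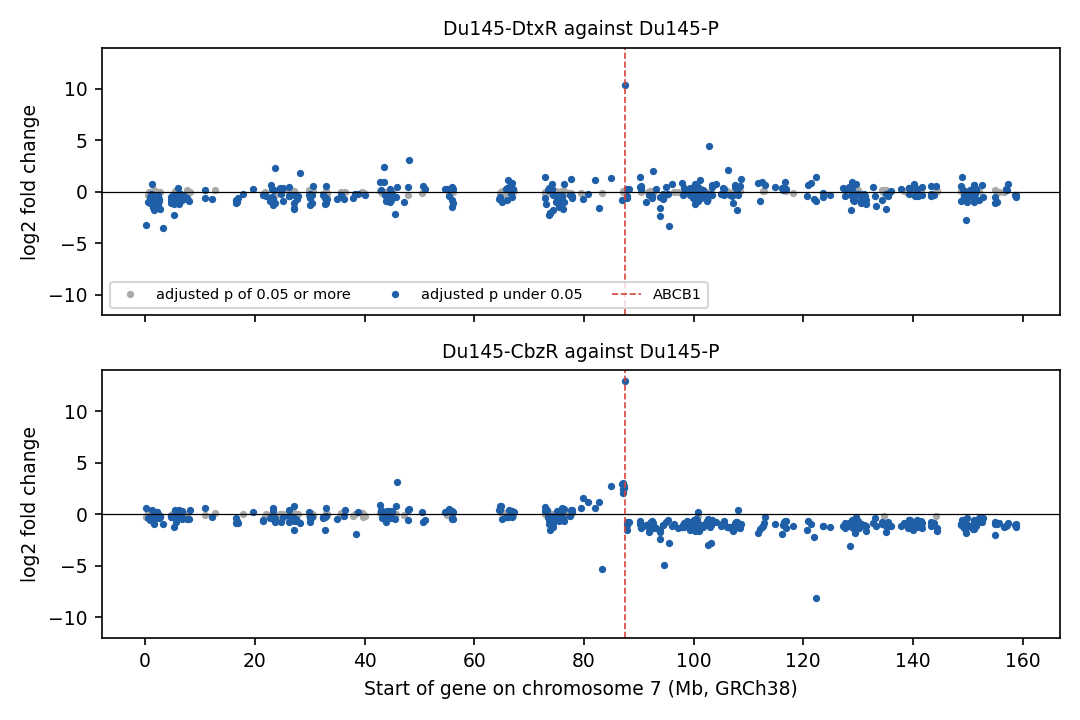
Log2 fold change of genes along chromosome 7 in Du145-DtxR and in Du145-CbzR against Du145-P, by the position of the gene start in Mb. Points are genes with a mean of at least 5 CPM, blue at an adjusted p under 0.05 and grey otherwise, and the dashed red line marks ABCB1. In Du145-CbzR the points from GNAI1 to CROT, before ABCB1, lie above 0 except SEMA3E, and those beyond ABCB1 lie mostly below 0.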

Our analysis of the RNA-seq data revealed significant upregulation in 5 out of 11 genes within the ABCB1 amplicon in Du145-CbzR cells, including HNRNPA1P9 (Log_2_FC: 6.7), ABCB4 (Log_2_FC: 5.9), CROT (Log_2_FC: 2.6), TP53TG1 (Log_2_FC: 2.5), and TMEM243 (Log_2_FC: 2.49). Some of these genes were also among the top 10 upregulated genes in Cbz-resistant cells, as shown in Supp. Table 3. However, in Du145-DtxR cells, only 2 of the 11 genes were upregulated:HNRNPA1P9 (Log_2_FC: 3.33) and RUNDC3B (Log_2_FC: 1.18), indicating the presence of mechanisms other than gene dosage, such as epigenetic events, in driving the overexpression of ABCB1.

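In Du145-DtxR the genes next to ABCB1 showed no shared direction. RUNDC3B was 4.40 ± 0.00997 CPM (SD, n = 2) against 1.05 ± 0.0158 CPM (SD, n = 2) in Du145-P, a log2 fold change of 2.06 (standard error 0.22, adjusted p = 6.30e-06), and was higher than in Du145-CbzR (log2 fold change of Du145-CbzR against Du145-DtxR -2.99). HNRNPA1P9 was 0.313 ± 0.0249 CPM (SD, n = 2) against 0 counts, at least 6.36-fold higher (adjusted p = 4.83e-04). ABCB4 was 0.331 ± 0.155 CPM (SD, n = 2) against 0.0992 ± 0.0943 CPM (SD, n = 2) (log2 fold change 1.71, standard error 0.63, adjusted p = 0.0327), a call on few counts that was lost without Du145-P replicate 1 (log2 fold change 0.98, adjusted p = 0.224), without Du145-DtxR replicate 1 (1.14, adjusted p = 0.243) and without a filter on low counts (adjusted p = 0.0645). DBF4, an activator of the replication kinase CDC7, and the calcium-binding protein SRI rose by 0.26 and 0.24 (adjusted p = 0.00564 and 0.0103). ELAPOR2 fell by 0.79 (standard error 0.06, adjusted p = 2.77e-07), TP53TG1 by 0.69 (standard error 0.14, adjusted p = 7.92e-04) and ADAM22 by 0.63 (standard error 0.06, adjusted p = 1.69e-06). CROT, TMEM243 and DMTF1, all raised in Du145-CbzR, had log2 fold changes of 0.06, 0.07 and -0.06 (adjusted p = 0.552, 0.474 and 0.414). Of the 13 neighbours, 5 were higher, 4 lower and 4 did not pass (5 higher and 4 lower when adjusted over the list alone). Camera gave the neighbours adjusted p = 0.758, and adjusted p = 0.861 with an estimated correlation. The interval from GNAI1 to CROT held 3 higher and 5 lower genes among 15, with a median of -0.06, and beyond ABCB1 108 of 445 were higher and 162 lower, with a median of -0.07.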

Although several studies have demonstrated the molecular profiling of taxane resistance [47–52], epigenetic modifiers have not been elucidated in taxane resistant CR-PCa. In an attempt to uncover the epigenetic modifiers (Fig. 2A, B) an epi-drug screen was performed and 5 major classes of targeted molecules (CBP/p300, Menin-MLL, SIRT, PRMT5, and BRPF) appeared as hits with reversion capacity (Fig. 2C). To our knowledge, this study is the first to report these enzymes as targets and the potential use of their inhibitors in taxane resistant cells (Fig. 2D and Sup. Fig. 6). Targeting BRPFs in resistant cells resulted in resensitization, as evident by CI values of synergy and cell death analyses (Fig. 3A–D). Indeed, cells were able to enter G_2_/M arrest upon BRPF inhibition (Fig. 3E). These findings showed that, in ABCB1 upregulated cells, taxanes could act in a cellular environment where BRPFs were inhibited and therefore highlight an important role for BRPFs as determinants of taxane susceptibility. Previous studies indicated a role for BRPF1 in bone maintenance [36], development of vertebrates ([53]), mouse embryo [38], forebrain [39] and fetal hematopoietic stem cells [54], as well as in learning and memory [55] and causing neurodevelopmental disorders in humans when mutated [56]. Moreover, somatic BRPF1 mutations have been identified in sonic hedgehog medulloblastoma [57] and pediatric cancers [58]. Although there are not many studies on the function of BRPFs in cancer, its significance has been noted in liver cancer [59], lower-grade gliomas [60] and PCa [61]. Gene ablation or pharmacological inactivation of BRPF1 significantly attenuated HCC cell growth in vitro and in vivo [59]. Xia et al. identified BRPF1 as a potential drug target in lower-grade gliomas, as inhibiting BRPF1 function or silencing BRPF1 was found to reduce glioma cell proliferation and colony formation [60]. Lin et al. showed the USP35/BRPF1 axis promoted malignant features of PCa by activating the mevalonate pathway [61]. Although the oncogenic role of BRPF1 was clearly demonstrated in these studies, its relationship with drug resistance has not been questioned. Therefore, our study is the first to locate BRPFs in cancer drug resistance.

In order to phenocopy BRPF inhibition and rule out potential off-target activities, we depleted BRPF1 and BRPF2 by using RNAi. Based on the very few colonies growing after targeting BRPF2, we were able to test the taxane sensitivity only by targeting BRPF1 (Sup. Figure 10). Although it was not as potent as we have seen with inhibitors, downregulation of BRPF1 partially reversed taxane resistance (Fig. 4A, B). One of the explanations for this is that inhibitors may have a wider spectrum of action. While siRNA molecules are effective in decreasing the transcript level, they cannot affect protein levels that are already present in the cellular environment. In addition, the efficacy of multiple targets/signaling pathways that the drug has the potential to affect may not be achieved by targeting a single gene. Unfortunately, despite our several attempts, we failed to generate BRPF1 knockout-resistant cells as BRPF1 was very essential for the resistant phenotype. Another plausible explanation is drug engagement to ABCB1, inhibiting its efflux capacity. In the study of Barghout et al., it was demonstrated that various epigenetic probes, including the BRPF1 inhibitor PFI4, potentiate TAK-243 (a ubiquitin-activating enzyme inhibitor) cytotoxicity through off-target ABCG2 inhibition [62]. As anticipated, this potentiation did not result in significant alterations in the mode-of-action (i.e., ubiquitylation pathways) or expression levels of ABCG2. However, our study diverges in certain aspects and provides data contrary to the off-target modulation. 

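ABCG2 (ENSG00000118777, chromosome 4 of GRCh38 from 88090150 to 88231628), which encodes the drug efflux pump BCRP, was 1.61 ± 0.483 CPM (SD, n = 2) in Du145-CbzR and 7.40 ± 0.423 CPM (SD, n = 2) in Du145-P, a log2 fold change of -2.20 (standard error 0.20, adjusted p = 3.56e-06) by edgeR's quasi-likelihood test. In Du145-DtxR it was 5.57 ± 0.958 CPM (SD, n = 2), with a log2 fold change of -0.41 that did not pass (standard error 0.18, adjusted p = 0.0623). Between the resistant lines, Du145-CbzR was lower by a log2 fold change of -1.79 (standard error 0.21, adjusted p = 1.35e-05). With siBRPF1 in Du145-DtxR the level was 3.81 ± 0.213 CPM (SD, n = 3) against 4.50 ± 0.171 CPM (SD, n = 3) with siControl (log2 fold change -0.24, standard error 0.14, adjusted p = 0.248). The small decrease of ABCG2 in Du145-DtxR against Du145-P, log2 fold change -0.41, passed with the minimum of 1 CPM on average (adjusted p = 0.0463), with only the lines compared in the fit (0.0308), with replicate number as a term (0.0497), and without Du145-DtxR replicate 2 (log2 fold change -0.59, adjusted p = 0.0353), Du145-CbzR replicate 1 (0.0378) or Du145-CbzR replicate 2 (0.0427). It stayed above the log2 limit of -1 of a DEG in each.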

First, the expression of ABCG2 was downregulated in Du145-CbzR (Log_2_FC: −2.03) cells according to our RNA-seq results, while it was not detected as a DEG in Du145-DtxR cells. Furthermore, CETSA analysis clearly showed that the BRPF inhibitors did not exhibit binding to the ABCB1 protein (Fig. 3H and Sup. Fig. 8E). Second, they were able to downregulate ABCB1 mRNA, indicating an interference at the transcriptional level (Fig. 3I). Third and most importantly, with the hint of transcriptional regulation, we screened several regions of the ABCB1 promoter and indeed showed that both endogenous and exogenous BRPF1 were enriched at the ABCB1 promoter (−658 bp) (Fig. 4D) suggesting direct regulation of ABCB1 via BRPF1. Therefore, the inhibition of BRPF, leading to a decrease in ABCB1 levels appears to play a crucial role in reversing taxane resistance in these cells, contrary to an off-target effect.

In order to evaluate the transcriptome changes induced by BRPF1 downregulation and understand how this may revert the resistance phenotype, an RNA-seq analysis was performed. We sought to find pathways that were differentially regulated in resistant cells and were reverted to more parental-like expression levels upon interference with BRPF1. Among the various pathways that fulfilled these criteria, we observed mTORC1 and UPR signaling pathways as the two most significant pathways showing alterations (Fig. 4G). We tested the essentiality of these pathways by using inhibitors. Both mTORC1 and UPR inhibition resensitized resistant cells to taxane and showed no activity on parental cells similar to BRPF inhibition (Fig. 4H, I and Sup. Fig. 12). mTOR signaling has been demonstrated to contribute to drug resistance, and the efficacy of its inhibitors has been investigated in clinical trials for PCa, including patients with advanced or resistant disease. Several studies, compiled by Avril et al., have demonstrated the significance of UPR in cancer chemotherapy resistance, while Bonsignore et al. highlighted its potential as a promising druggable target in cancer treatment [63, 64]. Further investigation is needed to test the contribution of the genes (listed in Sup. Tables 5 and 6) to drug resistance, considering their modulation by BRPF inhibition in these signaling pathways.

Through the examination of clinical data obtained from a pan-cancer study, we categorized patients into low and high BRPF1 expression groups, which revealed a significant association between elevated BRPF1 expression and reduced OS (Fig. 5A). While it was surprising to find lower BRPF1 expression in PCa among the analyzed cancer types, the elevated expression of BRPF1 in cases of local recurrence and metastasis suggests a potential contribution of BRPF1 to disease progression (Fig. 5B–D). Indeed, we observed a significant relationship between BRPF1 expression and PCa progression, as higher expression was associated with increased Gleason score and tumor stage, indicating its prognostic potential (Fig. 5E). Elevated BRPF1 expression was also observed in recurrent and metastatic cases (Fig. 5D), suggesting its role as a potential recurrence indicator. Patients with higher BRPF1 expression levels exhibit poor treatment response and more progressive disease (Fig. 5F), emphasizing its involvement in therapy outcome and disease progression. Intriguingly, an increase in BRPF1 expression was observed in patients exposed to taxane (Fig. 5F). Although we did not observe a significant upregulation of BRPF1 in our taxane-resistant cells (Sup. Fig. 14A), we hypothesize that parental cells have the potential to acutely upregulate BRPF expression in response to taxane exposure. Treatment with Dtx indeed led to a significant increase in BRPF1 expression in parental cells (Fig. 14B). In addition to the increase in BRPF1, we also observed an upregulation of ABCB1 expression following Dtx treatment. This suggests a potential interplay between BRPF1 and ABCB1, where the upregulation of BRPF1 may contribute to the subsequent upregulation of ABCB1, possibly through transcriptional regulatory mechanisms. In our study, we have provided evidence for the binding of BRPF1 to the ABCB1 promoter, supporting this proposed interaction. Further investigation is needed to elucidate the exact molecular signalings involved in this coordinated response.

## Conclusion

Our results showed that BRPF inhibition could serve as a promising strategy in taxane-resistant CR-PCa, and the mechanism of resensitization appears to involve the inhibition of drug efflux in cells that overexpress ABCB1. Since chemical inhibition of ABCB1 through small molecules is not feasible for cancer therapy due to high toxicity, revealing its regulators offers a good option for reducing its activity. In this context, our study herein is the first to identify BRPF1 as an ABCB1 regulator and uncover several epiregulators with the potential to reverse taxane resistance in CR-PCa.

### Supplementary information

Supplementary Figures

Supplementary Tables

Supplementary Figure and Table Legends

Supplementary Data-Uncropped WB Images

Supplementary Data-Original Data-qPCR

Reproducibility checklist

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the GEO repository, under the accession number GSE247557.

# Supplementary material for: Exploiting epigenetic targets to overcome taxane resistance in prostate cancer
**Source:** Cell Death Dis. 2024 Feb 12;15(2):132. doi: 10.1038/s41419-024-06422-1

**Sup. Fig. 1**

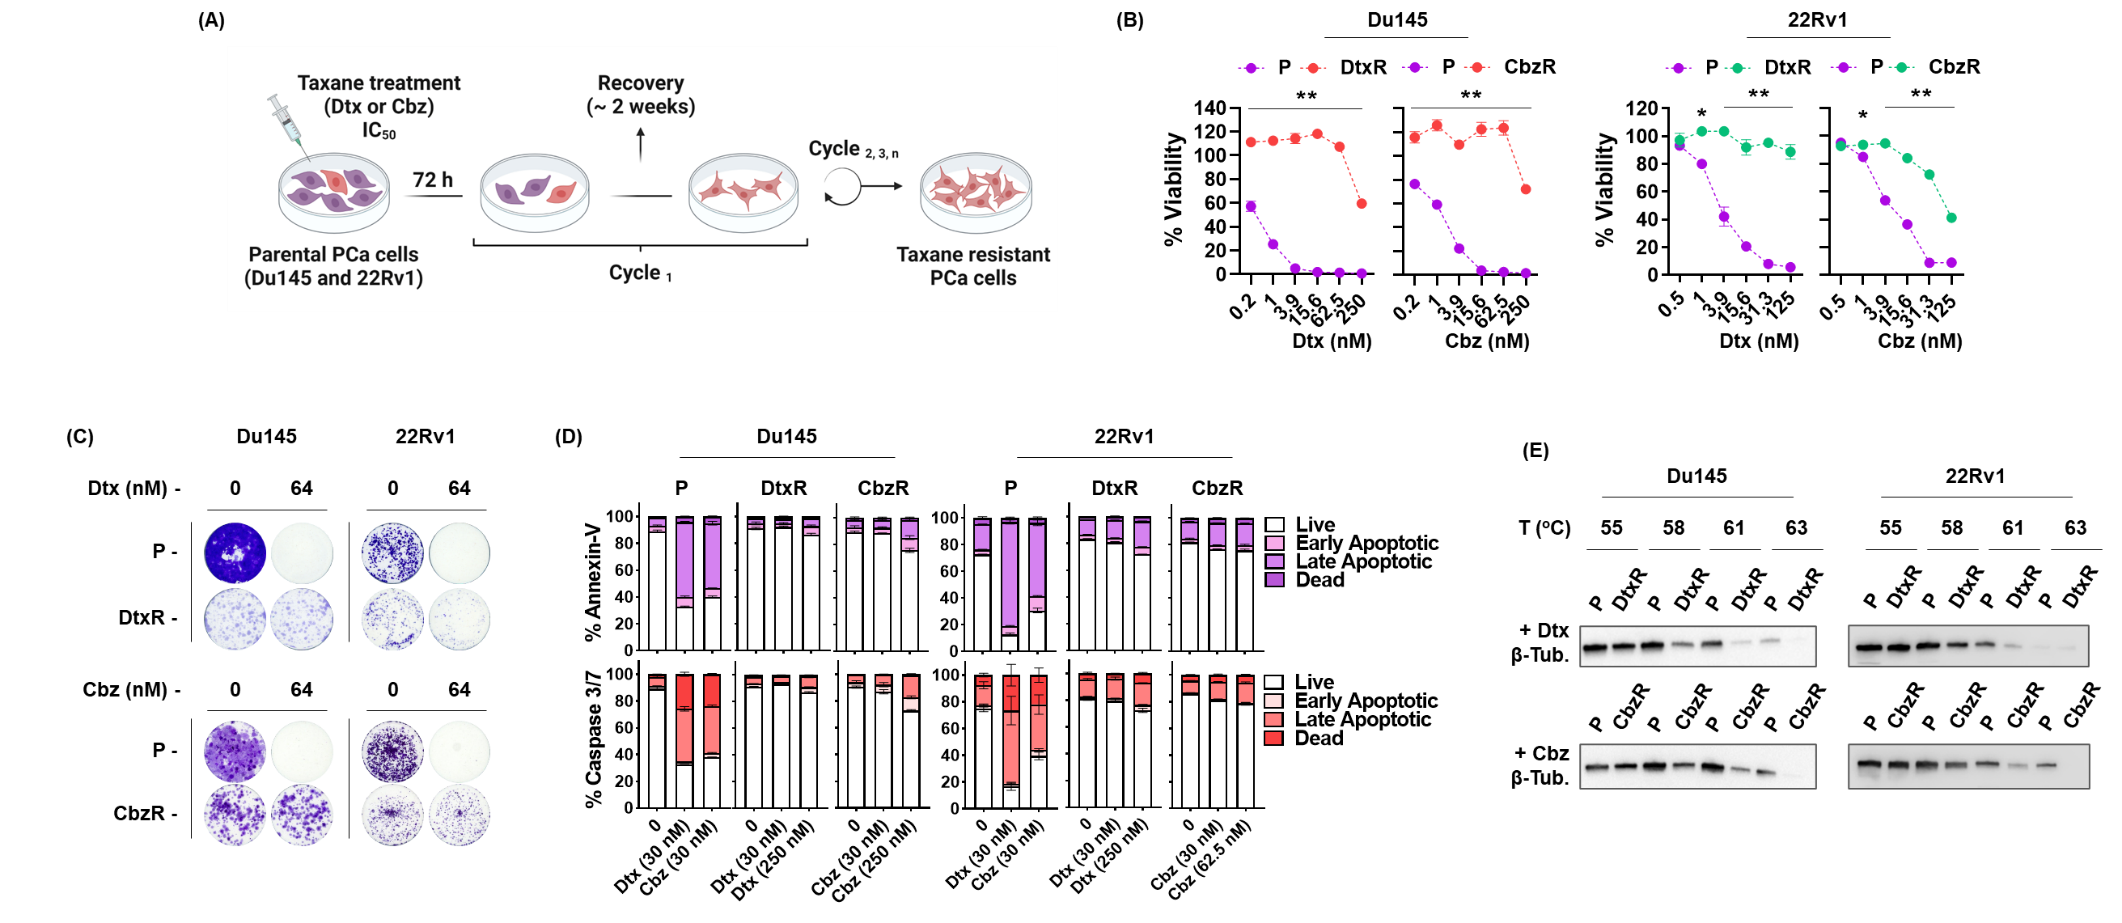

**Sup. Fig. 2**

**Sup. Fig. 3**

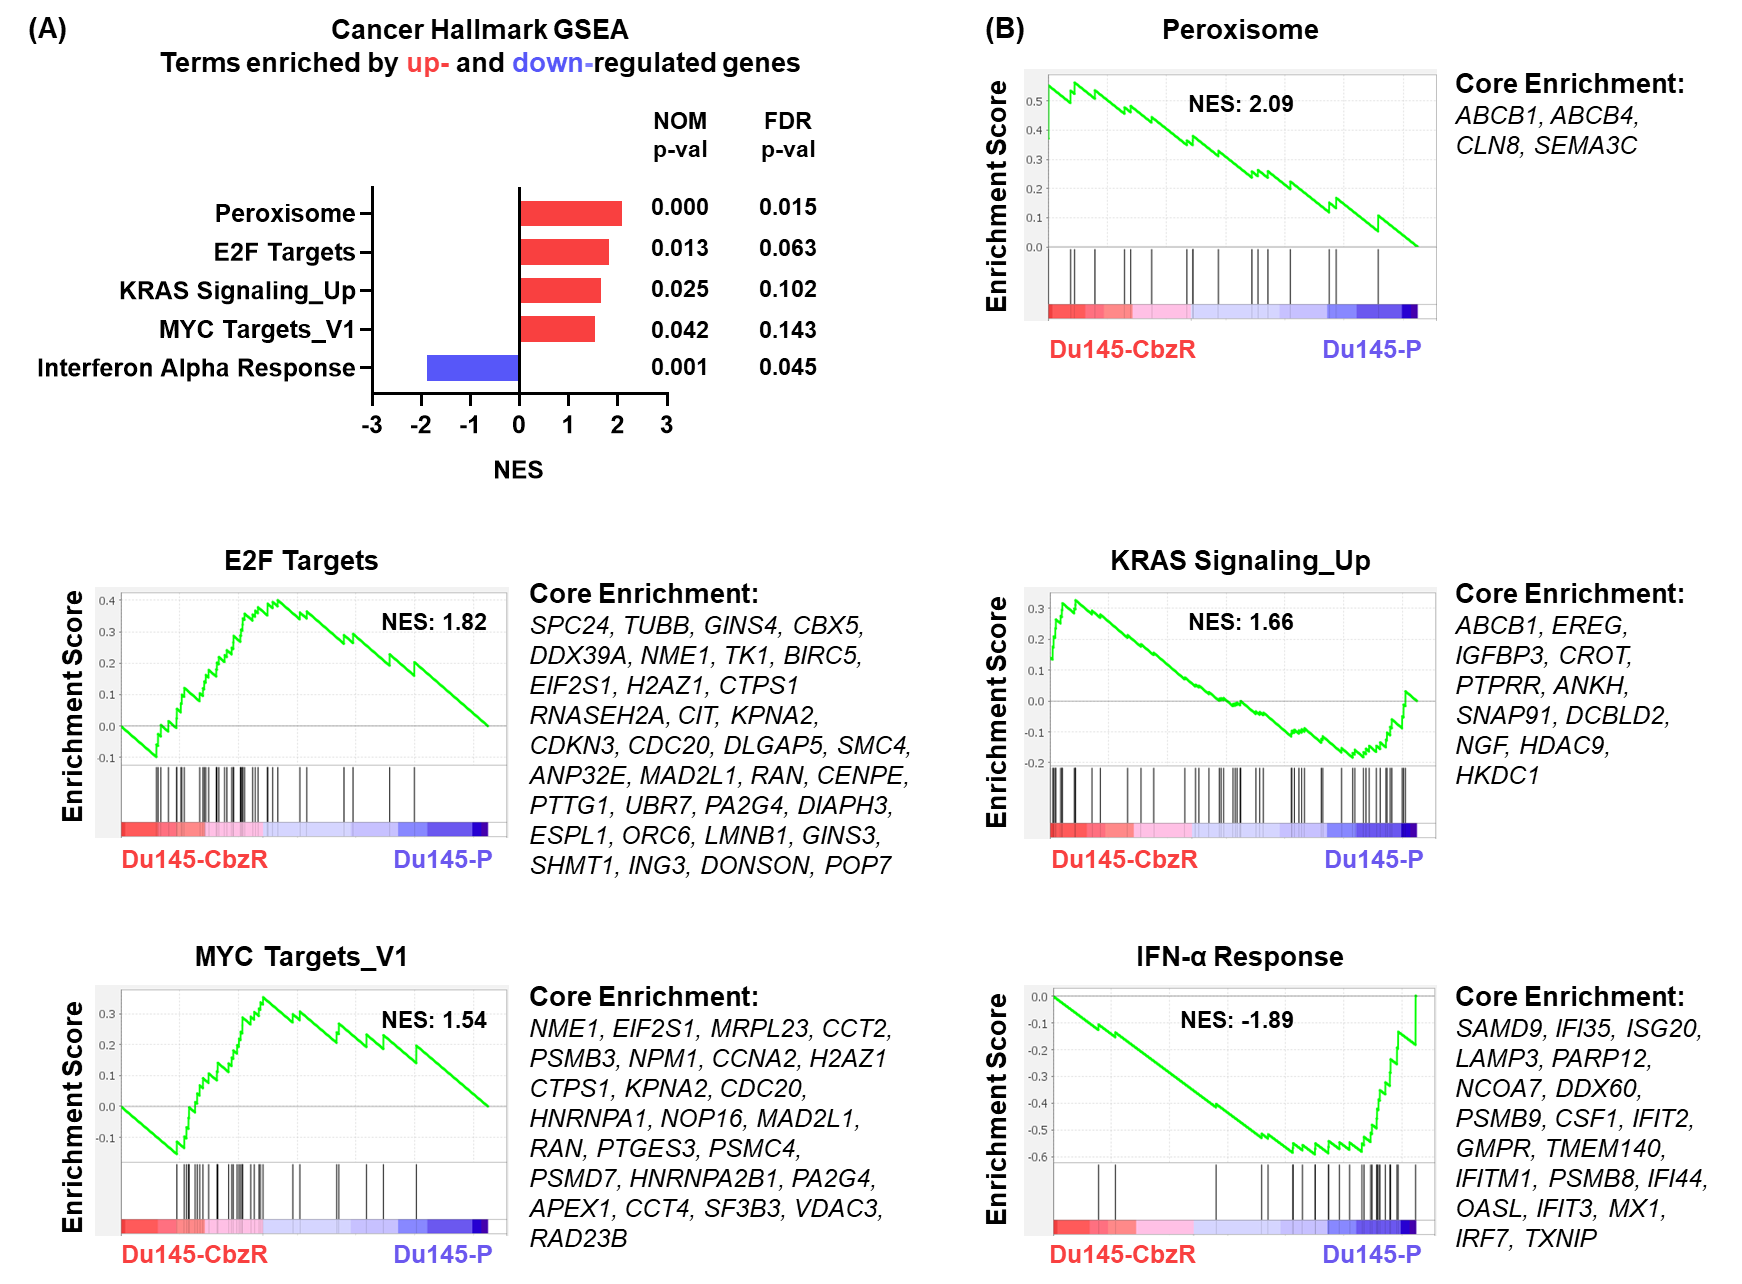

**Sup. Fig. 4**

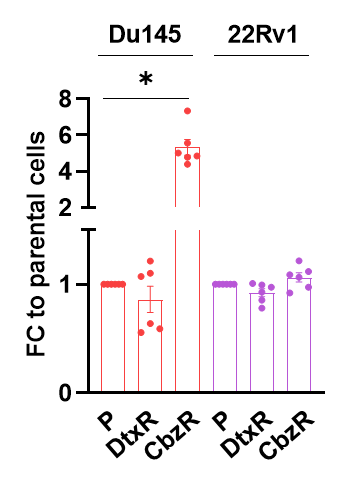

**Sup. Fig. 5**

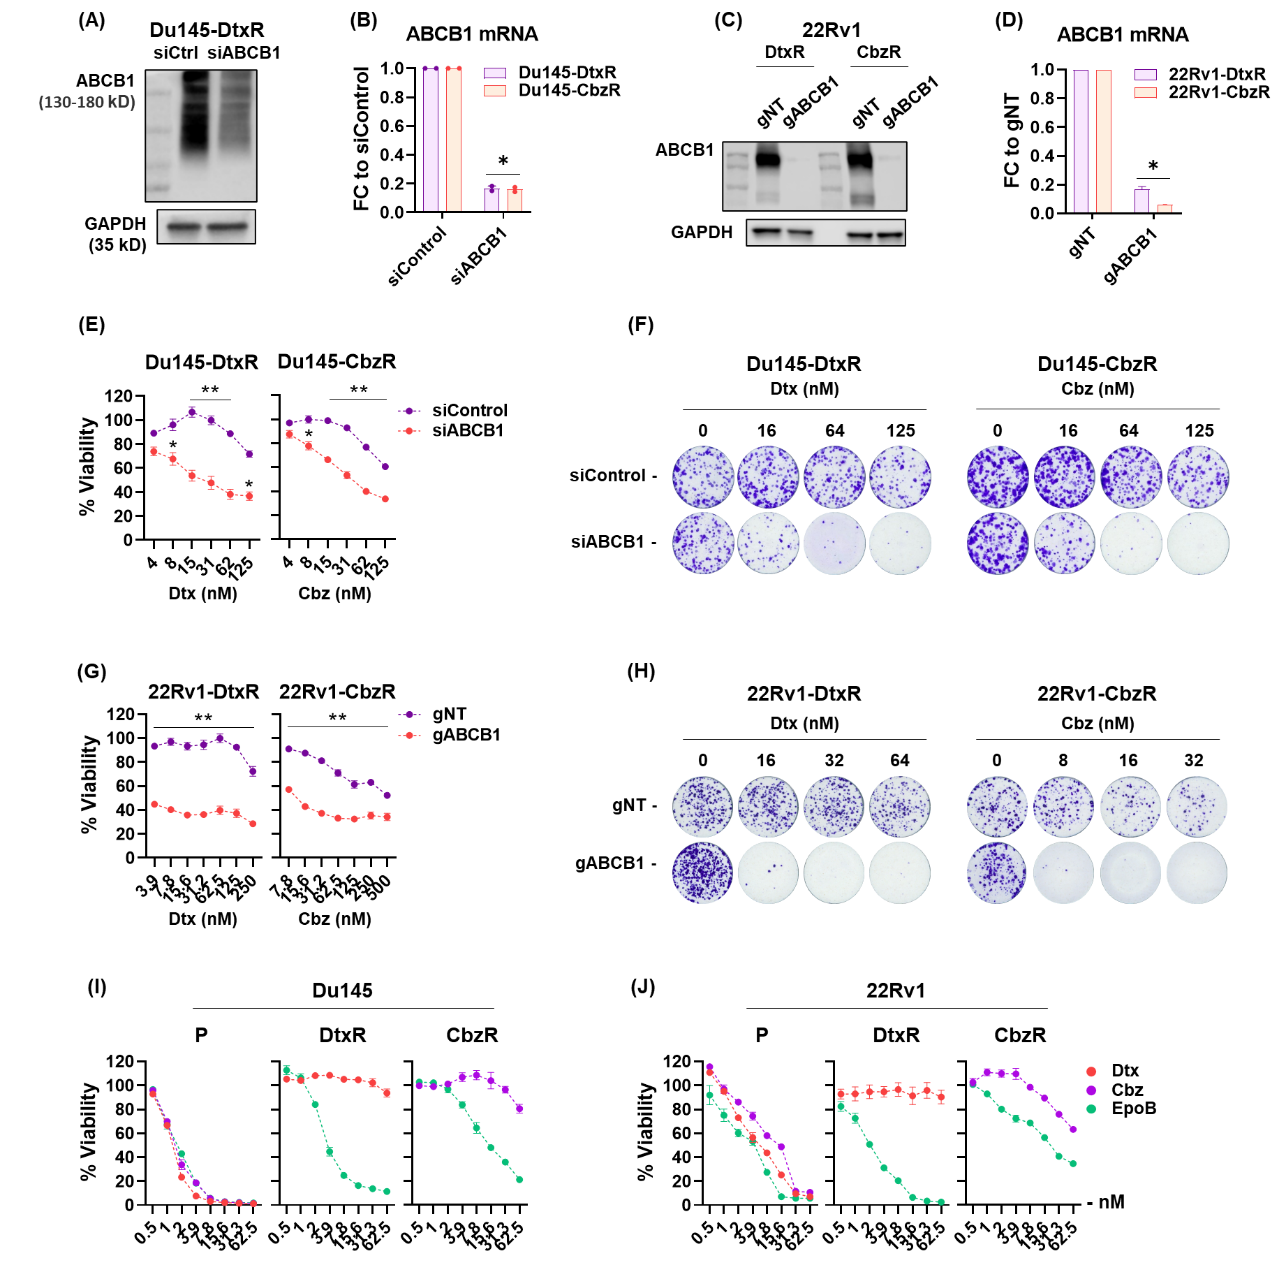

**Sup. Fig. 6**

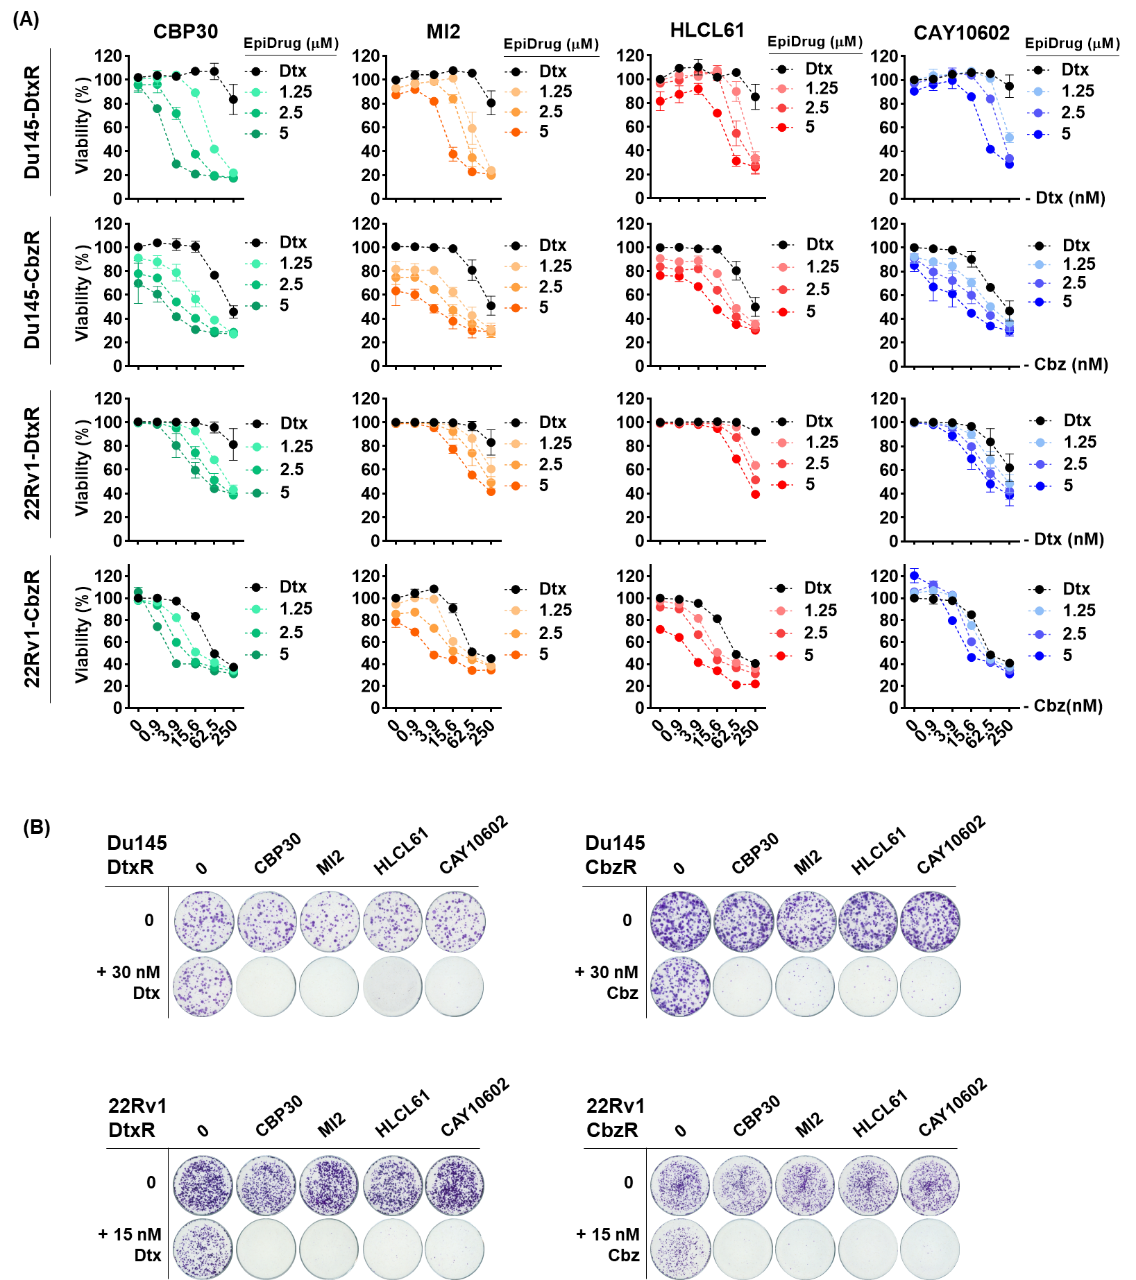

**Sup. Fig. 7**

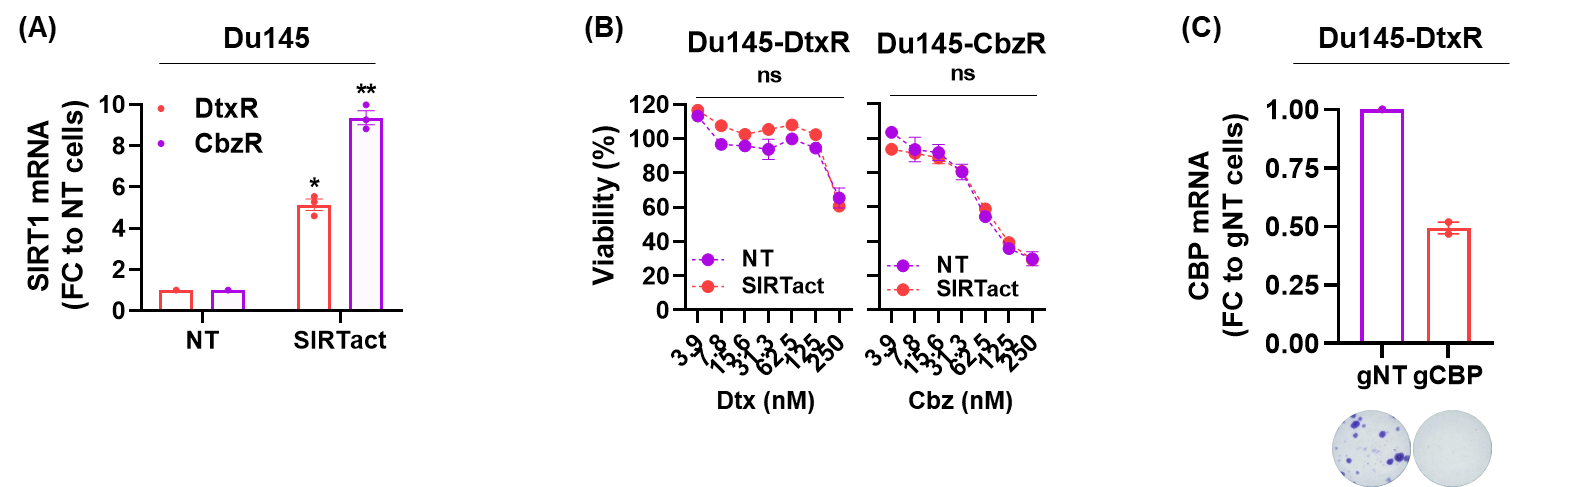

**Sup. Fig. 8**

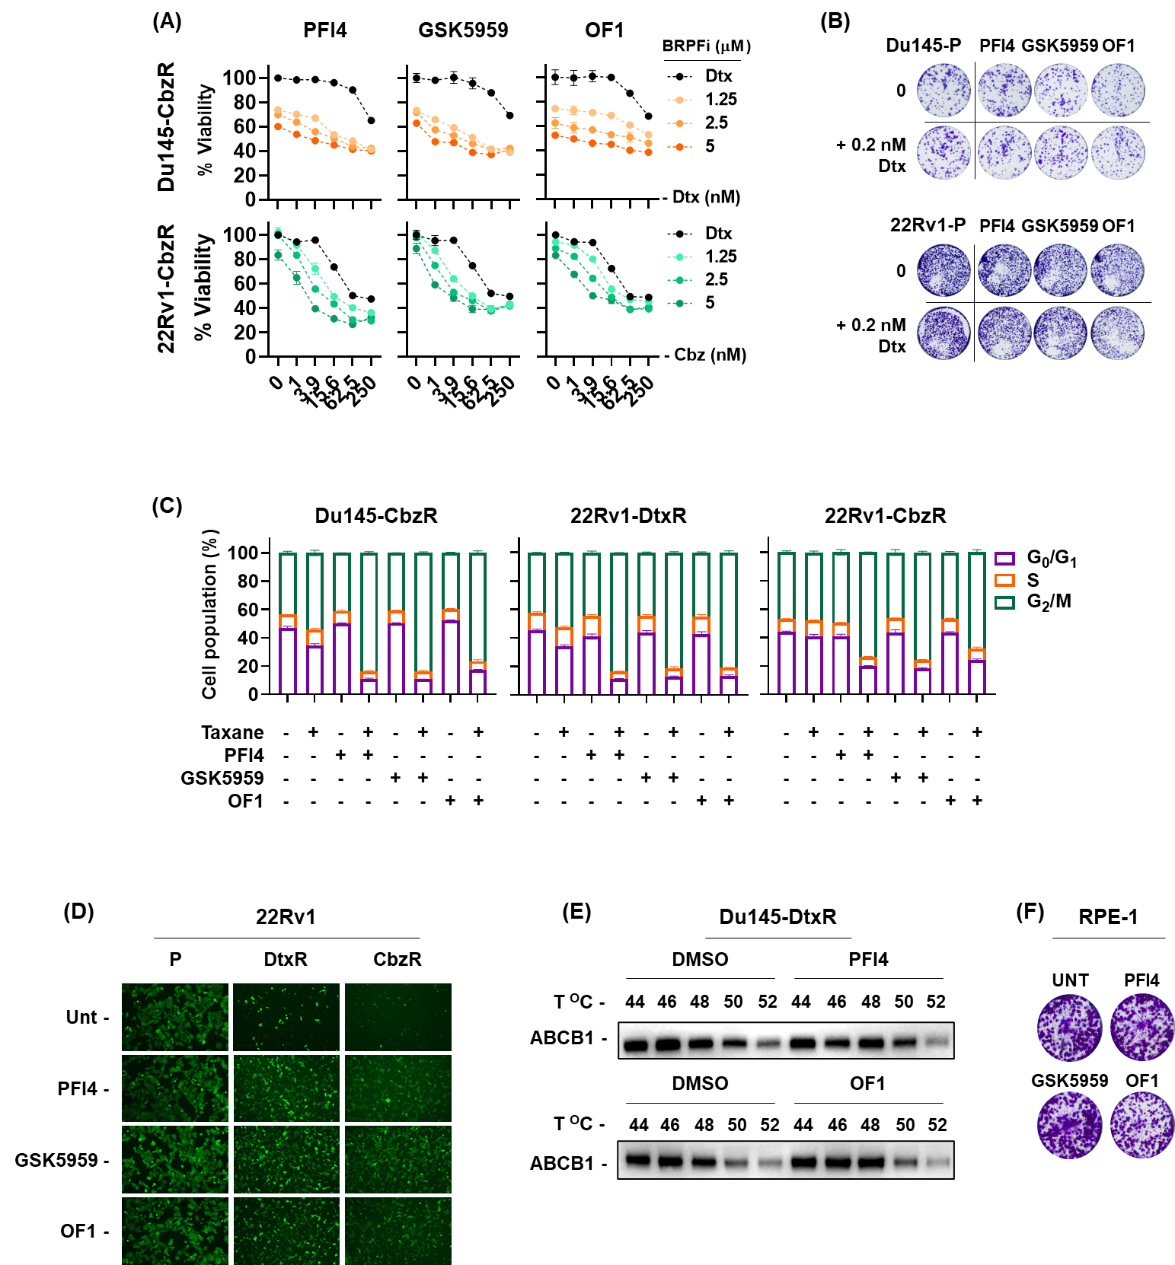

**Sup. Fig. 9**

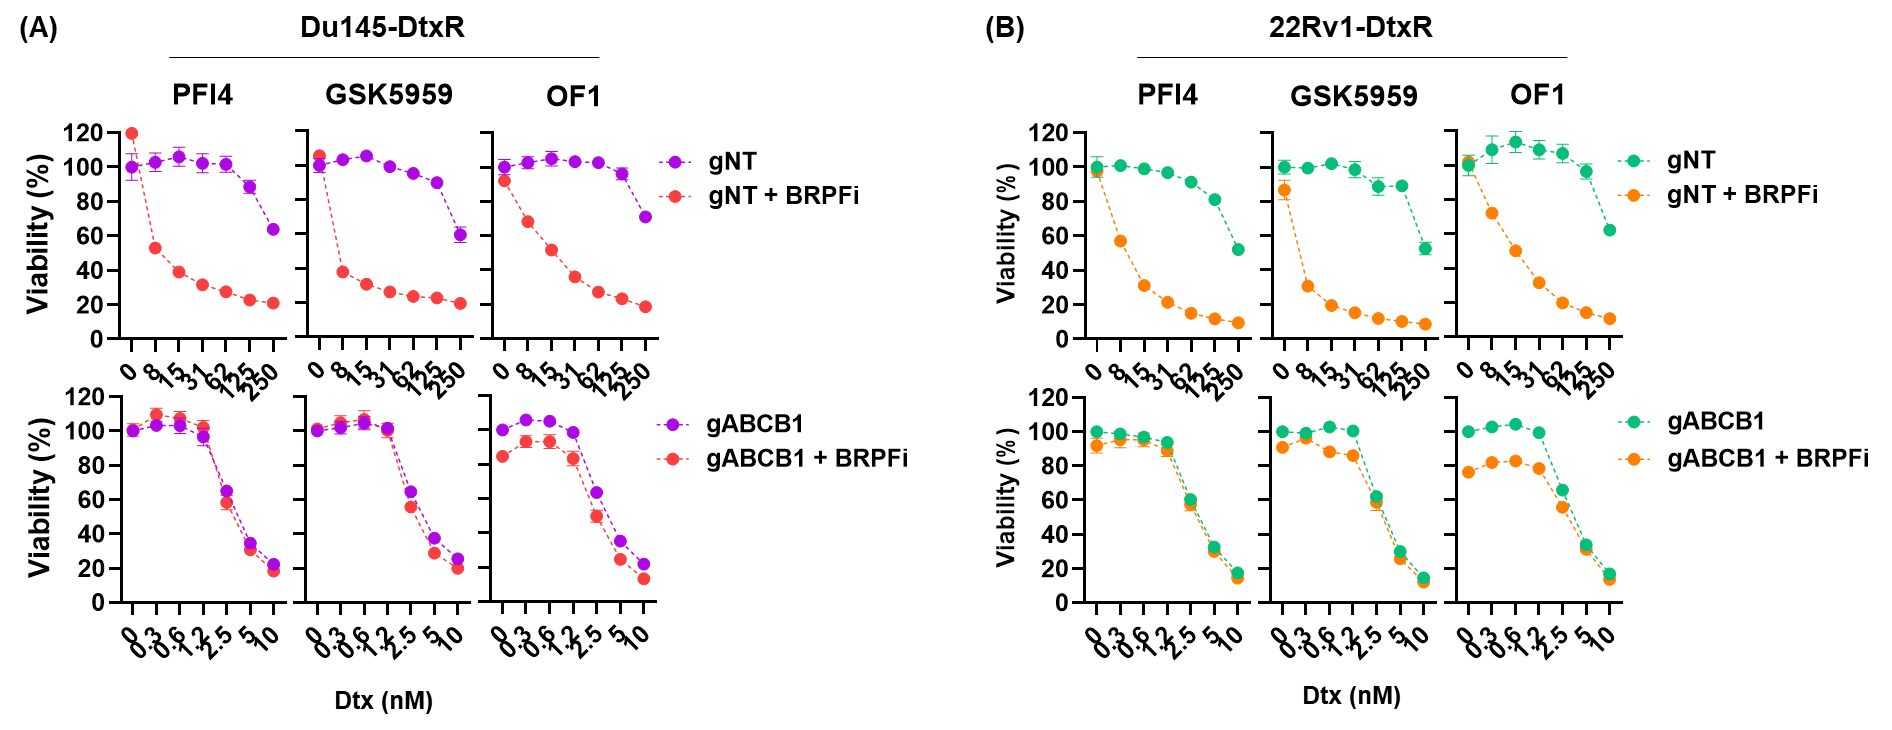

**Sup. Fig. 10**

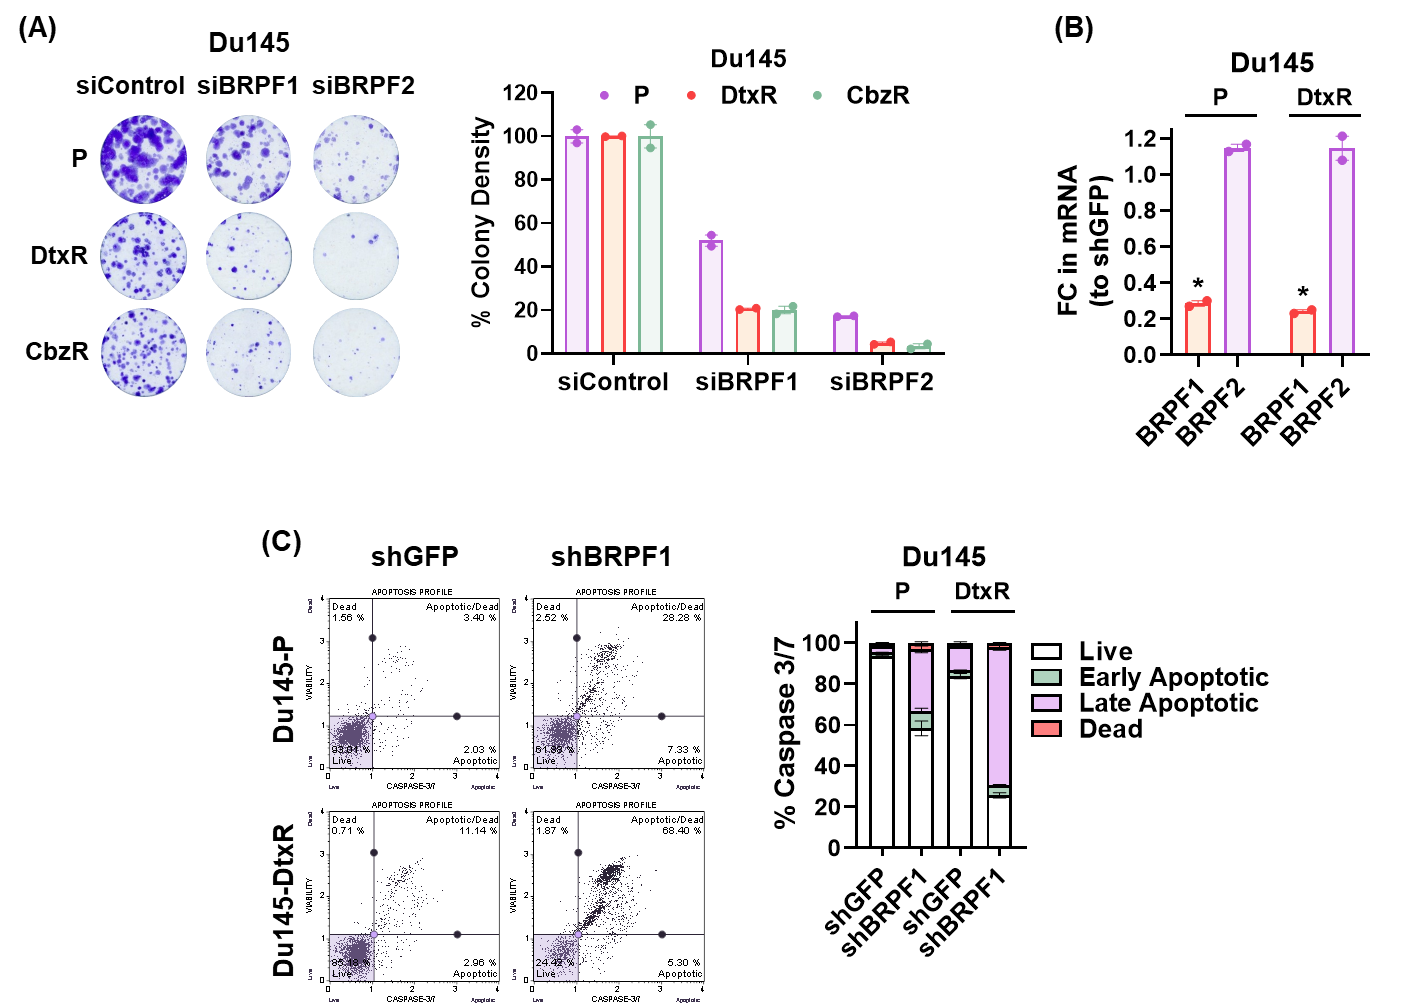

**Sup. Fig. 11**

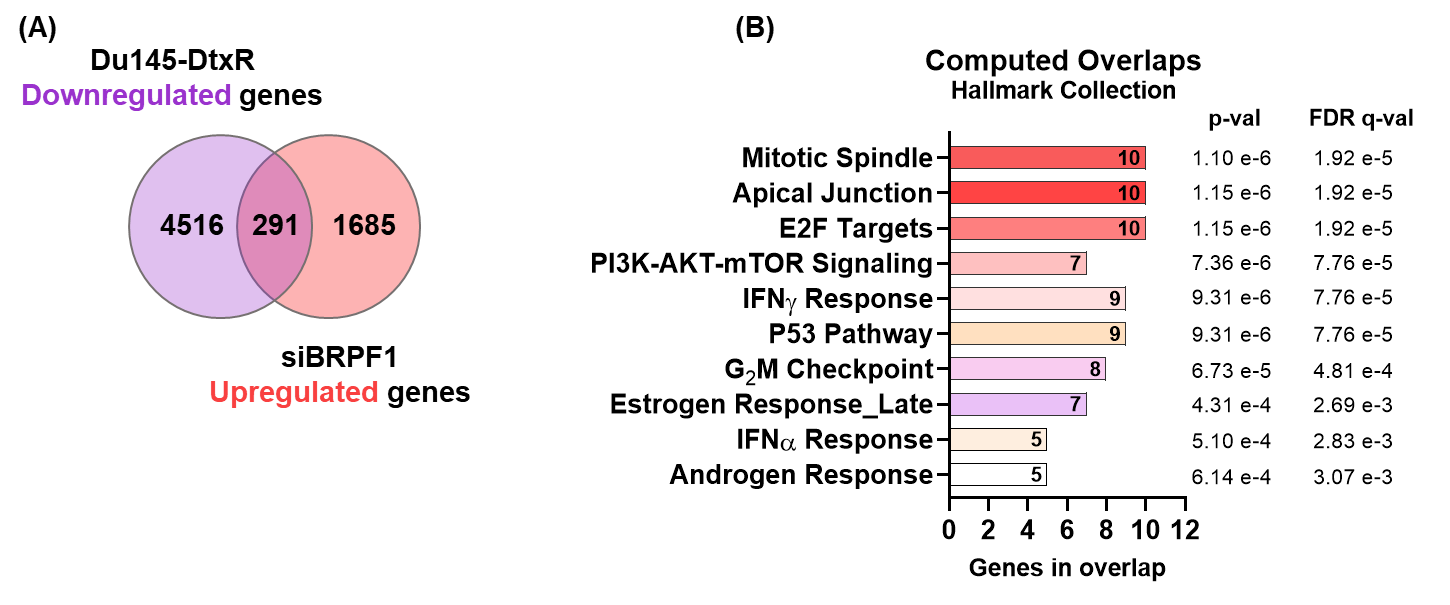

**Sup. Fig. 12**

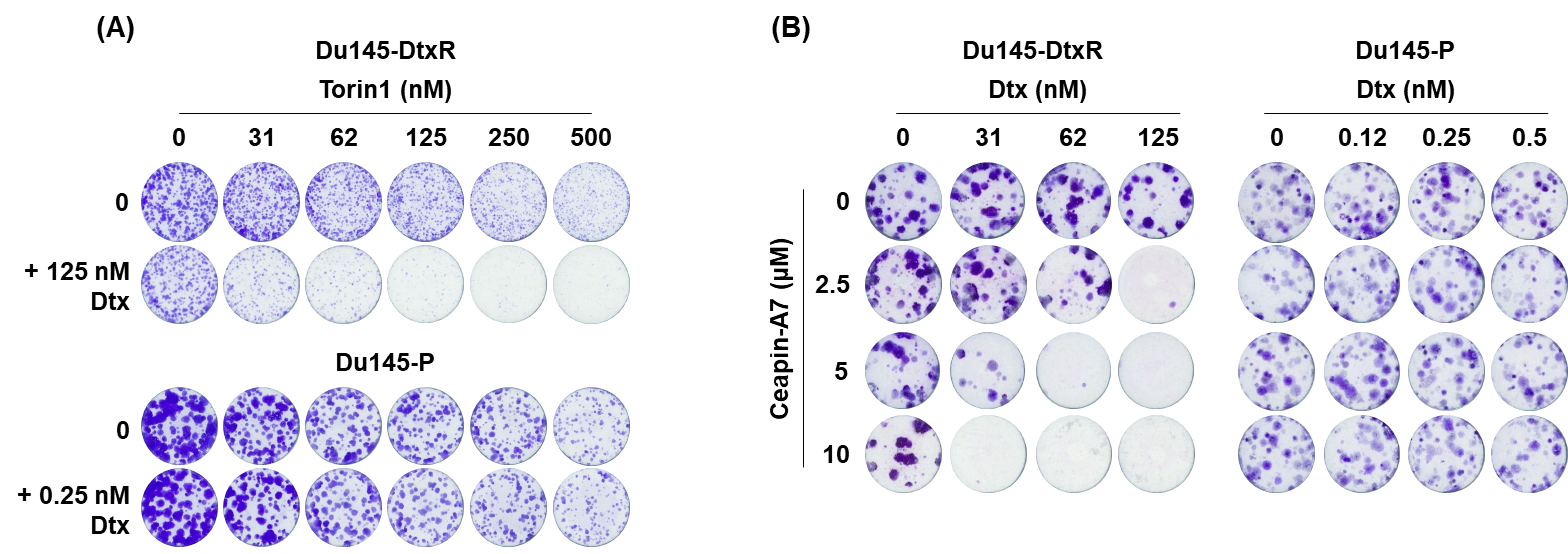

**Sup. Fig. 13**

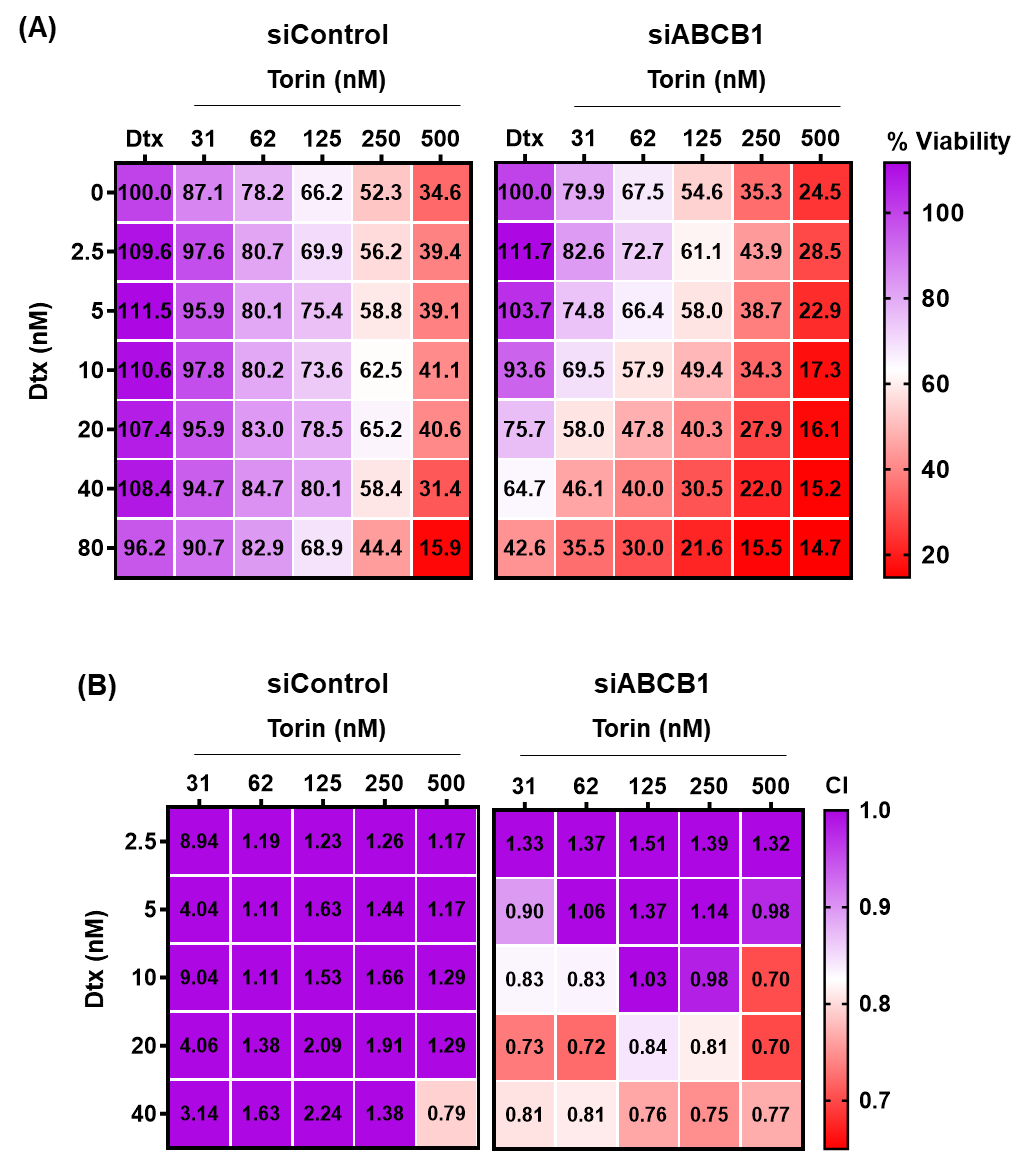

**Sup. Fig. 14**

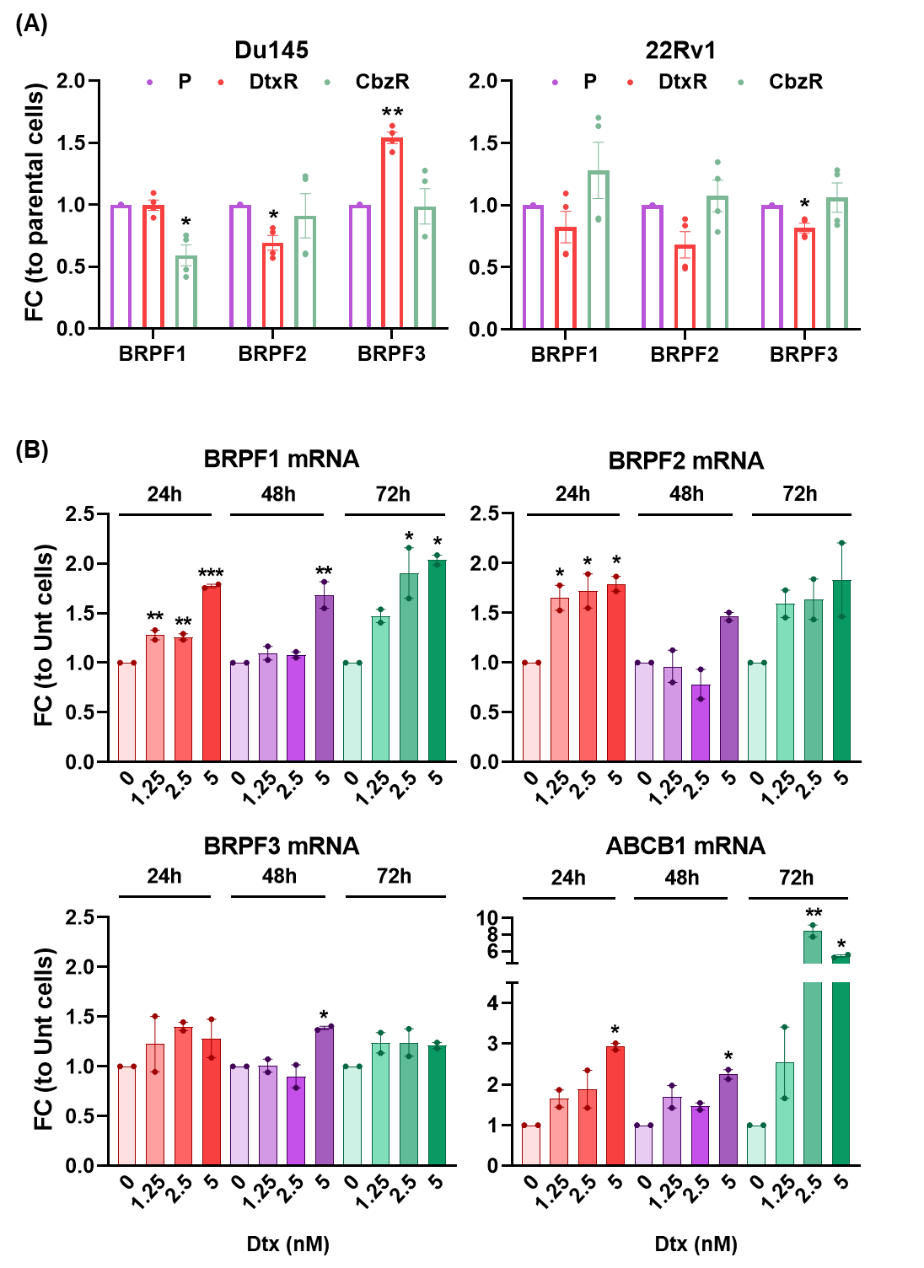

**Supplement:** Supplementary file 1 — Supplementary Figures

# Supplementary material for: Exploiting epigenetic targets to overcome taxane resistance in prostate cancer
**Source:** Cell Death Dis. 2024 Feb 12;15(2):132. doi: 10.1038/s41419-024-06422-1
**Supplement:** Supplementary file 2 — Supplementary Tables

**Sup. Table 1.** The nucleotide sequences of the primers used in the study.

**Sup. Table 2.** Top 10 ranked up- (red) and down-regulated (purple) genes in Du145-DtxR cells.

| Gene Name | LogFC | p-val | FDR | Description |
| --- | --- | --- | --- | --- |
| CP | 10.7 | 9.5E-107 | 2.5E-104 | Ceruloplasmin |
| ABCB1 | 9.1 | 3.7E-91 | 7.9E-89 | ATP Binding Cassette Subfamily B Member 1 |
| ABCC9 | 8.9 | 1.7E-12 | 1.7E-11 | ATP Binding Cassette Subfamily C Member 9 |
| KRTAP2-3 | 8.3 | 3.4E-96 | 7.6E-94 | Keratin Associated Protein 2-3 |
| C4orf19 | 7.6 | 4.6E-10 | 3.7E-09 | Chromosome 4 Open Reading Frame 19 |
| CFAP299 | 6.3 | 6.4E-07 | 3.5E-06 | Cilia And Flagella Associated Protein 299 |
| TDRD1 | 6.0 | 1.7E-06 | 9.2E-06 | Tudor Domain Containing 1 |
| GJA1 | 5.9 | 7.7E-101 | 1.8E-98 | Gap Junction Protein Alpha 1 |
| MIR4500HG | 5.7 | 1.7E-06 | 9.1E-06 | MIR4500 Host Gene |
| NFE4 | 5.7 | 1.9E-14 | 2.3E-13 | Nuclear Factor, Erythroid 4 |
| NUDT7 | -8.3 | 2.1E-11 | 1.9E-10 | Nudix hydrolase 7 |
| CA12 | -8.4 | 1.6E-11 | 1.5E-10 | Carbonic anhydrase 12 |
| TSNARE1 | -8.6 | 7.6E-12 | 7.3E-11 | t-SNARE domain containing 1 |
| SLC6A11 | -8.9 | 1.0E-12 | 1.0E-11 | Solute carrier family 6 member 11 |
| ADAMTS15 | -9.0 | 6.0E-13 | 6.3E-12 | ADAM metallopeptidase with thrombospondin type 1 motif 15 |
| COL5A1 | -9.0 | 4.8E-13 | 5.1E-12 | Collagen type V alpha 1 chain |
| S1PR3 | -9.5 | 2.6E-14 | 3.0E-13 | Sphingosine-1-phosphate receptor 3 |
| DAPK1 | -10.3 | 2.4E-16 | 3.3E-15 | Death associated protein kinase 1 |
| SH3BGRL | -11.2 | 6.0E-19 | 9.8E-18 | SH3 domain binding glutamate rich protein like |
| BCHE | -12.3 | 4.3E-22 | 8.8E-21 | Butyrylcholinesterase |

**Sup. Table 3.** Top 10 ranked up- (red) and down-regulated (purple) genes in Du145-CbzR cells.

| Gene Name | LogFC | p-val | FDR | Description |
| --- | --- | --- | --- | --- |
| ABCB1 | 12.0 | 1.1E-154 | 1.7E-151 | ATP Binding Cassette Subfamily B Member 1 |
| SLFN14 | 6.9 | 1.E-23 | 8.5E-22 | Schlafen Family Member 14 |
| HNRNPA1P9 | 6.7 | 2.4E-07 | 2.2E-06 | Heterogeneous Nuclear Ribonucleoprotein A1 Pseudogene 9 |
| CCDC187 | 6.0 | 2.0E-25 | 1.0E-23 | Coiled-Coil Domain Containing 187 |
| ABCB4 | 5.9 | 4.4E-15 | 1.0E-13 | ATP Binding Cassette Subfamily B Member 4 |
| MMP1 | 5.8 | 2.8E-89 | 1.2E-86 | Matrix Metallopeptidase 1 |
| ENSG00000286432 | 5.7 | 1.8E-23 | 8.1E-22 | lncRNA, novel transcript |
| MIR4500HG | 5.7 | 3.3E-06 | 2.5E-05 | MIR4500 Host Gene |
| MC5R | 5.4 | 8.8E-06 | 6.3E-05 | Melanocortin 5 Receptor |
| LINC01322 | 5.3 | 1.7E-43 | 2.2E-41 | Long Intergenic Non-Protein Coding RNA 1322 |
| EVC2 | -8.3 | 2.1E-11 | 1.9E-10 | EvC Ciliary Complex Subunit 2 |
| GPR173 | -8.3 | 1.6E-11 | 1.5E-10 | G Protein-Coupled Receptor 173 |
| DNAJC15 | -8.5 | 7.6E-12 | 7.3E-11 | DnaJ Heat Shock Protein Family (Hsp40) Member C15 |
| ZNF677 | -8.6 | 1.0E-12 | 1.0E-11 | Zinc Finger Protein 677 |
| TXNIP | -8.6 | 6.0E-13 | 6.3E-12 | Thioredoxin Interacting Protein |
| BRDT | -8.6 | 4.8E-13 | 5.1E-12 | Bromodomain Testis Associated |
| TINAGL1 | -10.3 | 2.6E-14 | 3.0E-13 | Tubulointerstitial Nephritis Antigen Like 1 |
| SLFN11 | -10.4 | 2.4E-16 | 3.3E-15 | Schlafen Family Member 11 |
| ZNF518B | -10.5 | 6.0E-19 | 9.8E-18 | Zinc Finger Protein 518B |
| BCHE | -12.8 | 4.3E-22 | 8.8E-21 | Butyrylcholinesterase |

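Sup. Table 4 gives, for 14 hallmark gene sets, the genes of sets enriched in Du145-DtxR. It was chosen on these libraries, and the legend of Fig. 1A gives limits on FDR and fold change, so neither the direction of its genes in Du145-DtxR nor their passing a test there is independent evidence, and the table states nothing of Du145-CbzR. In Du145-DtxR every tested member passed at an adjusted p under 0.05 in the stated direction in all 14 sets. These were 70 genes of MYC targets v1, with a median log2 fold change of 0.72, 44 of the unfolded protein response (0.92), 53 of the E2F targets (0.69), 38 of TNFA signaling via NF-κB (1.60) and 58 of mTORC1 signaling (1.07). Sets with lower genes included late estrogen response (26 genes, median -2.55) and angiogenesis (9 genes, median -4.16 with genes at 0 counts set to their bound). Du145-CbzR is set against the same 2 Du145-P libraries, so part of any agreement with Du145-DtxR is built in, and how much was not tested for these sets. Of the MYC targets v1, 53 of 70 were higher and 5 lower in Du145-CbzR (53 higher and 5 lower when adjusted over the list alone). By camera, MYC targets v1 had adjusted p = 1.01e-07, and adjusted p = 0.352 with an estimated correlation. Of the E2F targets 34 of 53 were higher and 7 lower (34 higher and 7 lower when adjusted over the list alone). By camera, these E2F targets had adjusted p = 1.23e-05, and adjusted p = 0.352 with an estimated correlation. The G2M checkpoint genes had 33 of 44 higher and 2 lower (35 higher and 2 lower when adjusted over the list alone). By camera, the G2M genes had adjusted p = 3.46e-07, and adjusted p = 0.347 with an estimated correlation. The unfolded protein response had 20 of 44 higher and 10 lower (21 higher and 10 lower when adjusted over the list alone). By camera, the UPR genes had adjusted p = 0.139, and adjusted p = 0.352 with an estimated correlation. TNFA signaling via NF-κB had 21 of 38 higher and 10 lower (22 higher and 10 lower when adjusted over the list alone). By camera, the TNFA genes had adjusted p = 0.0114, and adjusted p = 0.347 with an estimated correlation. For mTORC1 signaling 33 of 58 were higher and 14 lower (33 higher and 15 lower when adjusted over the list alone). By camera, the mTORC1 genes had adjusted p = 0.0194, and adjusted p = 0.347 with an estimated correlation. Late estrogen response genes were lower in 20 of 26 cases and higher in 4 (4 higher and 20 lower when adjusted over the list alone). By camera, the estrogen genes had adjusted p = 2.53e-04, and adjusted p = 0.347 with an estimated correlation.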

**Sup. Table 4.** The genes in positively (NES ≥ 1.5) and negatively (NES ≤ 1.5) enriched gene sets in Du145-DtxR cells.

| **Gene Sets** | **Genes** |
| --- | --- |
| **MYC Targets v1** | *ODC1, CANX, ABCE1, EIF2S1, SYNCRIP, NOP16, TCP1, NOLC1, DDX18, IARS1, H2AZ1, SRM, SRPK1, MRPS18B, RAN, MAD2L1, PSMD14, HSPE1, SNRPA1, IFRD1, COPS5, HNRNPA3, CTPS1, SF3B3, ETF1, EPRS1, CAD, KARS1, MRPL23, HDGF, CCNA2, DDX21, CCT2, CCT3, NPM1, GOT2, HNRNPD, PSMD1, EIF4E, XPOT, CCT5, BUB3, NOP56, CCT4, HSPD1, EIF1AX, HSP90AB1, EIF3J, ORC2, PSMB2, C1QBP, XRCC6, PSMD7, EIF4A1, AP3S1, VBP1, KPNA2, EIF4G2, NME1, SSB, CDC20, CSTF2, CCT7, SERBP1, PSMA6, VDAC3, PA2G4, SNRPG, PSMA1, PRDX4* |
| **UPR** | *HERPUD1, HSPA5, STC2, DNAJC3, CALR, HYOU1, HSP90B1, XBP1, SERP1, CHAC1, EIF2S1, DNAJB9, EIF4EBP1, TUBB2A, SSR1, DKC1, NOP14, PDIA6, CEBPG, NOLC1, VEGFA, IARS1, SLC7A5, DDX10, TARS1, SPCS3, SEC31A, LSM1, ATF3, PSAT1, TATDN2, ATP6V0D1, NABP1, ASNS, SRPRB, DDIT4, ERN1, NPM1, EIF4E, XPOT, NOP56, HSPA9, GEMIN4, MTHFD2* |
| **MYC Targets v2** | *HK2, TFB2M, NDUFAF4, NIP7, NOP16, MRTO4, NOLC1, GRWD1, DDX18, SRM, RRP12, PPRC1, BYSL, UTP20, HSPE1, FARSA, WDR43, DCTPP1, WDR74, NPM1, IMP4, PES1, PUS1, PLK4, MYBBP1A, NOP56, HSPD1, PLK1, NOC4L, SUPV3L1, PRMT3* |
| **E2F Targets** | *LYAR, JPT1, EIF2S1, SYNCRIP, EXOSC8, DDX39A, TUBB, NOLC1, DIAPH3, H2AZ1, PSMC3IP, HMGA1, MELK, RAN, MAD2L1, SMC4, PRIM2, TACC3, CTPS1, GINS4, TIPIN, DCTPP1, HNRNPD, ORC6, ING3, PLK4, NOP56, ASF1A, ORC2, HUS1, DONSON, MTHFD2, XRCC6, PLK1, PNN, ANP32E, ZW10, CDKN3, CDC25A, KPNA2, PRKDC, CSE1L, NME1, TRIP13, CENPE, CDC20, CDKN1A, NUDT21, CKS1B, RAD51AP1, EZH2, PA2G4, PRDX4* |
| **TNFA Signaling via NFKB** | *BCL2A1, EDN1, ICAM1, SERPINB8, FOSL1, TNC, TNFAIP3, JUN, NAMPT, CXCL1, G0S2, CXCL2, GADD45A, IL15RA, IL7R, MXD1, CD44, PLK2, EGR1, HBEGF, CSF2, ETS2, KLF6, MSC, ATP2B1, CFLAR, TNFRSF9, IL6, DUSP5, MAP2K3, CCND1, DNAJB4, GADD45B, TUBB2A, MARCKS, CCN1, SGK1, CSF1, SERPINE1, CCL20, TLR2* |
| **Inflammatory Response** | *EDN1, SLC4A4, CXCL8, ICAM1, CYBB, NAMPT, DCBLD2, IL18R1, IL15RA, RNF144B, EREG, IL7R, MXD1, P2RY2, CD70, HBEGF, HRH1, KLF6, ATP2B1, TNFRSF9, IL6, LPAR1, AXL, SLC7A2, TIMP1, LYN, CSF1, SERPINE1, CCL20, TLR2* |
| **IL6-JAK-STAT3 Signaling** | *FAS, JUN, CXCL1, IL18R1, IL15RA, CD44, CSF2, IL6, IL7, TNFRSF12A* |
| **MTORC1 Signaling** | *DDIT3, HSPA5, SDF2L1, BCAT1, NAMPT, CALR, HSP90B1, NIBAN1, ARPC5L, CANX, MLLT11, PDK1, XBP1, SERP1, STARD4, FKBP2, HK2, POLR3G, CTSC, MTHFD2L, MAP2K3, GMPS, PSMG1, WARS1, SSR1, CACYBP, TRIB3, PPA1, EEF1E1, ATP6V1D, UCHL5, DDX39A, PNO1, ITGB2, SLC7A5, PSME3, GOT1, DHCR24, SLC7A11, PSMD12, PSAT1, PSMD14, TCEA1, HSPE1, IFRD1, COPS5, NFKBIB, RIT1, ASNS, SLC2A1, ETF1, PSMA3, EPRS1, ACTR3, SLC1A5, DDIT4, ELOVL6, SHMT2* |
| **G_2_M Checkpoint** | *SAP30, ODC1, HSPA8, JPT1, SYNCRIP, CCND1, DKC1, MARCKS, DDX39A, KMT5A, FBXO5, NOLC1, SLC7A5, H2AZ1, HMGA1, E2F3, E2F4, MAD2L1, SMC4, PRIM2, TACC3, ORC5, ATF5, CCNA2, CDC6, HNRNPD, ORC6, PLK4, SLC7A1, BUB3, NOTCH2, DR1, HUS1, KIF20B, PLK1, CDKN3, CDC25A, RBM14, KPNA2, NUP50, CENPE, CDC20, HIF1A, NSD2* |
| **Allograft Rejection** | *ICAM1, IL12A, FAS, BCAT1, EREG, CAPG, ETS1, PSMB10, IL6, IL7, TAP2, ABCE1, WARS1, TIMP1, LYN, CSF1, TLR2, HDAC9, ITGB2, BCL10, EIF5A* |
| **IL2-STAT5 Signaling** | *ABCB1, IL1RL1, SCN9A, PLAGL1, IL18R1, ODC1, CAPG, MXD1, CD44, CSF2, SPRY4, NT5E, KLF6, NFKBIZ, CDCP1, TNFRSF9, PRKCH, XBP1, ITGA6, BCL2L1, PDCD2L, HK2* |
| **Estrogen Response_Late** | *IMPA2, SCNN1A, ALDH3B1, IDH2, TFPI2, OPN3, CCN5, FGFR3, SEMA3B, CYP26B1, CISH, CELSR2, TOB1, TJP3, FOS, ASS1, DNAJC12, TNNC1, TFAP2C, CACNA2D2, RET, IGFBP4, CDH1, OLFM1, CYP4F11, CA12* |
| **KRAS Signaling_Dn** | *ABCG4, ATP6V1B1, IGFBP2, GAMT, PDK2, SLC30A3, RYR1, PDE6B, ADRA2C, TFCP2L1, YBX2, HTR1B, FGFR3, CD207, CACNA1F, ARHGDIG, PTPRJ, CELSR2, PRODH, EGF, YPEL1, LYPD3, NR4A2, TNNI3, KCNN1, RGS11, EFHD1, LFNG, MX1, P2RX6, SNCB, KCNQ2, SLC38A3, SELENOP, GPRC5C* |
| **Angiogenesis** | *POSTN, FSTL1, S100A4, MSX1, VTN, SPP1, THBD, COL3A1, STC1* |

**Sup. Table 5.** Representation of overlapping pathways/signaling of genes downregulated by siBRPF1 (The set of genes which lie in the intersection of the Venn diagram shown in **Figure 4F.**

| **Gene Set Name** | **Description** | **Genes** |
| --- | --- | --- |
| **Unfolded Protein Response** | Genes upregulated during unfolded protein response; a cellular stress response related to the endoplasmic reticulum | *HSPA5, DDIT4, XBP1, ASNS, MTHFD2, HSP90B1, CALR, SERP1, PSAT1, EDEM1, ATF3, NOLC1, CKS1B, SHC1, SRPRB, HYOU1, EIF4EBP1, ERN1, ATF4, ALDH18A1, CHAC1, HERPUD1* |
| **MTORC1 Signaling** | Genes upregulated through activation of mTORC1 complex | *HSPA5, DDIT4, XBP1, ASNS, MTHFD2, HSP90B1, CALR, SERP1, PSAT1, EDEM1, LRX, SLC2A1, DDIT3, SLC1A5, ITGB2, TRIB3, STARD4, CYB5B, IDH1, GOT1, WARS1, TCEA1, POLR3G, SDF2L1, UFM1* |
| **TNFA Signaling via NF-κB** | Genes regulated by NF-kB in response to TNF | *ATF3, PLAUR, SERPINE1, CCN1, CXCL1, MYC, TNFRSF9, HBEGF, GCH1, ICAM1, RIPK2, IL18, IL15RA, RELA, FOSL2, TRAF1, PHLDA1, PLAU, BIRC3, DUSP5, EGR1, BIRC2, FOSL1* |
| **Epithelial Mesenchymal Transition** | Genes defining epithelial-mesenchymal transition, as in wound healing, fibrosis, and metastasis | *PLAUR, SERPINE1, CCN1, CXCL1, CXCL8, PVR, CCN2, LOX, ITGA2, COL4A2, GJA1, THBS1, DST, DKK1, LAMC2, CTHRC1, COL12A1, LRRC15, LOXL2, TPM4, VEGFC, IL32* |
| **Inflammatory Response** | Genes defining inflammatory response | *PLAUR, SERPINE1, MYC, TNFRSF9, HBEGF, GCH1, ICAM1, RIPK2, IL18, IL15RA, RELA, CXCL8, PVR, SLC7A2, SLC7A1, LAMP3, IRAK2, CD70* |
| **Hypoxia** | Genes upregulated in response to low oxygen levels (hypoxia) | *HSPA5, DDIT4, ATF3, GLRX, SLC2A1, DDIT3, PLAUR, SERPINE1, CCN1, FOSL2, CCN2, LOX, ERRFI1, CP, PAM, HOXB9* |
| **IL2 STAT5 Signaling** | Genes upregulated by STAT5 in response to IL2 stimulation | *XBP1, SLC1A5, MYC, TNFRSF9, TRAF1, PHLDA1, DHRS3, FAM126B, PLAGL1, PRKCH, SLC39A8, CDCP1, SPRY4, SH3BGRL2* |
| **KRAS Signaling_Up** | Genes upregulated by KRAS activation | *GLRX, ITGB2, PLAUR, HBEGF, TRAF1, PLAU, BIRC3, ITGA2, DUSP6, HDAC9, ETV5, DNMBP, TMEM158, GALNT3* |
| **Cholesterol Homeostasis** | Genes involved in cholesterol homeostasis | *ATF3, TRIB3, STARD4, PLAUR, ERRFI1, MAL2, GLDC, GPX8, CBS* |
| **Complement** | Genes encoding components of the complement system, which is part of the innate immune system | *HSPA5, PLAUR, SERPINE1, CXCL1, DUSP5, COL4A2, CP, DUSP6, CSRP1, SH2B3, CR2, CALM1, USP14* |

**Sup. Table 6.** Representation of overlapping pathways/signaling of genes upregulated by siBRPF1 (The set of genes which lie in the intersection of the Venn diagram shown in **Sup. Figure 11A.**

| **Gene Set Name** | **Description** | **Genes** |
| --- | --- | --- |
| **Mitotic Spindle** | Genes important for mitotic spindle assembly | *FSCN1, TAOK2, ESPL1, RFC1, KIF15, BCL2L11, BIN1, DYNLL2, KLC1, TUBD1* |
| **Apical Junction** | Genes encoding components of apical junction complex | *FSCN1, TAOK2, PIK3R3, PTEN, MAP3K20, B4GALT1, GNAI2, CTNND1, LDLRAP1, PBX2* |
| **E2F Targets** | Genes encoding cell cycle related targets of E2F transcription factors | *ESPL1, RFC1, PPM1D, STMN1, CDC25B, MCM2, RAD21, NUP205, MXD3, TIMELESS* |
| **PI3K-AKT-mTOR Signaling** | Genes up-regulated by activation of the PI3K/AKT/mTOR pathway | *PIK3R3, PTEN, MYD88, AKT1, RAC1, UBE2N, DUSP3* |
| **IFNγ Response** | Genes up-regulated in response to IFNG [GeneID=3458]. | *MYD88, IFIT2, OGFR, IFI35, IFIT3, IFIT1, TNFAIP2, LATS2, SPPL2A* |
| **P53 Pathway** | Genes involved in p53 pathways and networks | *PPM1D, S100A10, RXRA, ACVR1B, S100A4, DDB2, MXD4, HEXIM1, PRMT2* |
| **G_2_M Checkpoint** | Genes involved in the G_2_/M checkpoint, as in progression through the cell division cycle | *ESPL1, KIF15, MAP3K20, STMN1, CDC25B, MCM2, RAD21, E2F2* |
| **Estrogen Response_Late** | Genes defining late response to estrogen. | *CCN5, BAG1, NBL1, CYP26B1, ACOX2, MEST, IMPA2* |
| **IFNα Response** | Genes up-regulated in response to alpha interferon proteins | *IFIT2, OGFR, IFI35, IFIT3, CNP* |
| **Androgen Response** | Genes defining response to androgens | *B4GALT1, AKT1, KRT8, H1-0, APPBP2* |

# Supplementary material for: Exploiting epigenetic targets to overcome taxane resistance in prostate cancer
**Source:** Cell Death Dis. 2024 Feb 12;15(2):132. doi: 10.1038/s41419-024-06422-1
**Supplement:** Supplementary file 3 — Supplementary Figure and Table Legends

**Supplementary Figure Legends**

**Sup. Figure 1.** **(A)** Timeline and schema for establishing taxane resistant cell models. Figure was made in BioRender. **(B)** The dose dependent effects of Dtx or Cbz on the cell viability of parental (P) and resistant (R) PCa cell lines. The results were obtained by using CTG assay (72 h) and expressed as mean ± SEM. (*) p < 0.01 and (**) p < 0.0001 indicate significant differences in cell viability between parental and resistant cells. **(C)** Representative clonogenic images were obtained by treating cells with Dtx or Cbz for 72 h and the colony formation ability was analyzed 10-15 days after drug exposure. **(D)** Flow cytometry analysis of cell death in taxane treated Du145/22Rv1-P and -R cells. **(E)** CETSA for in-cell β-Tubulin target engagement. Western blots showing thermostable β-Tubulin following indicated heat shocks in the presence of Dtx (62.5 nM) or Cbz (31.5 nM) in Du145-P/R cells. CETSA images were quantified by using ImageJ software (shown below). **P:** parental, **R:** resistant. Uncropped western blot images corresponding to **Sup. Figure 1E** were shown in **Supplemental Material.**

**Sup. Figure 2.** The dose dependent effects of **(A)** paclitaxel (Ptx), doxorubicin (Dox), **(B)** cisplatin (CisPt), carboplatin (CarboPt) and oxaliplatin (OxaPt) on the cell viability of parental and resistant PCa cells. The results were obtained by using SRB assay (72 h) and expressed as the mean ± SEM of triplicate from 2 biological replicates. The IC_50_ value of each cell line is shown in corresponding colors below the dose-response curves. (*) and (#) indicate significant differences in cell viability between parental and DtxR or CbzR cells, respectively (p < 0.05). **P:** parental, **R:** resistant.

**Sup. Figure 3. (A)** Gene set enrichment (GSEA) analysis using hallmark gene sets from the MSigDB in Du145-DCbzR cells (FDR < 0.05, and Log_2_FC ≥ 0.5 or ≤ -0.5). **(B)** Enrichment plots for the gene sets enriched in GSEA Hallmark analysis.

**Sup. Figure 4.** ABCB1 amplification in taxane resistant PCa cells. The data expressed as mean ± SEM from 2 biological replicates. (*) indicates significant differences ABCB1 gene copy numbers between parental and resistant cells (p < 0.0001).

**Sup. Figure 5.** The efficiency of siRNA mediated ABCB1 knockdown was evaluated by performing both **(A)** western blot and **(B)** qRt-PCR analyses. **(C)** The efficiency of ABCB1 knockout (CRISPR-Cas9) in 22Rv1-R cells was validated using Western blot and **(D)** qRt-PCR analysis. **(E, F)** Taxane response in ABCB1 silenced cells was assessed by SRB (72h) and clonogenic viability assays. **(G, H)** SRB (72h) and clonogenic viability assays were performed on gABCB1 and gNT treated 22Rv1-R cells. The data expressed as mean ± SEM. Statistical significance denoted as (*) p < 0.001 and (**) p < 0.0001. **(I)** Dose dependent effects of Epothilone B (Epo B), Dtx or Cbz on the cell viability of parental and taxane resistant Du145 and **(J)** 22Rv1 cells. The results were obtained by CTG assay (72h) and expressed as mean ± SEM. **P:** parental, **R:** resistant.

**Sup. Figure 6.** Validation dose-response of epidrugs (CBP30, MI2, HLCL61 and CAY10602) on taxane resistant PCa cells. **(A)** Cells were co-treated with indicated drugs (taxane; 1-250 nM and indicated inhibitors; 1.25-5 µM) and the results were obtained by SRB viability assay (72 h). The data is expressed as mean ± SEM. **(B)** Clonogenic images were obtained by treating cells with indicated drugs for 72 h and the colony formation ability was analyzed 10-15 days after drug exposure.

**Sup. Figure 7. (A)** Validation of SIRT overexpression by qRT-PCR, comparing non-transduced (NT) cells to stably SIRT1 expressing counterparts. The data is expressed as mean ± SEM. Statistical significance denoted as (*) p < 0.01 and (**) p < 0.001. **(B)** Taxane response of SIRT1-expressing cells was assessed by SRB viability assay (72h). **(C)** Knockdown efficiency of gCBP in Du145-DtxR cells. After transduction with control (gNT) and CBP-targeting gRNAs, the expression of CBP was detected by qRt-PCR. The colony formation ability of CBP-guided cells is represented under the corresponding column.

**Sup. Figure 8. (A)** Validation dose-response curves of BRPF inhibitors (PFI4, GSK5959 and OF1) on Cbz-resistant cells. Cells were co-treated with indicated drugs (Dtx; 1-250 nM and BRPF inhibitors; 1.25-5 µM) and the results were obtained by SRB viability assay (72 h). The data is expressed as mean ± SEM. **(C)** Cell cycle distribution (24h) in resensitized resistant cells. **(D)** Calcein retention assay was performed in the absence or presence of BRPF inhibitors (5 µM, 24h). **(E)** CETSA for in-cell ABCB1 engagement. Western blots showing thermostable ABCB1 following indicated heat shocks (44°C, 46°C, 48°C, 50°C and 52°C) in the presence of the indicated BRPF inhibitors (5 µM) in Du145-DtxR cells. **(F)** The efficacy of BRPF inhibitors on RPE-1 cells was evaluated using colony formation assay.

**Sup. Figure 9.** Viability graphs of non-targeting (NT) and ABCB1-targeting (gABCB1) guide received **(A)** Du145-DtxR and **(B)** 22Rv1-DtxR cells co-treated with BRPF inhibitors (5 µM) and Dtx. The results were obtained by CTG viability assay (72 h). The data is expressed as mean ± SEM.

**Sup. Figure 10. (A)** Colony forming capability of siRNA treated Du145-P/R cells. Representative images (left panel) and quantifications (right panel) are shown. **(B)** Efficiency and specificity of stable knockdown of BRPF1 in Du145-P and -DtxR cells. After transduction with control (shGPF) and shBRPF1, the expressions of BRPF1 and BRPF2 were detected by qRt-PCR. (*) p < 0.05 indicates significant differences between shGFP and shBRPF1 cells. **(C)** Five days after transduction, cells were analyzed for cell death (caspase 3/7 activity). Representative plots (left panel) and quantifications are shown (right panel).

**Sup. Figure 11. (A)** Venn diagram showing the number of genes (intersection, 291) whose expression increased after silencing of BRPF1 among genes with decreased expression in Du145-DtxR cells (vs Du145-P). **(B)** Computed overlaps of the 291 genes in the Hallmark Collection of GSEA (MSigDB) database.

**Sup. Figure 12.** Clonogenic images were obtained by treating Du145-P and -DtxR cells with Torin1 (mTORC1/2 inhibitor, 8-500 nM) and Ceapin-A7 (ATF6α inhibitor, 2.5-10 µM) for 72 h and the colony formation ability was analyzed 10-15 days after drug exposure.

**Sup. Figure 13. (A)** The Dtx response of Du145-DtxR cells was assessed after combining ABCB1 knockdown with Torin1 treatment (an mTORC1/2 inhibitor, 31-500 nM). The CTG viability assay was utilized, and the results were represented as a heat map. **(B)** Heat map representation of the Combination Index (CI) values, with red color indicating a synergistic effect. CI was calculated using the CalcuSyn software.

**Sup. Figure 14. (A)** The expression profiles of BRPF genes were analyzed by qRt-PCR, comparing taxane resistant cells to their parental counterparts. The data expressed as mean ± SEM from two biological replicates, each performed in duplicate. **(B)** The expression of BRPF genes in Du145-P cells was determined by qRt-PCR following Dtx treatment (1.25-5 nM) at the indicated time points. The data expressed as mean ± SEM. Statistical significance denoted as (*) p < 0.05, (**) p < 0.01, and (***) p < 0.001.

**Supplementary Table Legends**

**Sup. Table 1.** The nucleotide sequences of the primers used in the study.

**Sup. Table 2.** Top 10 ranked up- (red) and down-regulated (purple) genes in Du145-DtxR cells.

**Sup. Table 3.** Top 10 ranked up- (red) and down-regulated (purple) genes in Du145-CbzR cells.

**Sup. Table 4.** The genes in positively (NES ≥ 1.5) and negatively (NES ≤ 1.5) enriched gene sets in Du145-DtxR cells.

**Sup. Table 5.** Representation of overlapping pathways/signaling of genes downregulated by siBRPF1 (The set of genes which lie in the intersection of the Venn diagram shown in **Figure 4F.**

**Sup. Table 6.** Representation of overlapping pathways/signaling of genes upregulated by siBRPF1 (The set of genes which lie in the intersection of the Venn diagram shown in **Sup. Figure 11A.**

# Supplementary material for: Exploiting epigenetic targets to overcome taxane resistance in prostate cancer
**Source:** Cell Death Dis. 2024 Feb 12;15(2):132. doi: 10.1038/s41419-024-06422-1

#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modifications
1	0000275_01	27 Feb 2023 10:40:21	Client T00	00:30	00:30	Manual	0000275_01	

Channel	Color	Minimum	Maximum	%
Client	Gray Scale (Black on White)	0.000000	0.0769	0
T00	Gray Scale (Black on White)	0.000000	0.0634	0

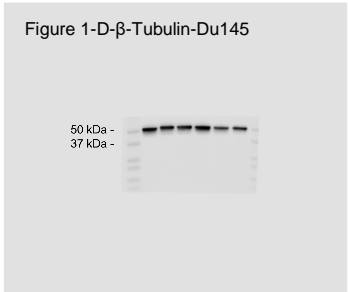

#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modifications
1	0000276_01	27 Feb 2023 10:32:57	Client T00	00:30	00:30	Manual	0000276_01	

Channel	Color	Minimum	Maximum	%
Client	Gray Scale (Black on White)	0.000000	0.000000	0
T00	Gray Scale (Black on White)	0.000000	0.000000	0

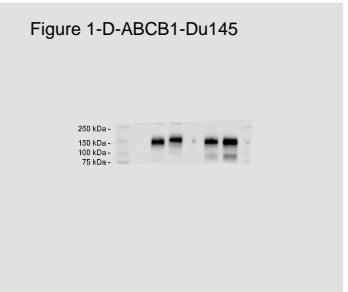

#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modifications
1	0000278_01	27 Feb 2023 10:43:47	Client T00	00:30	00:30	Manual	0000278_01	

Channel	Color	Minimum	Maximum	%
Client	Gray Scale (Black on White)	0.000000	0.0769	0
T00	Gray Scale (Black on White)	0.000000	0.0634	0

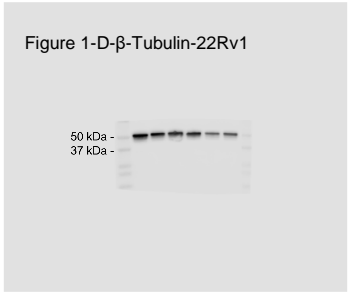

#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modifications
1	0000273_01	27 Feb 2023 10:37:55	Client T00	00:30	00:30	Manual	0000273_01	

Channel	Color	Minimum	Maximum	%
Client	Gray Scale (Black on White)	0.000000	0.000000	0
T00	Gray Scale (Black on White)	0.000000	0.000000	0

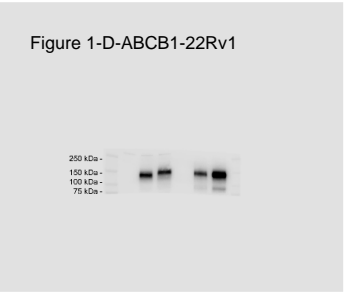

Acquisition Information							
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment
1	0009889_01	22.Nov.2022 13:22:15	Ch001	00:30	None	0009889_01	

Image Display Values			
Channel	Color	Minimum	Maximum
Ch001	Gray Scale (Black on White)	0.00000170	0.0113

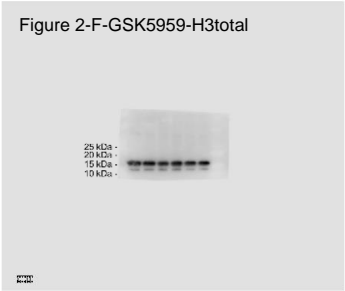

Acquisition Information							
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment
1	0009890_01	19.Nov.2022 14:39:03	Ch001	00:30	None	0009890_01	

Image Display Values			
Channel	Color	Minimum	Maximum
Ch001	Gray Scale (Black on White)	0.00000108	0.0208

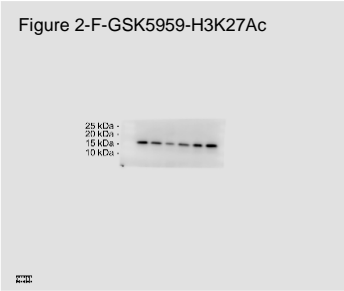

Acquisition Information							
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment
1	0009898_01	19.Nov.2022 14:34:03	Ch001	00:30	None	0009898_01	

Image Display Values			
Channel	Color	Minimum	Maximum
Ch001	Gray Scale (Black on White)	0.00000094	0.022

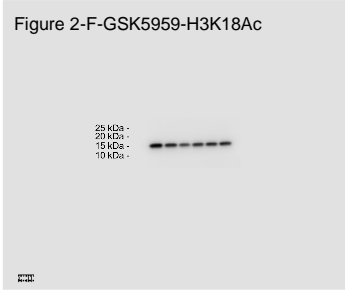

Acquisition Information							
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment
1	0009896_01	19.Nov.2022 14:25:35	Ch001	00:30	None	0009896_01	

Image Display Values			
Channel	Color	Minimum	Maximum
Ch001	Gray Scale (Black on White)	0.00000040	0.0124

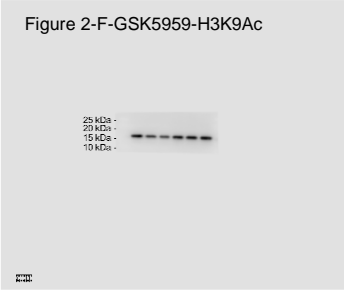

#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modifications
1	0009442_01	01.Mar.2022 13:52:26	Chrom	00:30	Western	0009442_01		

Image Display Values			
Channel	Color	Minimum	Maximum
Chrom	Blue Scale (Black on White)	0.00000002	0.0141

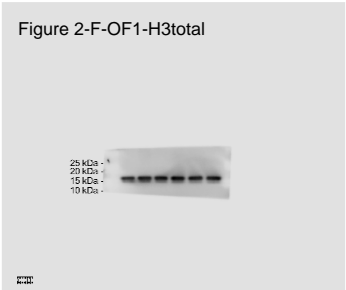

#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modifications
1	0009452_01	01.Mar.2022 14:27:48	Chrom	00:30	Western	0009452_01		

Image Display Values			
Channel	Color	Minimum	Maximum
Chrom	Blue Scale (Black on White)	0.00000134	0.0112

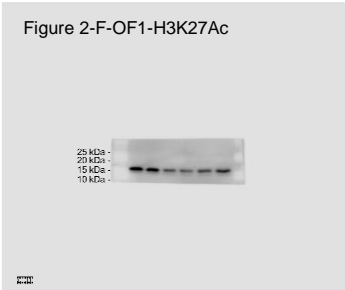

#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modifications
1	0009453_01	01.Mar.2022 14:32:55	Chrom	00:30	Western	0009453_01		

Image Display Values			
Channel	Color	Minimum	Maximum
Chrom	Blue Scale (Black on White)	0.00000001	0.0179

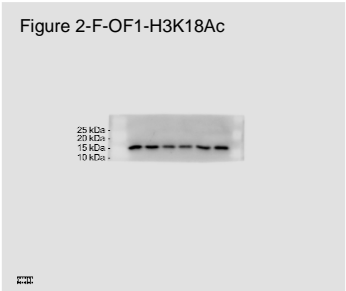

#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modifications
1	0009446_01	01.Mar.2022 14:53:35	Chrom	00:30	Western	0009446_01		

Image Display Values			
Channel	Color	Minimum	Maximum
Chrom	Blue Scale (Black on White)	0.00000002	0.0098

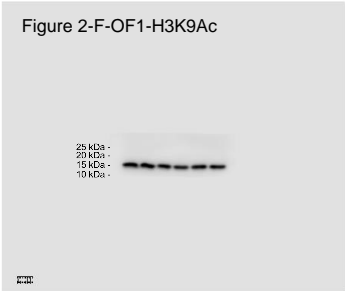

Acquisition Information						
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name
1	0009724_01	06.Nov.2022 14:26:03	Chrom	00:30	Western	0009724_01

Image Display Values			
Channel	Color	Minimum	Maximum
Chrom	Gray Scale (Black on White)	0.00000000	0.0134

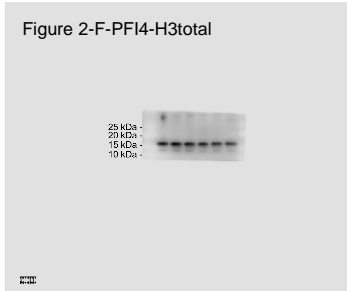

Acquisition Information						
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name
1	0009723_01	06.Nov.2022 14:23:10	Chrom	00:30	Western	0009723_01

Image Display Values			
Channel	Color	Minimum	Maximum
Chrom	Gray Scale (Black on White)	0.00000000	0.0131

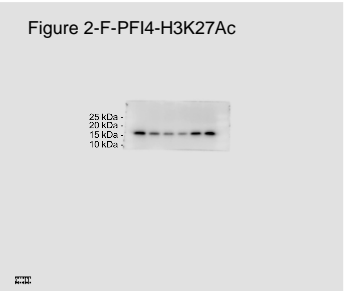

Acquisition Information						
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name
1	0009812_01	19.Nov.2022 14:45:28	Chrom	00:30	Western	0009812_01

Image Display Values			
Channel	Color	Minimum	Maximum
Chrom	Gray Scale (Black on White)	0.00000000	0.0053

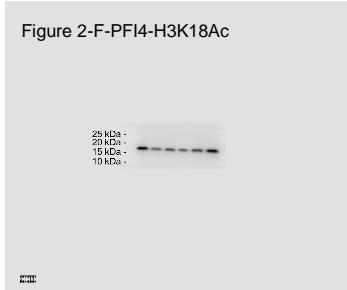

Acquisition Information						
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name
1	0009721_01	06.Nov.2022 14:17:43	Chrom	00:30	Western	0009721_01

Image Display Values			
Channel	Color	Minimum	Maximum
Chrom	Gray Scale (Black on White)	0.00000000	0.0013

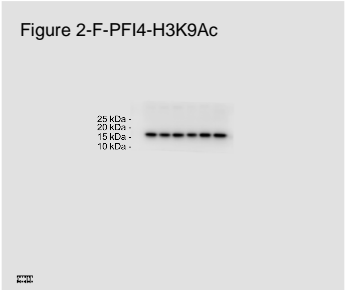

Acquisition Information						
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name
1	0011722_01	01.Ara.2022 11:19:47	Chem1	00:30	Manual	0011722_01

Image Display Values				
Channel	Color	Minimum	Maximum	#
Chem1	Gray Scale (Black on White)	0.0000000	0.0171	0

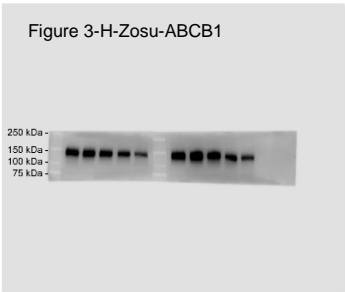

Acquisition Information						
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name
1	0011722_01	01.Ara.2022 11:16:28	Chem1	00:30	Manual	0011722_01

Image Display Values				
Channel	Color	Minimum	Maximum	#
Chem1	Gray Scale (Black on White)	0.0000000	0.0162	0

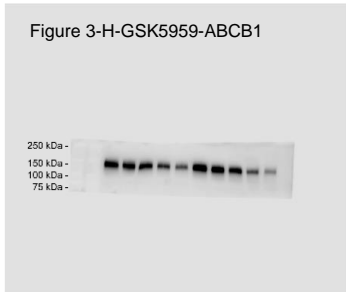

Acquisition Information						
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name
1	9012362_01	20-Oct-2023 14:07:42	Chen	00:30	Manual	9012362_01

Image Display Values				
Channel	Color	Minimum	Maximum	#
Chen	Gray Scale (Black on White)	0.0000000	0.0000000	0

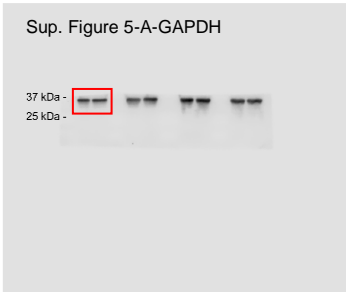

Acquisition Information						
#	Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name
1	9012363_01	20-Oct-2023 14:10:38	Chen	00:30	Manual	9012363_01

Image Display Values				
Channel	Color	Minimum	Maximum	#
Chen	Gray Scale (Black on White)	0.0000000	0.0000000	0
Exp	Gray Scale (Black on White)	0.0000000	0.0000000	0

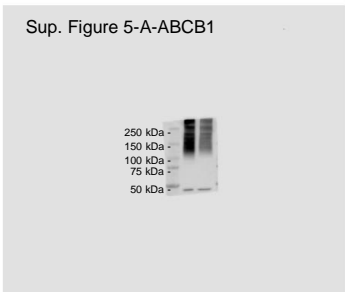

Image ID: 0011762_01

Acquire Time: 05.Apr.2022 16:34:48

Page 1

Acquisition Information

Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modification
1	0011762_01	05.Apr.2022 03:34:48	Client	00:30	Manual	0011762_01	

Image Display Values

Channel	Color	Minimum	Maximum	#
Client	Grey Scale (Black on White)	0.00000000	0.00000000	0

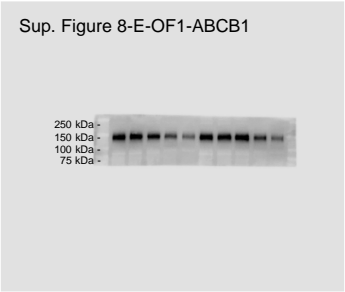

Image ID: 0011763_01

Acquire Time: 05.Apr.2022 16:38:04

Page 1

Acquisition Information

Image ID	Acquire Time	Channels	Integration Time	Analysis	Image Name	Comment	Image Modification
1	0011763_01	05.Apr.2022 10:38:04	Client	00:30	Manual	0011763_01	

Image Display Values

Channel	Color	Minimum	Maximum	#
Client	Grey Scale (Black on White)	0.00000000	0.00000000	0

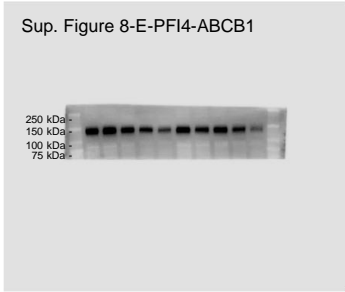

**Supplement:** Supplementary file 4 — Supplementary Data-Uncropped WB Images

How the deposited data were processed for this re-analysis (not part of the article)

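RNA was sequenced from Du145-P, Du145-DtxR and Du145-CbzR (2 libraries each) and from Du145-DtxR treated with siControl or siBRPF1 (3 libraries each), 12 libraries in 2 experiments. The authors checked the paired-end reads with FastQC, aligned them with STAR to the GENCODE GRCh38 transcriptome, quantified them with Salmon, summed them per gene with tximport and tested them with DESeq2; the versions of these tools are not in the submitters' notes. Both deposited tables are named for TPM. Their columns, unlike those of TPM, sum to totals that differ between libraries (given below), and of the values above 0, 58.4% in the resistance table and 62.8% in the siRNA table are exactly whole numbers, so they were read as estimated counts, which the authors, as the paper and the submitters' notes state, made with Salmon from the STAR alignments. The branch of the plan written for counts was used in place of the one for TPM.

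Each table holds 60660 rows. The 44 rows of the pseudoautosomal part of Y were added to their X copies, which left 60616 genes, 60419 of them paired with a symbol in the tables. Coordinates are those of GENCODE 44 on GRCh38, with which 52342 identifiers share the version. All columns were mapped to a condition and replicate from their labels. Estimated counts were rounded to whole numbers, filtered with filterByExpr (18218 genes in the resistance experiment, 15704 in the siRNA experiment, 15596 in both), scaled by TMM and tested with edgeR's quasi-likelihood test in R 4.3.3 (edgeR 4.0.16). The 6 libraries of each experiment shared 1 fit, and no library was compared between experiments. The common dispersion was 0.00226 and 0.00926. Standard errors of edgeR's fits are the log2 fold change divided by the square root of the test's F statistic, and are too small where a group has few counts. P-values were adjusted by Benjamini-Hochberg over the genes tested, and DEGs were called at an adjusted p under 0.05 with a log2 fold change above 1 or below -1, the paper's thresholds. Overlaps between the resistance and the siRNA experiment, and gene lists, used the adjusted p alone.

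The 4 comparisons, 23 gene lists, the rule for named genes and the alternatives were fixed before the data were examined. Several lists share members with Sup. Tables 4, 5 and 6, which were chosen on these libraries. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with an estimated correlation and with fry, each adjusted over the lists of a comparison. With the estimated correlation camera also tests on the few residual degrees of freedom of the fit. Members of a list that were not tested in an experiment are left out of its counts, and 1 member, SOD2, was not matched to a row. The genes named are every gene the paper names for these data in its text, Sup. Table 2 or Sup. Table 3 (whose values had been seen), BRPF1, BRD1 and BRPF3, for each comparison and direction the 10 largest changes among DEGs with a mean of at least 5 CPM in the higher group and groups that do not overlap, and from each list up to 4 members with the smallest adjusted p. Exceptions within a list (CEBPB, FBL, TNFAIP2, CCNE1, ESPL1, NUSAP1, TOP2A, RIGI, BUB1B, IRF9, PDIA4, TARS1, AURKA, EPCAM and the like) and genes shared between passages, such as CXCL8 in the siRNA experiment, were named after their values were seen, as were the intervals on 7q. A few genes that the rule names, and 1 gene set of Sup. Table 4, are not reported here.

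Library totals were 27512386 to 30593578 estimated counts in the resistance experiment and 16667821 to 17306262 in the siRNA experiment. A count of 0 over a group was set against a floor of 3 counts over that group, and ratios with 1 to 3 counts in a group carry a 95% counting interval; floors and intervals cover counting error only. Recovery of known changes was tested on simulated data at an adjusted p under 0.05 with no fold limit. The alternatives were no filter and a stricter filter on low counts (a mean of 1 CPM), DESeq2's size factors, DESeq2 1.42.0, replicate number as a term, only the groups compared in the fit, no fold limit, a fold limit in both experiments of the overlap, and each library left out in turn. DESeq2 with shrunken fold changes was added after the values were seen. The alternatives for TPM (other pseudocounts, limma without a trend, TMM on TPM) were not run, since the tables hold estimated counts. Hallmark enrichment could not be repeated because the gene sets were not at hand; the members in Sup. Tables 4, 5 and 6 were used instead, with 2 symbols of Sup. Table 5 not matched. RT-qPCR, ChIP, drug response and clinical data of the paper are not analysed here.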

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

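The tests on 7q (share of genes, removal of trends, shuffled gene order), the boundaries along 7q and the limits that define a run of neighbouring genes (windows of 15 genes, a median log2 fold change above 0.5 or below -0.5, at least 15 genes, and 60 genes for the runs named here) were chosen after the result was seen; the gene lists and the direct comparison of the resistant lines were not.

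The direct comparison of the resistant lines gave differences between their responses for 5 gene lists. The median log2 fold change of Du145-CbzR against Du145-DtxR was -1.34 for ER chaperones and ER-associated degradation, -0.96 for the ATF4 amino acid response, -0.53 for ribosome biogenesis and MYC targets and -1.43 for NF-kB targets. With an estimated correlation the calls of these 4 lists were lost (adjusted p = 0.283, 0.343, 0.343 and 0.283). The median was -0.69 for genes that report ERK output, of which 10 of 16 were lower and 2 higher (2 higher and 10 lower when adjusted over the list alone). ERK output genes had adjusted p = 0.0402 by camera, and adjusted p = 0.855 with an estimated correlation.

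Several further lists also passed. They share members with Sup. Tables 4 and 5, which were chosen on these libraries, and are not independent of them. FOSL1, DUSP6, CCN2, TUBB2A, CDH1 and HOXB9 are among these members. YAP targets, genes of growth and the cytoskeleton, were higher in Du145-DtxR (7 of 10, with LATS2 and AJUBA lower; 7 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.99. Camera gave YAP targets adjusted p = 0.0359, and adjusted p = 0.431 with an estimated correlation. They were also higher in Du145-CbzR, with 8 of 10 higher (9 when adjusted over the list alone), 0 lower by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2, and a median of 0.62. By camera, YAP targets had adjusted p = 5.04e-04, and adjusted p = 0.649 with an estimated correlation. ERK output genes were higher in Du145-DtxR in 13 of 16 cases, with the phosphatase DUSP4 lower (13 higher and 1 lower when adjusted over the list alone) and a median of 0.97 (camera, adjusted p = 1.64e-04, and adjusted p = 0.494 with an estimated correlation); the AP-1 subunit FOSL1 was 226 ± 5.44 CPM (SD, n = 2) against 25.0 ± 2.97 CPM (SD, n = 2). With siBRPF1, 9 of 15 ERK output genes were lower and 1 higher (1 higher and 10 lower when adjusted over the list alone), with a median of -0.42 (camera, adjusted p = 0.00123, and adjusted p = 0.141 with an estimated correlation), and the phosphatase DUSP6 fell from 41.7 ± 2.42 CPM (SD, n = 3) to 19.2 ± 1.64 CPM (SD, n = 3). Tubulins and microtubule regulators, the targets and partners of taxanes, were higher in Du145-CbzR in 12 of 15 cases, with TUBA4A, MAPT and MAP4 lower (12 higher and 3 lower when adjusted over the list alone) and a median of 0.67. By camera, tubulins had adjusted p = 0.00181, and adjusted p = 0.649 with an estimated correlation. The beta-tubulins TUBB, TUBB3 and TUBB2A rose by 1.06, 0.95 and 1.24 (adjusted p = 1.57e-08, 3.00e-08 and 2.42e-07). Epithelial markers were lower in Du145-CbzR in 7 of 9 cases, with KRT18 and EPCAM higher (2 higher and 7 lower when adjusted over the list alone) and a median of -1.48. By camera, epithelial markers had adjusted p = 0.00989, and adjusted p = 0.649 with an estimated correlation. HOX genes, which set positional identity, were lower with siBRPF1 in 8 of 29 cases (8 when adjusted over the list alone), 0 were higher by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2, and the median was -0.22 (camera, adjusted p = 0.0189, and adjusted p = 0.333 with an estimated correlation); HOXB9 fell by 0.71 (standard error 0.09, adjusted p = 2.61e-04).

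Along 7q, genes beyond ABCB1 had a median log2 fold change of -1.02 in Du145-CbzR against Du145-P (quartiles -1.29 and -0.73), with 82.0% of 445 tested genes lower, and the 15 genes from GNAI1 to CROT had a median of 2.44, with 93.3% higher and SEMA3E lower; the medians beyond ABCB1 were -0.07 in Du145-DtxR and -0.01 with siBRPF1. Once the trends with GC content, transcript length and expression level on the other chromosomes were removed the median beyond ABCB1 was -0.96, and 0 of 100 shuffled gene orders gave a run as long as the 269 lower genes observed (longest 9), so the tables argue against these properties and against a chance order of genes as the whole cause. As a hypothesis, a change of DNA copy number along 7q, with a gain up to ABCB1 and a loss beyond it, may account for both parts: it called for more than 80% of the genes of each to move, a bound set after the shares had been seen, and the median fold beyond ABCB1 was 0.494. The paper reports a gain of ABCB1 copies in Du145-CbzR (Sup. Fig. 4), and DNA of the rest of the arm is not analysed here, so a regional change of expression without a change in copy number stays open.

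Runs of neighbouring genes that moved together were also seen in Du145-DtxR: 68 genes on chromosome 7 from FAM20C to ANKMY2 (192571 to 16645817), with a median log2 fold change of -0.67, and 68 on chromosome 14 from TEP1 to SDR39U1 (20365667 to 24442905), with a median of -0.90. By the same limits 16 runs were found in Du145-DtxR and 13 in Du145-CbzR against Du145-P, 28 between the resistant lines, and 0 with siBRPF1. Several of those in Du145-CbzR lay along chromosome 9 between 70258978 and 137870016, all lower, with medians from -0.66 to -0.55. Between the lines, beside 7q, runs of 73 genes on chromosome 4 and of 62 and 106 on chromosome 9 were lower in Du145-CbzR (medians -0.74, -0.70 and -0.73). A run of 73 genes on chromosome 14 was higher (median 1.00). Outside 7q the trends with GC content, transcript length and expression level were not removed, and the cause of these runs was not tested. Among genes tested in both experiments, the log2 fold changes of Du145-DtxR correlated with GC content (Spearman -0.232). They also correlated with expression level (Spearman 0.208).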

How the results depend on the processing

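DESeq2 with shrunken fold changes was chosen after the values were seen; the other alternatives here were planned. Over all settings, counts and overlaps of genes kept their size or side of the threshold in 331 cases, moved by more than 1.5 times in 28, lost their call in 4 and reversed in 3; gene lists kept theirs in 287 cases, lost a call in 31, gained one in 31 and reversed in 3; named genes kept theirs in 12285 cases, lost a call in 352, gained one in 106 and reversed in 1. No setting moved a count by more than 1.5 times or changed a call or side for 5 of 24 counts and overlaps, and none changed a call or direction for 25 of 88 list results and 848 of 1002 named genes. Some folds that rest on few counts in Du145-P, such as that of ABCB1, moved with single libraries. Where a library was left out of a pair, the lone one was assumed to vary like the other groups. Except where the setting itself adds or removes genes or libraries, the cause was not tested.

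Without a fold limit the counts were 5660 higher and 5827 lower in Du145-DtxR, 4454 and 4790 in Du145-CbzR, 5690 and 5791 in Du145-CbzR against Du145-DtxR, and 1820 and 2369 with siBRPF1. With a minimum of 1 CPM, 406 genes were higher in Du145-CbzR, 126 were higher and 390 lower in both lines, and BRPF1 in Du145-DtxR passed at -0.19 on the log2 scale. Without a filter on low counts, 138 genes were higher with siBRPF1, the ratio for genes up in Du145-DtxR and down with siBRPF1 was 1.03 (Fisher's exact p = 0.419), and BRPF1 in Du145-CbzR was -0.21 and did not pass (adjusted p = 0.0584). BRPF1 in Du145-CbzR did not pass by DESeq2 at -0.20 (adjusted p = 0.151) nor, at -0.20, with shrunken fold changes, with which 27 genes were higher and 176 lower with siBRPF1. With only the compared lines fitted, the ratio of genes higher in Du145-DtxR and lower in Du145-CbzR was 1.19 (Fisher's exact p = 0.0697). The deviations of same-numbered siRNA libraries from their group means correlated at 0.0588, 0.170 and 0.342, and siControl replicate 1 correlated more with siBRPF1 replicate 2 (0.202) than with its own number, so pairing by number was left open and not used. With replicate number as a term there were 895 genes up in Du145-DtxR, down with siBRPF1, 599 genes down in Du145-DtxR, up with siBRPF1, and 1654 genes up in Du145-DtxR, up with siBRPF1. With a fold limit in both they were 32, 11, 8 and, down in both, 265, and the ratios of the former 3 were 1.00, 1.43 and 1.75.

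With 1 library left out, there were 337 to 584 genes up in Du145-DtxR, down with siBRPF1, 175 to 370 genes down in Du145-DtxR, up with siBRPF1, 512 to 1062 genes up in Du145-DtxR, up with siBRPF1, and 784 to 1251 genes down in Du145-DtxR, down with siBRPF1, the lowest without siBRPF1 replicate 1 or siControl replicate 2. The ratio of genes lower in Du145-DtxR and higher in Du145-CbzR ranged over 1.16 to 1.26, not significant without either Du145-P library. BRPF1 ranged over -0.24 to -0.084 in Du145-DtxR, passing without Du145-P replicate 1 (-0.24, adjusted p = 0.0333), and -0.29 to -0.14 in Du145-CbzR, where it did not pass without Du145-P replicate 2 (-0.14) or either Du145-CbzR library (-0.22 and -0.19). The fold change of ENSG00000263244 in Du145-CbzR against Du145-DtxR ranged over 0.00 to 9.42, at 0.00 without Du145-CbzR replicate 1.

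With an estimated correlation in place of the preset one, each call of camera on the lists fixed in advance was lost, with these adjusted p-values. For Du145-DtxR ER chaperones and NF-kB 0.253, ATF4 response 0.384, ribosome biogenesis 0.273, mitosis 0.861, interferon and YAP 0.431, ERK 0.494. For Du145-CbzR tubulins, ribosome biogenesis, mitosis, interferon, cholesterol, epithelial and YAP 0.649. For Du145-CbzR against Du145-DtxR ER chaperones and NF-kB 0.283, ATF4 response and ribosome biogenesis 0.343, ERK 0.855. For siBRPF1 ER chaperones, ATF4 response, NF-kB and mesenchymal 0.251, E2F, mitosis, interferon and ERK 0.141, HOX 0.333. NF-kB targets in Du145-DtxR had an estimated correlation of -0.0149, below the preset 0.01. Their unadjusted p by camera still went from 2.46e-06 to 0.0146. This setting also tests on the few residual degrees of freedom of the fit, so a lost call does not by itself show correlated genes. Some calls of Sup. Table 4 sets, chosen on these libraries, held, among them UPR and mTORC1 in Du145-DtxR (0.0194) and in Du145-CbzR against Du145-DtxR (0.0326). With a minimum of 1 CPM the calls of YAP in Du145-DtxR (adjusted p = 0.0512) and ERK in Du145-CbzR against Du145-DtxR (0.0622) were lost.

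Fry, which does not compare a list with other genes, gave calls where camera gave none, with these adjusted p-values. For Du145-DtxR ABCB1 neighbours 0.0244, ABC transporters 0.0195, tubulins 0.00913, hypoxia 0.00451, mesenchymal (direction reversed) 7.18e-04, p53 (direction reversed) and androgen receptor-positive cells 0.00410, HOX 4.75e-04, fibroblasts 7.57e-04. For Du145-CbzR ABCB1 neighbours 4.09e-04, ABC transporters 0.00111, ER chaperones 0.0156, NF-kB 0.00263, hypoxia 0.00437, mesenchymal 0.00504, p53 0.00916, BRPF and MYST complexes 0.00686, androgen receptor-positive cells 0.00178. For Du145-CbzR against Du145-DtxR ABCB1 neighbours and androgen receptor-positive cells 3.21e-04, ABC transporters 3.82e-04, tubulins and mesenchymal (direction reversed) 0.0134, cholesterol and BRPF and MYST complexes 0.00740, epithelial 3.15e-04, p53 9.45e-04, HOX 0.00221, fibroblasts 6.91e-04. For siBRPF1 cholesterol 0.00447, YAP 0.00455, p53 and fibroblasts 0.0115, androgen receptor-positive cells 0.00123.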

Differences from the paper's values

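The alternatives were set before the data were examined, except DESeq2 with shrunken fold changes, which was chosen after the values were seen and which drops 0 of the 20 genes of Sup. Table 2 and 0 of the 20 of Sup. Table 3. For single genes, within the error means within the standard error of the same fit. That of edgeR is too small where a group has few counts, so a small difference for such a gene is open.

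The paper's number of genes higher in both resistant lines is 107, against 198 here, and its number lower in both is 336, against 624 here, at the same thresholds. The stricter filter on low counts (126 and 390) and DESeq2 (154 and 478) came within 1.5 times of the paper's values, as did shrunken fold changes, chosen after seeing the values (132 and 444); no filter, DESeq2's size factors, replicate number as a term, only the groups compared and each library left out did not. In Fig. 1B, read by eye, the paper's numbers for Du145-CbzR are about 360 higher and about 890 lower, against 682 and 1435 here. The number higher came within 1.5 times with the stricter filter (406), DESeq2 (511) and, chosen after seeing the values, shrunken fold changes (457), and with no other alternative. The number lower did so with the stricter filter (977), DESeq2 (1164), without Du145-P replicate 1 (1284) or 2 (1294), without Du145-CbzR replicate 1 (1323) or 2 (1289), and with shrunken fold changes (1067), and not with the others.

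For genes called in opposite directions, Fig. 1B, read by eye, gives about 67 higher in Du145-DtxR and lower in Du145-CbzR, against 117 here, and about 66 lower in Du145-DtxR and higher in Du145-CbzR, against 121 here. The former came within 1.5 times of the paper's value with the stricter filter (87), DESeq2 (98), only the groups compared (94), without Du145-P replicate 1 (97) and with shrunken fold changes (87). The latter did with the stricter filter (85), DESeq2 (92), only the groups compared (96), without Du145-P replicate 1 (90) or 2 (92), without Du145-CbzR replicate 1 (99) or 2 (96) and with shrunken fold changes (81). The other alternatives did not in either case.

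The paper's log2 fold change of TP53TG1 in Du145-CbzR is 2.5, against 2.74 here (standard error 0.10), and that of RUNDC3B in Du145-DtxR is 1.18, against 2.06 here (standard error 0.22). None of the alternatives came within the error of the paper's values, shrunken fold changes included (2.68 and 1.81).

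In Sup. Table 2 the paper's log2 fold change of CP is 10.7, against 10.26 here (DESeq2, at 10.31, was the only alternative within the error). With 4 and 5 counts of CP in the Du145-P libraries, whether these values differ is open. That of ABCB1 in Sup. Table 2 is 9.1, against 10.35 here, and in Sup. Table 3 it is 12, against 12.95 here; no alternative set in advance came within the error, and shrunken fold changes, chosen after seeing the values, gave 9.24 and 11.84. The paper's text gives values for ABCB1 that match those found here. For C4orf19 the paper's value is 7.6, against a fitted 8.80 here; it had 1 count over both Du145-P libraries, a log2 ratio of 9.15 with a 95% counting interval from 6.67 to 14.45, and leaving out Du145-P replicate 1 (6.54) or 2 (7.97) came within the error.

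In Sup. Table 3 the paper's log2 fold change of CCDC187 is 6, against 5.61 here, and DESeq2 (5.67), without Du145-P replicate 2 (5.63) and without Du145-CbzR replicate 2 (5.66) came within the error. For LINC01322 it is 5.3, against 4.97 here, and DESeq2 (5.00) and without Du145-P replicate 2 (5.14) did. The paper's values for TXNIP, BRDT and SLFN11 are -8.6, -8.6 and -10.4, against fitted values of -9.51, -8.92 and -10.95 here, on 1, 2 and 1 counts over both Du145-CbzR libraries; the log2 ratio of BRDT was -9.10, with a 95% counting interval from -12.14 to -7.25. Within the error were TXNIP by DESeq2 (-9.83) and without Du145-CbzR replicate 1 (-8.65) or 2 (-7.25), BRDT by DESeq2 (-9.09) and without Du145-P replicate 2 (-8.90) or Du145-CbzR replicate 1 (-7.50), and SLFN11 by DESeq2 (-11.27) and without Du145-CbzR replicate 2 (-8.69). The remaining alternatives did not come within the error for these genes.

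The level of BRPF1 with siBRPF1 relative to siControl is about 0.16 in Fig. 4E, read by eye, against 0.284 here, and that of ABCB1 is about 0.59 in Fig. 4C, read by eye from RT-qPCR at 48 h, against 0.962 here in RNA-seq. None of the alternatives came within 1.5 times of the paper's value for either, shrunken fold changes included.

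Some statements also differ. The text ranks ABCB1 as the gene with the highest change in both lines, while Sup. Table 2 places CP first; here ABCB1 has 10.35 and CP 10.26 in Du145-DtxR, each within the other's error, while ABCC9, also in Sup. Table 2, had 0 counts in Du145-P and was at least 164-fold higher, so its place among them is open. The p and FDR columns of the downregulated genes are identical in Sup. Tables 2 and 3, although the genes differ, so they were not used. The paper reports enrichment of E2F targets in both lines; the list of E2F targets used here was not called by camera in Du145-DtxR (10 higher and 2 lower of 24) or in Du145-CbzR (12 higher and 5 lower), although of the 53 tested E2F genes in Sup. Table 4, 53 were higher in Du145-DtxR and 34 in Du145-CbzR. At the 7q21.12 amplicon the paper counts a pair of raised genes in Du145-DtxR, and here ABCB4 passed the DEG thresholds as well, with a log2 fold change of 1.71 that was lost without Du145-P replicate 1 (0.98), without Du145-DtxR replicate 1 (1.14) and without a filter on low counts; in Du145-CbzR, ELAPOR2 (2.92) and DMTF1 (2.10) were raised beside the genes it names.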

Other observations

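The tests on ABCB1 with siBRPF1 were chosen after the result was seen; those on the overlap were chosen after the overlap had been seen but before their own values, and the other splits of the libraries were planned. Matrix genes changed in both directions in each resistant line, and HOX genes did in Du145-DtxR. Of 16 mesenchymal and matrix genes, 7 were higher and 6 lower in Du145-DtxR (7 higher and 6 lower when adjusted over the list alone; median log2 fold change 0.02, mean -0.89, camera adjusted p = 0.827, and adjusted p = 0.861 with an estimated correlation), and 5 of 16 were higher and 9 lower in Du145-CbzR (5 higher and 9 lower when adjusted over the list alone). By camera, matrix genes had adjusted p = 0.502, and adjusted p = 0.649 with an estimated correlation. COL6A1 fell by 2.45 in Du145-DtxR and ZEB2, a repressor of epithelial genes, rose by 1.72 (adjusted p = 2.50e-11 and 3.87e-08). Of 31 HOX genes, 12 were higher and 13 lower in Du145-DtxR (12 higher and 13 lower when adjusted over the list alone, camera adjusted p = 0.827, and adjusted p = 0.861 with an estimated correlation), HOXB6 rising by 2.53 and HOXC10 falling, with a log2 fold change of -3.59. NDRG1, a hypoxia-induced gene, was 0.681 ± 0.180 CPM (SD, n = 2) in Du145-DtxR against 144 ± 3.70 CPM (SD, n = 2) in Du145-P, while the hypoxia and glycolysis list was not called (11 of 19 higher and 6 lower, 11 higher and 6 lower when adjusted over the list alone; median 0.49, mean -0.28). Camera gave hypoxia genes adjusted p = 0.222, and adjusted p = 0.831 with an estimated correlation. Among 12 p53 targets 4 were higher, with the death receptor FAS rising by 2.77, and 5 were lower, with GDF15 at -2.45 (4 higher and 5 lower when adjusted over the list alone). Camera gave p53 targets adjusted p = 0.902, and adjusted p = 0.905 with an estimated correlation. Epithelial markers in Du145-DtxR had 3 of 9 higher and 4 lower (3 higher and 4 lower when adjusted over the list alone). Camera gave epithelial markers adjusted p = 0.812, and adjusted p = 0.861 with an estimated correlation.

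With siBRPF1, 8 of 14 mesenchymal and matrix genes were lower and 1, ZEB2, was higher (1 higher and 9 lower when adjusted over the list alone). For matrix genes, camera gave adjusted p = 0.00413, and adjusted p = 0.251 with an estimated correlation. NF-kB targets were lower in 6 of 17 cases and higher in 3 (3 higher and 8 lower when adjusted over the list alone). For NF-kB targets, camera gave adjusted p = 0.0435, and adjusted p = 0.251 with an estimated correlation. Not called were cholesterol synthesis (1 higher and 8 lower of 22; 3 higher and 8 lower when adjusted over the list alone, camera adjusted p = 0.0666, and adjusted p = 0.313 with an estimated correlation) and ribosome biogenesis (7 higher and 1 lower of 26; 7 higher and 1 lower when adjusted over the list alone). For ribosome biogenesis, camera gave adjusted p = 0.0680, and adjusted p = 0.732 with an estimated correlation.

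BRPF1, BRD1 and BRPF3 stayed within the log2 limits of a DEG in both resistant lines. BRPF1 was 22.6 ± 0.178 CPM (SD, n = 2) in Du145-DtxR against 25.4 ± 1.91 CPM (SD, n = 2) in Du145-P (log2 fold change -0.16, standard error 0.07, adjusted p = 0.0727) and had a log2 fold change of -0.21 in Du145-CbzR (adjusted p = 0.0296); the former passed without Du145-P replicate 1 (-0.24) and the latter did not without Du145-P replicate 2 (-0.14), Du145-CbzR replicate 1 (-0.22) or replicate 2 (-0.19). BRD1 fell from 37.4 ± 0.296 CPM (SD, n = 2) to 21.9 ± 0.497 CPM (SD, n = 2) in Du145-DtxR, and BRPF3 rose from 41.8 ± 0.837 CPM (SD, n = 2) to 60.3 ± 0.846 CPM (SD, n = 2) (standard error 0.06, adjusted p = 5.71e-06). In Du145-CbzR their log2 fold changes were 0.04 (adjusted p = 0.596) and 0.37 (adjusted p = 1.87e-04). Of 12 genes of the BRPF and MYST complexes, 4 were higher and 5 lower in Du145-DtxR (4 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.827, and adjusted p = 0.861 with an estimated correlation), and of 8 targets of the other epidrug classes 3 were higher and 4 lower (3 higher and 4 lower when adjusted over the list alone). Camera gave these targets adjusted p = 0.827, and adjusted p = 0.861 with an estimated correlation.

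No list of markers of other cells was called by camera in the 4 comparisons. Of the fibroblast markers 4 were tested in Du145-DtxR, 1 higher and 2 lower (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.428, and adjusted p = 0.831 with an estimated correlation), with COL3A1 at -5.38 (standard error 0.19, adjusted p = 5.04e-10). Of the markers of androgen receptor-positive prostate cells 3 were tested, 2 higher and 1 lower (2 higher and 1 lower when adjusted over the list alone). Camera gave these markers adjusted p = 0.679, and adjusted p = 0.861 with an estimated correlation. No leukocyte marker passed the filter on low counts in any of the 4 comparisons. The 2 replicates of each line differed beyond sampling noise, with a chi-square per gene of 5.48 in Du145-P, 4.29 in Du145-DtxR and 3.06 in Du145-CbzR, and those of the siRNA experiment by 5.61 to 17.7. Of the splits of the 6 siRNA libraries into 3 and 3, 10 in number, 1, the real one, called 601 genes and the highest of the others called 2; the splits are too few for a share under 0.05.

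Fewer genes than independence gives were up in Du145-DtxR and down with siBRPF1 (0.701 of the expected number), and more moved the same way; across the genes tested in both, the log2 fold changes had a Spearman correlation of 0.251 and a Pearson correlation of 0.292, genes not being independent replicates. Within 250 classes of GC content, transcript length and expression level the ratio was 0.788 (SD 0.0255 over 500 bootstraps of genes). This SD covers neither the correlation between genes nor the spread between libraries. The ratio lies below the 0.9 set beforehand for these properties as the cause by more than this SD. It lies below the 0.8 set for the contrary by less than this SD. These properties may thus account for part of the deficit. For these libraries the ratio argues against them as the whole cause, as far as genes vary independently. For genes down in Du145-DtxR and up with siBRPF1, for which no bound was set, the ratio within classes was 0.608 (SD 0.0292), against 0.563 over all genes tested. With DESeq2's size factors the ratio was 0.691, but these moved the median log2 fold changes by only 0.00743 in Du145-DtxR and 0.0105 with siBRPF1, so they do not test the scaling between libraries, which stays open. The deficit was absent without a filter on low counts (ratio 1.03) and with a fold limit in both (ratio 1.00). Without the filter, genes with too few counts for a call enter the background and lower the expected number, so that ratio is not a clean test of the deficit. That resistance and siBRPF1 act on shared genes in the same direction stays open as a hypothesis that these libraries, all of 1 resistant line, do not test.

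ABCB1 was 165 ± 20.7 CPM (SD, n = 3) with siBRPF1 and 171 ± 15.2 CPM (SD, n = 3) with siControl, a log2 fold change of -0.06 (standard error 0.10, adjusted p = 0.725) with a 95% interval from -0.29 to 0.17, or a ratio of 0.962 (0.820 to 1.13). The lower bound of -0.29 lies above the -0.5 named for a lack of reads, which argues against depth as the reason that no decrease was seen, and BRPF1, at a log2 fold change of -1.82, argues against libraries without a knockdown. The paper reports a decrease of ABCB1 in RT-qPCR after siBRPF1 (Fig. 4C). A difference in the time after transfection or in the cultures may stand between the assays, and it was not tested.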
